# SLC6A20 transporter: a novel regulator of brain glycine homeostasis and NMDAR function

**DOI:** 10.15252/emmm.202012632

**Published:** 2021-01-11

**Authors:** Mihyun Bae, Junyeop Daniel Roh, Youjoung Kim, Seong Soon Kim, Hye Min Han, Esther Yang, Hyojin Kang, Suho Lee, Jin Yong Kim, Ryeonghwa Kang, Hwajin Jung, Taesun Yoo, Hyosang Kim, Doyoun Kim, Heejeong Oh, Sungwook Han, Dayeon Kim, Jinju Han, Yong Chul Bae, Hyun Kim, Sunjoo Ahn, Andrew M Chan, Daeyoup Lee, Jin Woo Kim, Eunjoon Kim

**Keywords:** glycine transporter, neuropsychiatric disorders, NMDA receptor, PTEN, Slc6a20, Neuroscience

## Abstract

Glycine transporters (GlyT1 and GlyT2) that regulate levels of brain glycine, an inhibitory neurotransmitter with co‐agonist activity for NMDA receptors (NMDARs), have been considered to be important targets for the treatment of brain disorders with suppressed NMDAR function such as schizophrenia. However, it remains unclear whether other amino acid transporters expressed in the brain can also regulate brain glycine levels and NMDAR function. Here, we report that SLC6A20A, an amino acid transporter known to transport proline based on *in vitro* data but is understudied in the brain, regulates proline and glycine levels and NMDAR function in the mouse brain. SLC6A20A transcript and protein levels were abnormally increased in mice carrying a mutant PTEN protein lacking the C terminus through enhanced β‐catenin binding to the *Slc6a20a* gene. These mice displayed reduced extracellular levels of brain proline and glycine and decreased NMDAR currents. Elevating glycine levels back to normal ranges by antisense oligonucleotide‐induced SLC6A20 knockdown, or the competitive GlyT1 antagonist sarcosine, normalized NMDAR currents and repetitive climbing behavior observed in these mice. Conversely, mice lacking SLC6A20A displayed increased extracellular glycine levels and NMDAR currents. Lastly, both mouse and human SLC6A20 proteins mediated proline and glycine transports, and SLC6A20 proteins could be detected in human neurons. These results suggest that SLC6A20 regulates proline and glycine homeostasis in the brain and that SLC6A20 inhibition has therapeutic potential for brain disorders involving NMDAR hypofunction.

**The paper explained**

**Problem**

Glycine transporters play important roles in the regulation of brain levels of glycine, an amino acid acting as a co‐agonist of glutamate to stimulate NMDA‐type glutamate receptors (NMDARs). Whole‐brain glycine levels are tightly regulated by glycine transporters, which transport glycine to several types of brain cells, to maintain optimal levels of NMDAR regulation. Glycine transporters (GlyT1 and GlyT2), well known to regulate brain glycine levels, have been considered to be important therapeutic targets because their inhibition would increase brain glycine levels and NMDAR activity for brain disorders with limited NMDAR function such as schizophrenia. However, it remains unclear whether other amino acid transporters in the brain can also regulate brain glycine levels and NMDAR function.

**Results**

This study finds that SLC6A20A, previously reported to transport mainly proline, can additionally transport glycine in the brain. The unexpected glycine‐transporting activity of SLC6A20A was found in mice carrying a mutant form of PTEN, which regulates mTOR signaling. These mice showed abnormally increased SLC6A20A levels, decreased brain glycine levels, and decreased NMDAR function, which are all casually associated. Conversely, SLC6A20A‐mutant mice show increased brain glycine levels and NMDAR function. Lastly, both mouse and human SLC6A20A proteins mediate glycine and proline transports at similar levels.

**Impact**

These results suggest that SLC6A20 is a novel regulator of glycine and proline levels in the brain. In addition, inhibition of SLC6A20 activity by pharmacological or molecular biological methods and consequent increases in brain glycine levels and NMDAR activity could be a potential strategy for the treatment of brain disorders involving NMDAR hypofunction such as schizophrenia and autism spectrum disorders.

## Introduction

Glycine, a well‐known inhibitory neurotransmitter for glycine receptors in the nervous system, is also one of the obligatory co‐agonists of *N*‐methyl‐d‐aspartate (NMDA) receptors. Glycine and/or d‐serine binds to the strychnine‐insensitive site on the GluN1 subunit of the NMDARs, permitting subsequent binding of glutamate (Kuryatov *et al*, 1994; Schell *et al*, 1995; Mothet *et al*, 2000). Two glycine transporters, GlyT1 and GlyT2, have been identified as important regulators of glycine homeostasis in the brain (Smith *et al*, 1992; Liu *et al*, 1993a). GlyT1 is a Na^2+^‐dependent high‐affinity glycine transporter with an expression pattern in the brain that mirrors the distribution of NMDA receptors (Cubelos *et al*, 2005). Persistent hypofunction of GlyT1 (Tsai *et al*, 2004b; Gabernet *et al*, 2005) or acute treatment with the potent GlyT1 antagonists, such as sarcosine and *N*‐[3‐(4‐fluorophenyl)‐3‐(4‐phenylphenoxy)] propylsarcosine (NFPS), has been shown to enhance NMDAR currents and LTP in the hippocampus (Martina *et al*, 2004; Manahan‐Vaughan *et al*, 2008). Naturally, glycine transporters have been suggested as novel therapeutic targets for brain disorders involving NMDAR dysfunction such as schizophrenia, alcohol dependence, and pain (Tsai *et al*, 2004a; Lane *et al*, 2006; Javitt, 2008; Harvey & Yee, 2013). However, whether other types of transporters are involved in the regulation of glycine homeostasis in the brain remains unclear.

We began the current study by characterizing a previously reported mouse line that lacks the C‐terminal tail of the PTEN protein (Knafo *et al*, 2016), a lipid, and protein phosphatase that antagonizes the phosphoinositide 3‐kinase (PI3K) pathway (*Pten^ΔC^* ^/^ *^ΔC^* mice) (Knafo *et al*, 2016). Our initial motivation to study PTEN was that it regulates brain development and synaptic/neuronal functions (Backman *et al*, 2001; Endersby & Baker, 2008) and is also implicated in brain disorders, including macrocephaly, epilepsy, Rett syndrome, and autism spectrum disorders (ASD) (Crespi *et al*, 2010; Tilot *et al*, 2016). Previous studies for brain PTEN functions, which used various mouse lines with *Pten* haploinsufficiency (Napoli *et al*, 2012; Clipperton‐Allen & Page, 2014), neuronal *Pten* deletion (Suzuki *et al*, 2001; Kwon *et al*, 2006; Takeuchi *et al*, 2013; Williams *et al*, 2015; Cupolillo *et al*, 2016), and glial *Pten* deletion (Lugo *et al*, 2013; Lugo *et al*, 2014), have mainly focused on the phosphatase activity of PTEN.

We noted, however, that PTEN contains a C‐terminal tail that contains a PDZ domain‐binding (PB) motif that can bind various PDZ‐containing proteins, including PSD‐95 (Adey *et al*, 2000; Wu *et al*, 2000; Tolkacheva *et al*, 2001; Takahashi *et al*, 2006; Bonifant *et al*, 2007; Jurado *et al*, 2010), an abundant excitatory postsynaptic scaffolding protein (Sheng & Sala, 2001; Sheng & Hoogenraad, 2007; Sheng & Kim, 2011). Intriguingly, the PTEN‐PB domain has been implicated in the regulation of excitatory synaptic strength during long‐term depression (LTD) (Jurado *et al*, 2010; Knafo & Esteban, 2017) and (Aβ)‐induced weakening of excitatory synapses in Alzheimer's disease (Knafo *et al*, 2016). However, these studies did not fully investigate other synaptic functions of the PTEN C terminus or non‐synaptic PTEN functions such as nuclear localization and regulation of gene expression (Gil *et al*, 2007; Planchon *et al*, 2008; Howitt *et al*, 2012; Bassi *et al*, 2013; Zhang *et al*, 2013; Goh *et al*, 2014; Fricano‐Kugler *et al*, 2018; Igarashi *et al*, 2018).

Our results indicated that *Pten^ΔC^* ^/^ *^ΔC^* mice show suppressed LTD, as reported previously (Jurado *et al*, 2010; Knafo *et al*, 2016; Knafo & Esteban, 2017), and unexpectedly suppressed long‐term potentiation (LTP) through decreased NMDAR‐mediated currents. While searching for the underlying mechanisms, we found that mRNA and protein levels of SLC6A20A, an amino acid transporter known to transport proline based on *in vitro* data (Smith *et al*, 1995; Nash *et al*, 1998; Kiss *et al*, 2002; Kowalczuk *et al*, 2005; Takanaga *et al*, 2005; Broer & Gether, 2012), were substantially increased, which was associated with abnormally decreased extracellular brain glycine levels. Elevating brain glycine levels back to a normal range by antisense oligonucleotides for SLC6A20A, or by the competitive GlyT1 antagonist sarcosine, normalized NMDAR function and repetitive climbing behavior in *Pten^ΔC^* ^/^ *^ΔC^* mice. Importantly, a new mouse line lacking SLC6A20A showed increased extracellular brain glycine levels and NMDAR function. These results suggest that SLC6A20 is a novel regulator of brain glycine levels and NMDAR function that has therapeutic potential for brain disorders involving suppressed NMDAR function.

## Results

### Characterization of *Pten^ΔC^* ^/^ *^ΔC^* mice

To explore the function of the C‐terminal PDZ‐binding motif of PTEN (PTEN‐PB), we characterized a *Pten*‐mutant mouse line that lacks the last five amino acid (aa) residues of PTEN (aa 399–403) (Knafo *et al*, 2016) (Fig EV1A). These *Pten^ΔC^* ^/^ *^ΔC^* mice showed normal rates of birth, growth and survival, and gross morphology of the brain relative to wild‐type (WT) mice, as shown by staining for NeuN (neuronal marker) (Fig EV1B and C).

**Figure EV1:**
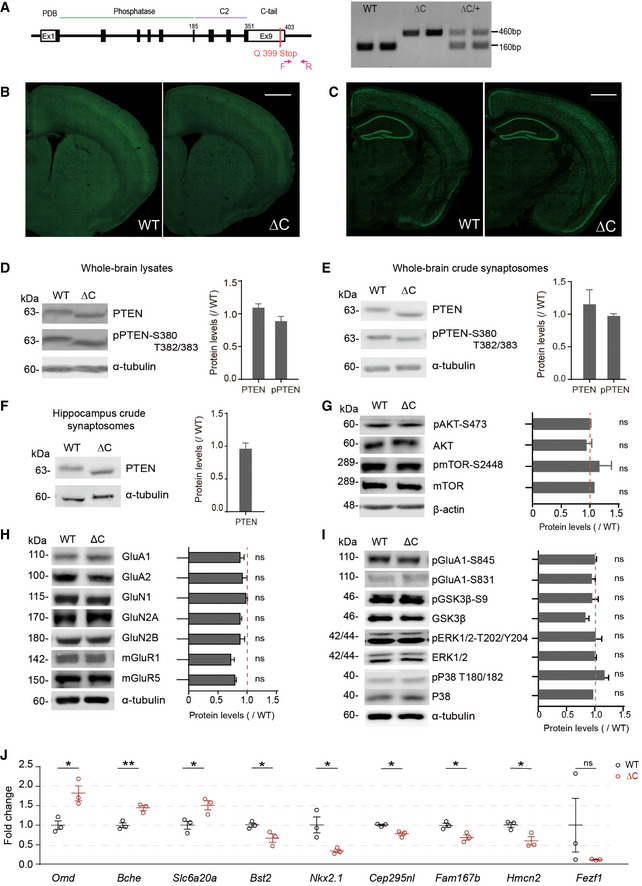
Characterization of *Pten^ΔC^* ^/^ *^ΔC^* mice ASchematic depiction of the generation of *Pten^ΔC^* ^/^ *^ΔC^* (ΔC) mice, and PCR genotyping of WT, *Pten^ΔC^* ^/^ *^ΔC^* and *Pten^ΔC^* ^/+^ (denoted as WT, ΔC, ΔC/+) mice.B, CNormal gross morphology of the brain in *Pten^ΔC^* ^/^ *^ΔC^* mice (P21), as revealed by staining for NeuN (a neuronal maker) in coronal sections. Scale bar, 1 mm.D–FImmunoblot analysis of the levels of total PTEN and phospho‐PTEN (pPTEN) proteins in whole‐brain total lysates (D; P21), whole‐brain crude synaptosomes (E, P21), and hippocampal crude synaptosomes (F, P21). Average values and ΔC/WT ratios were calculated using PTEN/pPTEN signals in WT and *Pten^ΔC^* ^/^ *^ΔC^* mice normalized to those of α‐tubulin. (*n* = 4 mice for WT and 3 for ΔC for whole‐brain lysates (D), 4 for both WT and ΔC for whole‐brain crude synaptosomes (E), and WT 5 and ΔC 8 for hippocampus lysates (F); ns, not significant, Student's *t*‐test). See Appendix Fig S7 for full‐length blot images. The error bars represent SEM.GTotal and phosphorylation levels of AKT and mTOR. Average values and ΔC/WT ratios were obtained from signals normalized to β‐actin. (*n* = 4 mice for WT and ΔC, ns, not significant, Student's *t*‐test). The error bars represent SEM.H, ILevels of synaptic glutamate receptors (GluNs, GluAs, and mGluRs) and synaptic plasticity‐related signaling proteins (total/phosphorylated GluA1‐Ser831, GluA1‐Ser845, GSK3β, ERK1/2, and p38) in the brain (whole‐brain crude synaptosomes) of *Pten^ΔC^* ^/^ *^ΔC^* and WT mice (P21). Average values and ΔC/WT ratios were obtained from signals normalized to α‐tubulin. (*n* = 4 mice for WT and ΔC, ns, not significant, Student's *t*‐test). The error bars represent SEM.JRT–qPCR validation of the nine DEGs in *Pten^ΔC^* ^/^ *^ΔC^* and WT mice (P21). Note that eight of the nine DEGs could be validated (*n* = 3 mice for WT and ΔC, *P < 0.05, **P < 0.01, ns, not significant, Student's *t*‐test). The error bars represent SEM. Source data are available online for this figure.

*Pten^ΔC^* ^/^ *^ΔC^* mice also displayed normal levels of PTEN protein in the brain, as shown by immunoblotting using whole‐brain and hippocampal samples (Fig EV1, EV2, EV3, EV4, EV5). PTEN phosphorylation on Ser380 and Thr382/383, a measure of PTEN inactivation (Vazquez *et al*, 2000), was also normal in *Pten^ΔC^* ^/^ *^ΔC^* mice (Fig EV1, EV2, EV3, EV4, EV5). Phosphorylation levels of AKT and mTOR in the downstream of PTEN were also normal (Fig EV1G). These results indicate that the deletion of the C‐terminal 5‐aa residues of PTEN minimally affects the stability and activity of the PTEN protein.

**Figure EV2:**
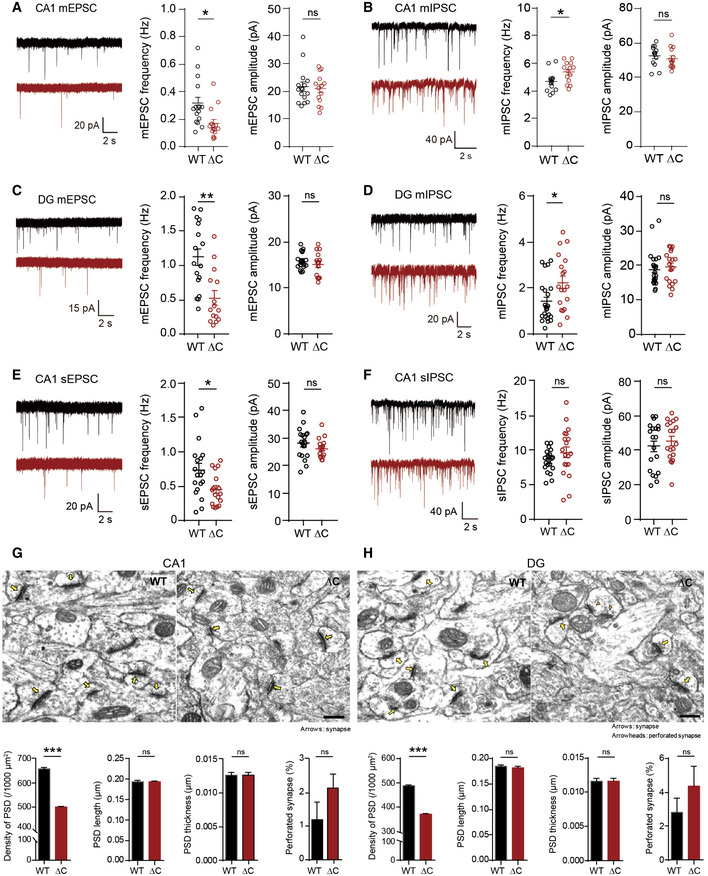
Reduced mEPSC frequency, increased mIPSCs frequency, and reduced density, but normal morphology, of the PSD in hippocampal DG and CA1 regions in *Pten^ΔC^* ^/^ *^ΔC^* mice A, BReduced frequency of mEPSCs (A) and increased frequency of mIPSCs (B) in CA1 pyramidal cells in the hippocampus of *Pten^ΔC^* ^/^ *^ΔC^* mice (P17–21 for mEPSCs; P18–21 for mIPSCs). Data represent mean + SEM (mEPSC, *n* = 15 neurons from three mice for WT and 14 (3) for ΔC; mIPSC, 13 (4) for WT, and 14 (4) for ΔC; *P < 0.05, ns, not significant, Student's *t*‐test and Mann–Whitney *U*‐test; See Appendix Table S1 for details).C, DReduced frequency of mEPSCs (C) and increased frequency of mIPSCs (D) in DG granule cells in the hippocampus of *Pten^ΔC^* ^/^ *^ΔC^* mice (P18–19 for mEPSCs; P18–23 for mIPSCs). (mEPSC, *n* = 17 (3) for WT and 14 (3) for ΔC; mIPSC, 23 (5) for WT and 19 (5) for ΔC; *P < 0.05, **P < 0.01, ns, not significant, Student's *t*‐test and Mann–Whitney *U*‐test). The error bars represent SEM.E, FReduced frequency of sEPSCs (E), but normal sIPSCs (F), in CA1 pyramidal neurons in the hippocampus of *Pten^ΔC^* ^/^ *^ΔC^* mice (P17–19 for sEPSCs; P17–21 for sIPSCs). (sEPSC, *n* = 19 (4) for WT and 17 (4) for ΔC; sIPSC, 20 (4) for WT and 19 (4) for ΔC; *P < 0.05, ns, not significant, Student's *t*‐test and Mann–Whitney *U*‐test). The error bars represent SEM.G, HDecreased density of excitatory synapses in the hippocampal CA1 and DG regions of *Pten^ΔC^* ^/^ *^ΔC^* mice. (G), CA1 stratum radiatum; (H), DG molecular layer. Excitatory synapses are defined by sites where PSDs are in contact with presynaptic vesicles. Normal and perforated PSDs are indicated by arrows and arrowheads, respectively. (*n* = 3 mice for WT and ΔC, ***P < 0.001, ns, not significant, Student's *t*‐test). Scale bar, 200 nm. The error bars represent SEM.

**Figure EV3:**
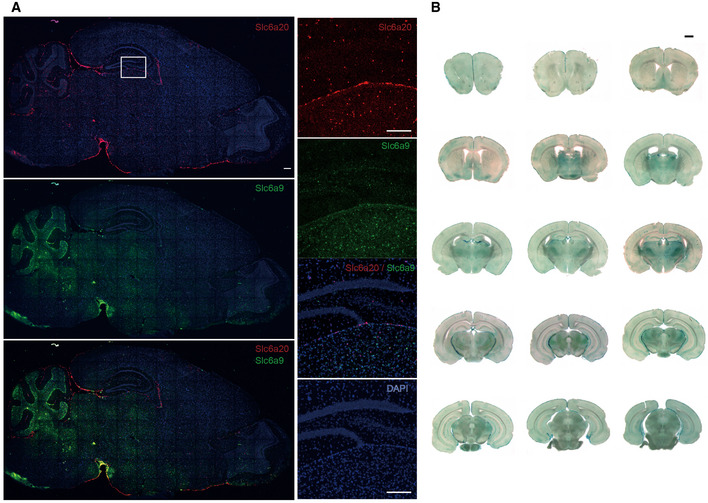
Widespread expression of Slc6a20 mRNA and SLC6A20A β‐gal fusion proteins in brain regions, including the meninges Widespread expression of *Slc6a20* mRNA in various mouse brain regions (P56), including the meninges, cortex, hippocampus, choroid plexus, and thalamus, revealed by double fluorescence *in situ* hybridization (FISH). *Slc6a9* mRNA, encoding GlyT1, was also detected together with *Slc6a20* mRNA for comparison. Note that *Slc6a20* mRNA shows partial colocalization with *Slc6a9* mRNA. Scale bar, 100 µm.Widespread expression of SLC6A20 β‐gal fusion protein in various brain regions (P56), including the meninges, cortex, hippocampus, choroid plexus, and thalamus, as revealed by X‐gal staining of brain sections from *Slc6a20a* ^+/−^ mice. Scale bar, 1 mm.

**Figure EV4:**
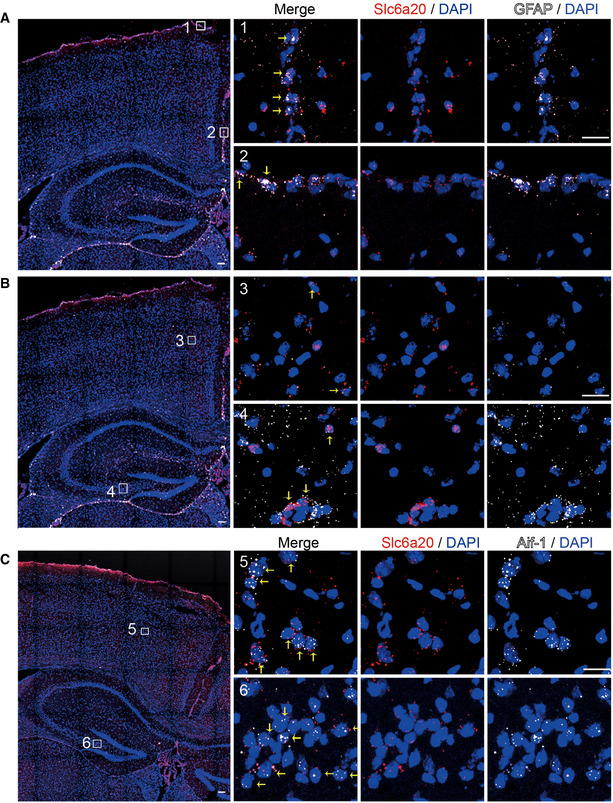
Expression of *Slc6a20* mRNAs in meninges, astrocytes, and microglia A–CExpression of *Slc6a20* mRNA in meninges (A), astrocytes (B), and microglia (C) in the mouse brain (P56), revealed by double FISH. GFAP and Aif‐1 were used as markers of astrocytes and microglia, respectively. Note that the panels A and B use the same original image to highlight different brain regions. Scale bar, 100 µm. Colocalization of Slc6a20 mRNA signals with cell markers are indicated by yellow arrows.

**Figure EV5:**
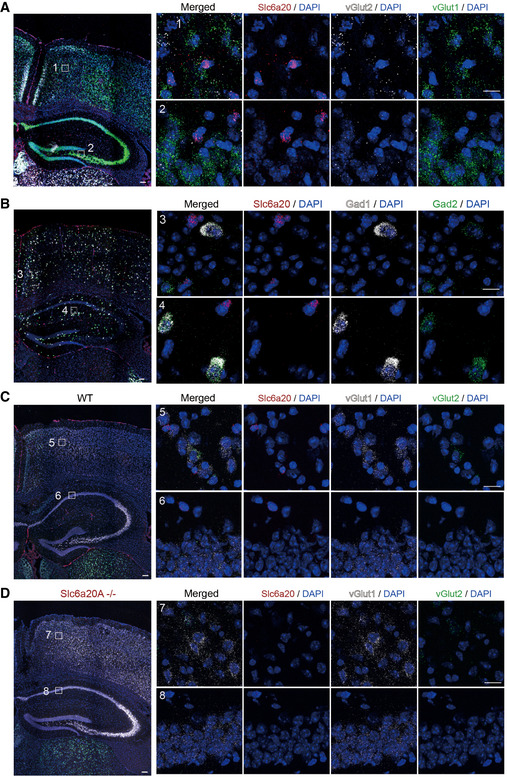
Weak expression of Slc6a20 mRNAs in excitatory and inhibitory neurons A, BModest and minimal expressions of *Slc6a20* mRNAs in *Vglut1*/*2*‐positive glutamatergic neurons (A) and *Gad1*/*2*‐positive GABAergic neurons (B), respectively, in the mouse brain (P56), revealed by double FISH. Scale bar, 100 µm.C, DDemonstration of the specificity of *Slc6a20* mRNA signals by parallel double FISH experiments on WT (C) and *Slc6a20a* ^−/−^ (D) mice. Vglut1/2 and DAPI were used as controls. The residual *Slc6a20* mRNA signals in the panel (D), which are much weaker than those in the panel (C), may represent *Slc6a20b* (not *Slc6a20a*) mRNA signals. Scale bar, 100 µm.

*Pten^ΔC^* ^/^ *^ΔC^* mice displayed normal levels of synaptic receptor proteins (NMDA, AMPA, and metabotropic glutamate receptors; Fig EV1H). Total/phosphorylation levels of synaptic plasticity‐related proteins, including GSK3β, ERK, and p38, were also normal (Fig EV1I).

### Reduced excitatory synapse density in the *Pten^ΔC^* ^/^ *^ΔC^* hippocampus

To test whether the deletion of PTEN‐PB has any influence on the density or function of neuronal synapses, we measured miniature excitatory postsynaptic currents (mEPSCs) in CA1 pyramidal neurons and dentate gyrus (DG) granule cells of the hippocampus, two brain regions with PTEN expression. Neurons in the CA1 region of postnatal day 17–21 (P17–21) *Pten^ΔC^* ^/^ *^ΔC^* mice displayed ~ 50% reduction in the frequency, but not amplitude, of mEPSCs (Fig EV2A). Intriguingly, these neurons displayed an increased frequency, but normal amplitude, of miniature inhibitory postsynaptic currents (mIPSCs; Fig EV2B).

Hippocampal DG granule neurons from *Pten^ΔC^* ^/^ *^ΔC^* mice (P18–23) displayed similar changes in mEPSCs (decreased frequency) and mIPSCs (increased frequency; Fig EV2C and D). These results indicate that PTEN C‐terminal deletion leads to opposing changes in the frequency of mEPSCs and mIPSCs in both CA1 and DG regions, effects that would decrease the synaptic excitation/inhibition ratio, and thus the activity, of these neurons.

To determine whether network activity can compensate for these synaptic changes, we next measured spontaneous EPSCs and IPSCS (sEPSCs and sIPSCs) in the absence of tetrodotoxin, which blocks action potentials. CA1 neurons from *Pten^ΔC^* ^/^ *^ΔC^* mice (P17–21) displayed reduced sEPSC frequency (but not amplitude), but normal sIPSCs (Fig EV2E and F). This suggests that network activity can normalize the increased inhibitory transmission, but not the decreased excitatory transmission.

We further analyzed the excitatory synapse phenotype of *Pten^ΔC^* ^/^ *^ΔC^* mice (P21) by electron microscopic (EM) analysis. The density of the PSD (postsynaptic density) apposed to presynaptic axon terminals was significantly reduced in both CA1 and DG regions of the *Pten^ΔC^* ^/^ *^ΔC^* hippocampus relative to that of WT mice (Fig EV2G and H). In contrast, there was no difference in the length, width, or perforation (a measure of maturation) of the PSD in *Pten^ΔC^* ^/^ *^ΔC^* mice. These results collectively suggest that C‐terminal PTEN deletion in mice leads to a reduction in the density of excitatory synapses in both CA1 and DG regions of the hippocampus that cannot be normalized by network activity.

### Suppressed NMDAR‐mediated synaptic transmission and synaptic plasticity in the *Pten^ΔC^* ^/^ *^ΔC^* hippocampus

Previous studies have shown that the PTEN‐PB motif is required for synaptic translocation of PTEN during LTD and amyloid‐β peptide (Aβ)‐induced synaptic weakening (Jurado *et al*, 2010; Knafo *et al*, 2016). However, it remains unclear whether the PTEN‐PB motif is also required for the regulation of other forms of synaptic plasticity.

To test this, we first measured basal excitatory transmission at Schaffer collateral‐CA1 pyramidal (SC‐CA1) synapses in the hippocampus of 4‐ to 5‐week‐old mice. *Pten^ΔC^* ^/^ *^ΔC^* SC‐CA1 synapses showed normal levels of basal excitatory synaptic transmission, as shown by input–output curve of fEPSP amplitudes plotted against fiber volley amplitudes (the strength of action potentials arriving at nerve terminals; Fig 1A), suggesting that excitatory synapses that survived the decrease in excitatory synapse number display normal synaptic transmission, in line with the normal mEPSC amplitude and PSD morphology (Fig EV2). In addition, paired‐pulse facilitation at these synapses was normal (Fig 1B), suggestive of a normal probability of presynaptic release.

**Figure 1:**
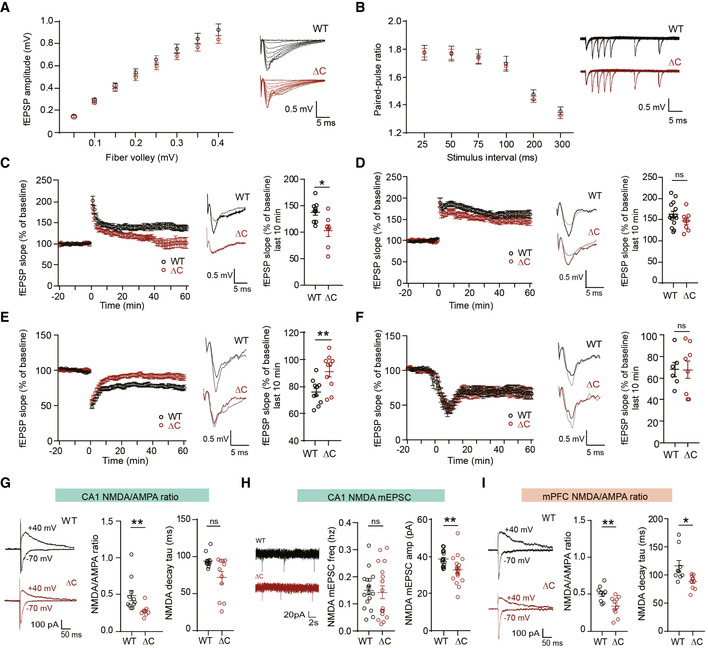
Suppressed NMDAR‐mediated synaptic transmission and plasticity in the *Pten^ΔC^* ^/^ *^ΔC^* hippocampus ANormal basal excitatory synaptic transmission at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (4–5 weeks), indicated by the input–output curve of the amplitudes of field excitatory postsynaptic potentials (fEPSPs) plotted against stimulus intensities. (*n* = 10 slices from four mice for WT and nine (4) for ΔC, genotype *P* = 0.8378, two‐way repeated measures ANOVA with Bonferroni's multiple comparison test). The error bars represent Standard error of the mean SEM (see Appendix Table S1 “Statistics” for full details.BNormal paired‐pulse facilitation at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (4–5 weeks), indicated by fEPSP slope ratios plotted against inter‐stimulus intervals. (*n* = 11 slices from four mice for WT and 11 (4) for ΔC, genotype *P* = 0.7376, two‐way repeated measures ANOVA with Bonferroni's test). The error bars represent SEM.C, DSuppressed HFS‐LTP and normal TBS‐LTP at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (4–6 weeks). The gray traces represent baseline fEPSP prior to LTP induction. The error bars represent SEM. (*n* = 9 slices from six mice for WT and seven (6) for ΔC for HFS‐LTP, and 14 (9) for WT and eight (5) for ΔC for TBS‐LTP, *P < 0.05, ns, not significant, Mann–Whitney *U*‐test and Student's *t*‐test).ESuppressed LFS‐LTD at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (P17–21). (*n* = 10 slices from six mice for WT and ΔC, **P < 0.01, Student's *t*‐test). The gray traces represent baseline fEPSP prior to LTD induction. The error bars represent SEM.FNormal mGluR‐LTD at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (P17–21). (*n* = 6 slices from five mice for WT and eight (5) for ΔC, ns, not significant, Mann–Whitney *U*‐test). The gray traces represent baseline fEPSP prior to LTD induction. The error bars represent SEM.GReduced NMDA/AMPA ratio at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (P17–21). The NMDAR component was obtained 60 ms after stimulation. (ratio, *n* = 11 cells from eight mice for WT and eight (8) for ΔC; decay, *n* = 12 cells from eight mice for WT and 11 (8) for ΔC, **P < 0.01, ns, not significant, Mann–Whitney *U*‐test). The error bars represent SEM.HReduced amplitude but not frequency of NMDA‐mEPSCs at *Pten^ΔC^* ^/^ *^ΔC^* CA1 pyramidal neurons. (*n* = 17 cells from four mice for WT and 18 (4) for ΔC, **P < 0.01, ns, not significant, Mann–Whitney *U*‐test, Student's *t*‐test). The error bars represent SEM.IReduced NMDA/AMPA ratio at synapses in layer II/III pyramidal neurons in the prelimbic region of the mPFC of *Pten^ΔC^* ^/^ *^ΔC^* mice (P20–21). The NMDAR component was obtained 60 ms after stimulation. (*n* = 9 cells from three mice for WT and 10 (3) for ΔC, *P < 0.05, **P < 0.01, Student's *t*‐test, Mann–Whitney *U*‐test). The error bars represent SEM. Data information: (C–F) Results from the last 10‐min recordings are shown in scatter plots.

Induction of LTP at SC‐CA1 synapses by high‐frequency stimulation (HFS) was suppressed at *Pten^ΔC^* ^/^ *^ΔC^* synapses compared with WT synapses (Fig 1C). The suppression was greater in the late maintenance phase of HFS‐LTP than the early induction phase. In contrast, LTP induced by theta‐burst stimulation (TBS) was normal at *Pten^ΔC^* ^/^ *^ΔC^* SC‐CA1 synapses (Fig 1D), consistent with previous results (Knafo *et al*, 2016).

Long‐term depression induced by low‐frequency stimulation (LFS) was suppressed at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (P17–21; Fig 1E), consistent with a previous report (Knafo *et al*, 2016). In contrast, metabotropic glutamate receptor (mGluR)‐dependent LTD was normal at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (P17–21; Fig 1F). These results collectively suggest that PTEN‐PB deletion in mice impacts specific forms of synaptic plasticity, suppressing HFS‐LTP and LFS‐LTD, but not TBS‐LTP or mGluR‐LTD.

High‐frequency stimulation‐LTP and LFS‐LTD are known to require activation of NMDARs (Malenka & Bear, 2004), although TBS‐LTP requires non‐NMDAR components such as presynaptic mechanisms (Larson & Munkacsy, 2015). We thus directly measured NMDAR‐mediated synaptic transmission at SC‐CA1 synapses. The ratio of NMDAR‐ to AMPAR‐mediated EPSCs (NMDA/AMPA ratio) was reduced at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice compared with WT synapses (Fig 1G). In addition, the amplitude but not frequency of NMDAR‐mediated miniature excitatory postsynaptic currents (NMDA‐mEPSCs) was decreased at *Pten^ΔC^* ^/^ *^ΔC^* CA1 pyramidal neurons (Fig 1H). This, together with the abovementioned normal basal excitatory transmission mediated by AMPARs, suggests that NMDAR‐mediated synaptic transmission is selectively decreased at *Pten^ΔC^* ^/^ *^ΔC^* SC‐CA1 synapses.

Measurements of the NMDA/AMPA ratio in layer II/III pyramidal neurons in the prelimbic region of the medial prefrontal cortex (mPFC) revealed that *Pten^ΔC^* ^/^ *^ΔC^* synapses displayed a similar decrease in NMDA/AMPA ratio (Fig 1I). In addition, *Pten^ΔC^* ^/^ *^ΔC^* NMDA currents decayed faster, a difference that could be attributable to several factors, including a decrease in the GluN2B component (Monyer *et al*, 1994; Vicini *et al*, 1998) or a decrease in the concentration of extracellular glycine (Chen *et al*, 2003), although the immunoblot results indicate unaltered amounts of GluN2B subunit in the *Pten^ΔC^* ^/^ *^ΔC^* brain (Fig EV1H).

These results suggest that NMDAR function is suppressed in both the hippocampus and mPFC of *Pten^ΔC^* ^/^ *^ΔC^* mice, and may indicate that the reduction in HFS‐LTP and LFS‐LTD in the hippocampus is attributable to reduced NMDAR‐dependent currents. In addition, given that there were no changes in the phosphorylation levels of synaptic plasticity‐related proteins such as GluA1 (Ser‐831 and Ser‐845), ERK1/2, p38, and GSK3β (Fig EV1I), known to regulate synaptic plasticity (Roche *et al*, 1996; Mammen *et al*, 1997; Lee *et al*, 1998; Hayashi *et al*, 2000; Lee *et al*, 2000; Shi *et al*, 2001; Peineau *et al*, 2007), altered synaptic signaling at *Pten^ΔC^* ^/^ *^ΔC^* hippocampal synapses is less likely to underlie the reduced HFS‐LTP and LFS‐LTD.

### Increased expression of the proline transporter SLC6A20 in the *Pten^ΔC^* ^/^ *^ΔC^* brain

Previous studies have shown that PTEN can be localized to the nucleus and regulates diverse cellular processes, including nuclear signaling, gene expression, apoptosis, chromosome stability, and DNA repair (Gil *et al*, 2006; Gil *et al*, 2007; Planchon *et al*, 2008; Bassi *et al*, 2013). We thus reasoned that gene expression patterns might be altered in *Pten^ΔC^* ^/^ *^ΔC^* mice.

To test this, we compared the transcriptomic profiles of WT and *Pten^ΔC^* ^/^ *^ΔC^* brains (male) at P21, a developmental stage where most synaptic abnormalities were detected in our study. This RNA‐Seq analysis revealed a total of nine differentially expressed genes (DEGs) between *Pten^ΔC^* ^/^ *^ΔC^* and WT brains—three upregulated and six downregulated (Fig 2A). 

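RNA from tissue labelled whole brain was sequenced at postnatal day 21, with 1 library per mouse. It came from 3 *Pten ΔC/ΔC* (ΔC) mice, which lack the PDZ-binding C-terminus of PTEN, and from 3 WT mice. The deposited values are HTSeq read counts per gene divided by the DESeq2 size factor of each library, after alignment with TopHat2 to GRCm38. Read counts could be recovered from them and totaled 28773741, 29219992 and 29022151 in ΔC mice 1 to 3 and 32436369, 25841200 and 23571543 in WT mice 1 to 3, with medians of 29022151 and 25841200. The paper's Dataset EV1 lists a mean of 69399518 mapped reads per mouse, in which both mates of a pair are counted; the values here use the recovered counts, which are 76.3% to 85.1% of the mapped pairs. The libraries differed in their regional transcripts. *Satb2*, a transcription factor of cortical neurons, had 36.2 normalized counts in ΔC mouse 2 and 18.6 in WT mouse 3, compared with 791 to 2281 in the other 4 mice. *Drd1*, a dopamine receptor of striatal neurons, had 10.6 and 17.5 normalized counts in these 2 mice and 457 to 1234 in the others. *Calb1*, abundant in Purkinje cells, was in turn 20512 and 23715 in these mice and 4245 to 4940.3 in the others. The choroid plexus transcript *Ttr* ranged from 72.4 normalized counts in ΔC mouse 3 to 27822 in WT mouse 3. In WT mouse 2, *Trh*, which encodes thyrotropin-releasing hormone, reached 1175 normalized counts, compared with at most 231 elsewhere, and mitochondrially encoded transcripts made up 1.17% of reads, compared with 3.25% to 4.48% in the other mice. The first principal component, with 82.4% of the variance, separated ΔC mouse 2 and WT mouse 3 from the other 4 mice, so that this difference lies within both genotypes. Genes with a mean of at least 5 normalized counts, 14890 in all, were tested by limma on log2(normalized count + 1), which left 4 residual degrees of freedom, and were called at an adjusted p under 0.1, the threshold of the paper. The median residual SD of a gene was 0.34 on the log2 scale. Of 37 gene lists fixed before the deposited values were opened, with the paper and part of its Dataset EV1 in view, the 34 with at least 3 tested genes were tested by camera with a preset correlation of 0.01 and called at an adjusted p under 0.05.

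**Figure D1:**
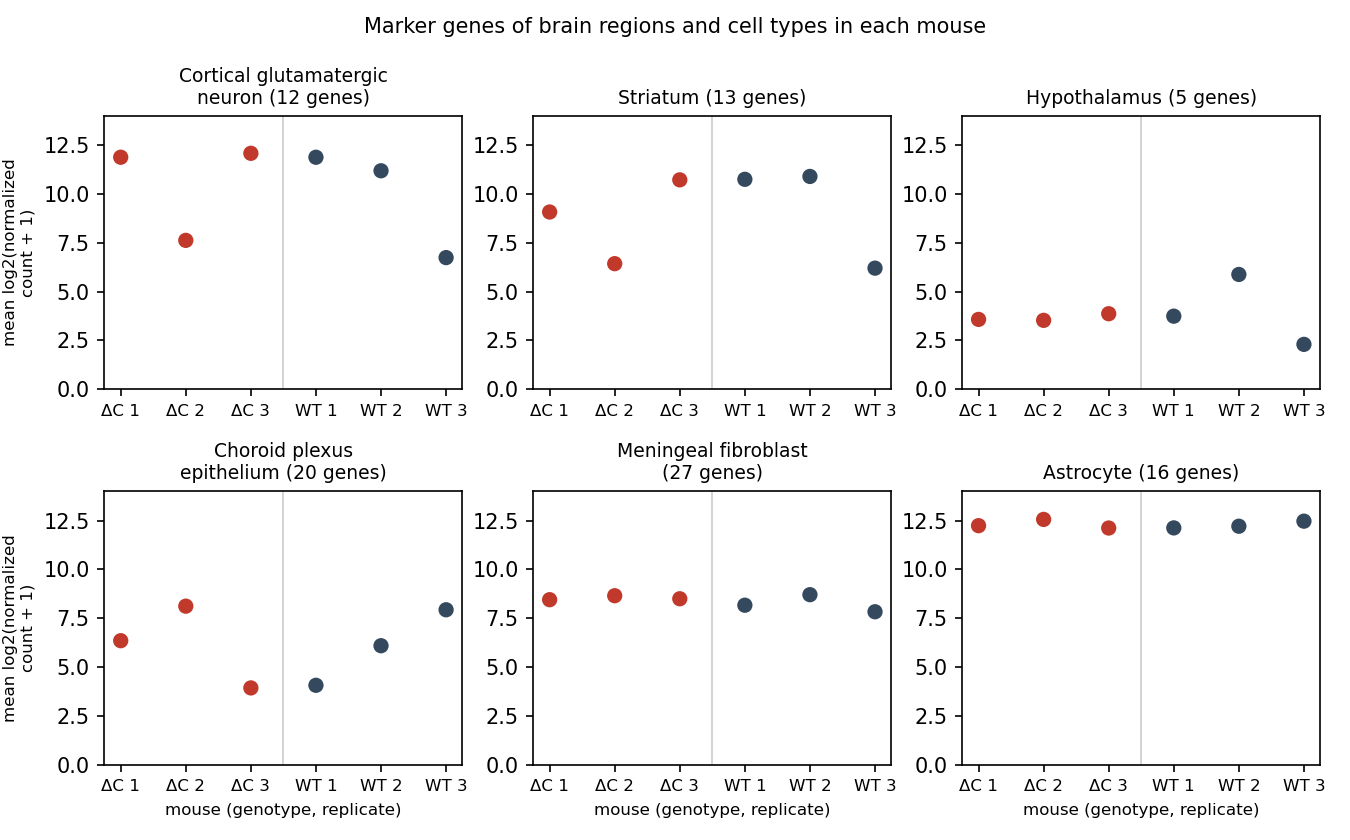
Mean log2(normalized count + 1) of the marker genes of 3 brain regions and 3 cell types in each ΔC mouse (red) and WT mouse (dark blue), 1 point per mouse. The cortical list stands at 7.63 in ΔC mouse 2 and 6.74 in WT mouse 3 and at 11.19 to 12.09 in the other 4 mice, while the astrocyte list stays between 12.12 and 12.56.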

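Of the 9 genes of Fig 2A, *Omd*, *Bche* and *Slc6a20a* had higher normalized counts in every ΔC mouse than in any WT mouse, and *Bst2*, *Cep295nl*, *Fam167b*, *Hmcn2* and *Fezf1* had lower ones. *Omd*, which encodes the extracellular matrix proteoglycan osteomodulin (GRCm38 chromosome 13, 49582462 to 49592822), was 46.9 ± 3.04 in ΔC mice and 22.4 ± 2.50 in WT mice (mean ± SD, n = 3 mice each). *Bche*, encoding butyrylcholinesterase, was 201 ± 22.4 and 140.4 ± 4.86 (SD, n = 3). *Bst2*, encoding the antiviral membrane protein tetherin (chromosome 8, 71534255 to 71537456), was 74.5 ± 5.62 in ΔC mice and 116 ± 5.72 in WT mice (SD, n = 3). *Fam167b* was 5.53 ± 3.24 and 15.3 ± 0.262, and *Cep295nl* 1.59 ± 0.51 and 10.3 ± 7.14 (SD, n = 3). *Nkx2-1* and *Fezf1*, transcription factors of the developing ventral forebrain and diencephalon, were highest in WT mouse 2. *Nkx2-1* had 202 normalized counts there, 56.6 and 20.8 in WT mice 1 and 3 and 15.0 to 27.5 in ΔC mice, so the genotypes overlapped. *Fezf1* had 113 in WT mouse 2, 13.7 and 4.37 in WT mice 1 and 3 and at most 2.04 in ΔC mice. *Hmcn2*, encoding the matrix protein hemicentin 2, was also highest in WT mouse 2, at 224 compared with 68.4 and 100.5 in WT mice 1 and 3 and 41.9 to 64.3 in ΔC mice. In limma's test no gene passed an adjusted p under 0.1 (0 of 14890 genes). By chance alone 744.5 genes would be expected to have an unadjusted p under 0.05. Only 14 genes, 8 higher and 6 lower in ΔC mice, had one, so limma's p-values ran high here. With ΔC mouse 2 and WT mouse 3 on the same side of a split of the 6 libraries, 1694 to 4033 genes had one. With them on opposite sides, as here, at most 103 did. The regional difference of these 2 mice lies within both genotypes and adds to the spread that limma tests against. The lack of calls therefore does not show that no gene differs. These 14 held 7 of the 9 genes, all but *Nkx2-1* and *Hmcn2*; adjusted over the list alone, 9 of the 9 passed 0.1, which is not independent evidence because the paper called them on these libraries. With the replicate number as a block, 1 of the 9 had an unadjusted p under 0.05. The largest log2 fold changes were those of *Fezf1* (-3.32, standard error 1.21, unadjusted p = 0.0341 from limma), *Cep295nl* (-1.94, standard error 0.62, unadjusted p = 0.0198) and *Nkx2-1* (-1.61, standard error 0.83, unadjusted p = 0.1). *Omd* had a log2 fold change of 1.04 (standard error 0.27, unadjusted p = 0.00805 from limma). Among all tested genes, 112 were higher in every ΔC mouse than in any WT mouse and 121 were lower, together 1.56%, compared with 10% by chance. The 10% takes all mice as alike apart from noise. Regional differences within both genotypes make overlap more likely, so the low share does not show that the genotypes are alike. Plain DESeq2 and edgeR on the recovered reads also called 0 genes, whereas DESeq2 with a beta prior and an empirical null called 201, or 35 with a null from all Wald statistics, a setting chosen after the data had been seen, with all 9 among them each time. In simulated counts with the spread of these libraries the test with the first of these nulls called 233 genes that had not been changed, but its null SD was 0.848 there and 0.41 in the real libraries, so this number does not carry over to them. Without WT mouse 2 the log2 fold changes were -0.77 for *Nkx2-1*, -0.60 for *Hmcn2* and -2.09 for *Fezf1*.

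**Figure D2:**
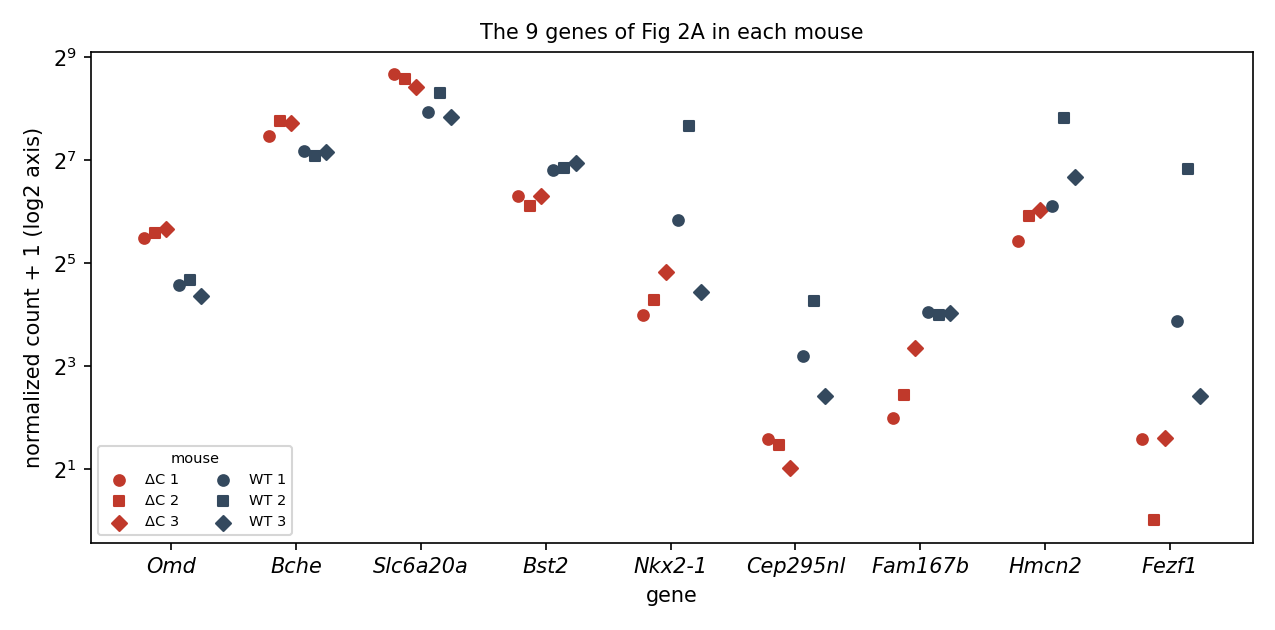
Normalized counts plus 1, on a log2 axis, of the 9 genes of Fig 2A in each ΔC mouse (red) and WT mouse (dark blue), with circles, squares and diamonds for mice 1, 2 and 3. The squares of WT mouse 2 lie highest for *Nkx2-1*, *Cep295nl*, *Hmcn2* and *Fezf1*.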

Eight of the nine DEGs were validated by quantitative reverse transcriptase‐PCR (RT–qPCR; Fig EV1J). These DEGs encoded proteins with diverse functions, one of which was the *Slc6a20a* gene that encodes solute carrier family 6 member 20A (SLC6A20A; Fig 2A), a Na^+^/Cl^−^‐dependent proline transporter, also known as XT3s1 and Xtrp3s1 (Smith *et al*, 1995; Nash *et al*, 1998; Kiss *et al*, 2002; Kowalczuk *et al*, 2005; Takanaga *et al*, 2005; Broer & Gether, 2012). 

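*Slc6a20a* lies on chromosome 9 of GRCm38, from 123634770 to 123678885 on the minus strand. Its normalized count was 409, 384 and 344 in ΔC mice and 244, 316 and 227 in WT mice, or 379 ± 33.0 and 263 ± 46.9 (mean ± SD, n = 3 mice each), a 1.44-fold difference. The lowest ΔC mouse lay above the highest WT mouse (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow). The log2 fold change was 0.54 (standard error 0.19, unadjusted p = 0.0325 and adjusted p = 0.9999 from limma over 14890 genes). With the replicate number as a block the log2 fold change was again 0.54 (unadjusted p = 0.0797 from limma), and with any one mouse but WT mouse 2 left out it was 0.44 to 0.61 (unadjusted p = 0.0563 to 0.113 from limma); without WT mouse 2 it was 0.68 (unadjusted p = 0.0113 from limma). DESeq2 with a beta prior and an empirical null gave a log2 fold change of 0.31 (adjusted p = 3.95e-06, or 0.00126 with a null from all Wald statistics), where the central share behind the first null and the choice of the second were both made after the data had been seen. The paper's adjusted p for this gene, from its DESeq2 Wald test, is 0.0742. With the first null 201 genes were called where the paper called 9, so these smaller p-values do not stand for the paper's. *Slc6a20a* mRNA is also found in meninges and choroid plexus, as the paper describes, and markers of both varied between mice. The mean log2 value of 27 meningeal fibroblast genes, which include *Dcn* and *Ptgds*, was 8.53 ± 0.11 in ΔC mice and 8.23 ± 0.44 in WT mice (SD, n = 3), and that of 20 choroid plexus genes was 6.13 ± 2.10 and 6.03 ± 1.94. The meningeal means overlapped, with the highest, 8.71, in WT mouse 2. With the meningeal mean as a covariate the log2 fold change of *Slc6a20a* was 0.38 (standard error 0.19), and with the choroid plexus mean it was 0.54 (standard error 0.20).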

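*Slc6a20b* lies next to *Slc6a20a* on the minus strand of chromosome 9 of GRCm38, from 123590800 to 123632565. In the brains sequenced here it had fewer reads than its neighbor in every mouse, with 26.5 to 48.5 normalized counts compared with 227 to 409 for *Slc6a20a*. Its normalized count was 39.7 ± 10.2 in ΔC mice and 28.3 ± 1.76 in WT mice (mean ± SD, n = 3 mice each), a log2 fold change of 0.44 with overlapping genotypes (standard error 0.31, unadjusted p = 0.206 from limma). Reads that match both genes exactly arise only where their transcripts are identical over a read. Reads aligned with mismatches could be shared as well, and these were not counted. Of the 3794 windows of 101 bp, the read length, in the longest protein-coding transcript of *Slc6a20a*, 388 (10.2%) occur unchanged in transcripts of *Slc6a20b*. For *Slc6a20b* the number is 396 of 6207 windows (6.38%).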

Unlike the single human gene encoding SLC6A20, mice have two SLC6A20‐related mouse genes, *Slc6a20a* (also known as XT3s1 and Xtrp3s1) and *Slc6a20b* (also known as XT3, Xtrp3, and SIT1) (Smith *et al*, 1995; Nash *et al*, 1998; Kiss *et al*, 2002; Kowalczuk *et al*, 2005; Takanaga *et al*, 2005; Broer & Gether, 2012), which are ~ 93% identical in DNA sequences and ~ 91% in aa sequences and show distinct tissue expression patterns; *Slc6a20a* is mainly expressed in the brain, kidney, small intestine, thymus, spleen, and lung, while *Slc6a20b* is only expressed in kidney and lung (Kowalczuk *et al*, 2005).

**Figure 2:**
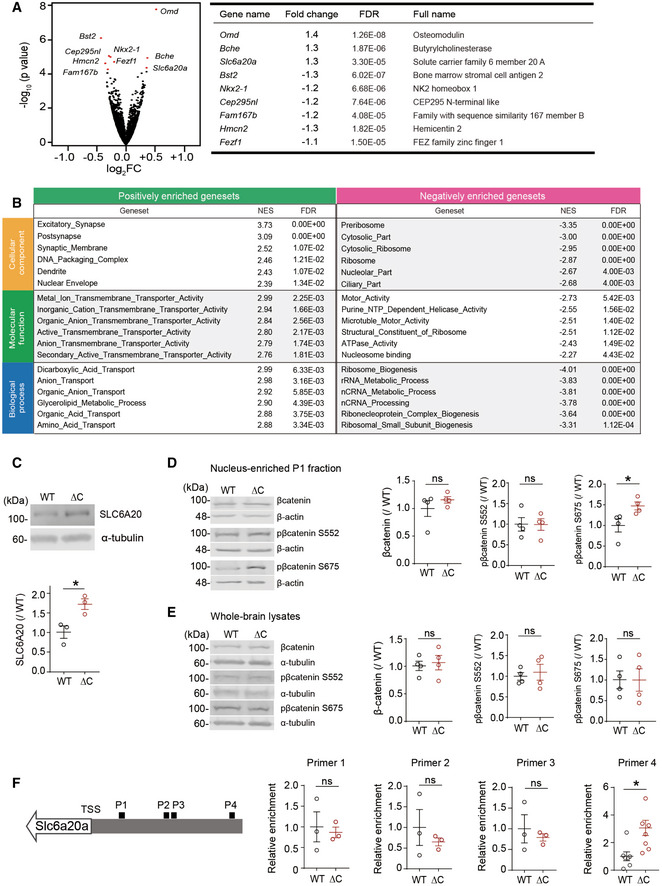
Increased expression of the *Slc6a20a* glycine transporter gene and decreased brain glycine levels in the *Pten^ΔC^* ^/^ *^ΔC^* mice AA volcano plot showing DEGs (adjusted *P* value < 0.1) derived from RNA‐Seq results for *Pten^ΔC^* ^/^ *^ΔC^* and WT mice (P21). For the calculation of adjusted *P* value, we have employed the R package DESeq2 where the *P*‐values obtained by the Wald test are corrected for multiple testing using the Benjamini and Hochberg method. (*n* = 3 mice for WT and ΔC). See also Dataset EV1 for the full RNA‐Seq results.BGSEA analysis of RNA‐Seq results from *Pten^ΔC^* ^/^ *^ΔC^* and WT mice (P21). Transcripts ranked by levels of expression (ΔC/WT ratio) were tested for enrichment in precurated gene sets in the C5 (gene ontology) category. NES, normalized enrichment score; positive and negative enrichments indicate a greater contribution of up‐ and downregulated genes, respectively, to the enrichments (see also Dataset EV2 for the full GSEA results).CImmunoblot validation of the increase in SLC6A20 protein levels in hippocampal lysates of *Pten^ΔC^* ^/^ *^ΔC^* mice (P21). We denoted the antibody as “SLC6A20” here, not “SLC6A20A”, because this antibody was generated using a synthetic peptide sequence (YNEPSNNCQKHAI) that is commonly present in SLC6A20A and SLC6A20B, being a pan‐SLC6A20 antibody (Thermo Fisher). (*n* = 3 mice for WT and *^Δ^*C, *P < 0.05, Student's *t*‐test). The error bars represent SEM.D, EIncreased phosphorylation of β‐catenin at Ser‐675 but not at Ser‐552 in the nucleus‐enriched P1 fraction but not in whole‐brain lysates of *Pten^ΔC^* ^/^ *^ΔC^* mice (3 months). Note that total levels of β‐catenin were not changed in the P1 fraction or whole‐brain lysates. (*n* = 4 mice for WT‐WB/P1 and ΔC‐WB/P1, *P < 0.05, ns, not significant, Student's *t*‐test). The error bars represent SEM.FIncreased binding of β‐catenin in the promoter region of the *Slc6a20a* gene in *Pten^ΔC^* ^/^ *^ΔC^* mice (P21), revealed by chromatin immunoprecipitation (ChIP) assay. Note that β‐catenin binding was increased selectively in the target region for the primer set #4 indicated in the diagram. TSS, transcriptional start site; P1–4; promoter regions targeted by the four primer sets. (*n* = 7 mice for WT‐P4 and ΔC‐P4 and 3 mice for WT‐P1/2/3 and ΔC‐P1/2/3, *P < 0.05, ns, not significant, Student's *t*‐test). The error bars represent SEM. Source data are available online for this figure.

We next analyzed RNA‐Seq data using gene set enrichment analysis (GSEA; software.broadinstitute.org/gsea/) (Subramanian *et al*, 2005). GSEA is a test that determines the enrichment of a list of genes (usually entire genes) ranked by expression for precurated gene sets, yielding an unbiased search of altered molecular, cellular, or pathway functions. A GSEA of *Pten^ΔC^* ^/^ *^ΔC^* and WT transcriptomes using the gene sets in the C5 (gene ontology) category revealed two strongly enriched gene ontology functions: ribosome biogenesis and transmembrane transport, as shown by the list of the six most strongly enriched gene sets in the categories of cellular component, molecular function, and biological process (Fig 2B).

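Genes of ribosome biogenesis were on balance lower in ΔC mice, and transporters of amino acids, and of glycine and proline among them, were on balance higher. Markers of meningeal fibroblasts and transcripts of the mitochondrial genome were also higher, and markers of striatum and ependymal cilia were lower. Of the 34 lists tested by camera, these 4 passed an adjusted p under 0.05 as higher and these 3 as lower. With a correlation estimated from the 6 libraries none of them passed (smallest adjusted p = 0.255), and without WT mouse 2 the calls on amino acid transporters (adjusted p = 0.0827), ependymal cilia (adjusted p = 0.0755), the mitochondrial genome (adjusted p = 0.743), ribosome biogenesis (adjusted p = 0.88) and striatum (adjusted p = 0.88) ended. Every split of the 6 libraries into 3 and 3, by genotype or not, gave at least 7 lists past camera's threshold. No single member of any list passed an adjusted p under 0.1 in limma's test, over all genes or adjusted over the list alone. Scaffold proteins of the excitatory postsynapse, a group to which the sets of Fig 2B also refer, had a positive log2 fold change in 28 of 39 genes (mean 0.11) but did not pass (adjusted p = 0.24). One of them, *Camk2a*, which encodes a kinase of forebrain excitatory synapses, was 57260.4 ± 47330 in ΔC mice and 48028 ± 44216 in WT mice (SD, n = 3), with 2676 in ΔC mouse 2, 2088 in WT mouse 3 and 51707 to 90290.1 in the others. The NMDA receptor subunits, among them *Grin1* with 9367 ± 2094 and 9417 ± 2513 (SD, n = 3), did not pass either (6 genes, 3 of them with a positive log2 fold change, adjusted p = 0.869); their mean log2 fold change was 0.06 and their median -0.04. In a preranked test without weights, ranked by sign and limma's p, 14 lists passed, 10 higher and 4 lower, and the postsynaptic scaffold list was among them (adjusted p = 0.00739). That test takes the genes of a list as varying independently. The number of lists past the threshold was 11 without ΔC mouse 1, 11 without ΔC mouse 3 and 12 without WT mouse 1, and the scaffold list passed as higher without ΔC mouse 2 (adjusted p = 6.81e-06) or WT mouse 1 (adjusted p = 0.00018) and turned to lower, without passing, without ΔC mouse 1 (adjusted p = 0.92), ΔC mouse 3 (adjusted p = 0.182) or WT mouse 3 (adjusted p = 0.05003).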

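Of 103 genes of ribosome biogenesis, 78 had a lower mean in ΔC mice than in WT mice, by small amounts (mean log2 fold change -0.06). The nucleolar protein gene *Ncl* (nucleolin) had 8692 ± 368 normalized counts in ΔC mice and 9811 ± 2250 in WT mice, and the rRNA-processing gene *Rrp1* 7925 ± 902 and 9560.2 ± 3159 (mean ± SD, n = 3 mice each). Both were highest in WT mouse 2, at 12377 and 13093. *Exosc5*, a subunit of the RNA exosome, was 269 ± 29.1 and 356 ± 80.2 (SD, n = 3), with 440 in WT mouse 2. The mean log2 value of the list was 9.77 in WT mouse 2 and 9.53 to 9.62 in the other 5 mice. Among 80 cytosolic ribosomal proteins 60 had a negative log2 fold change (mean -0.06), as did 48 of 77 mitochondrial ribosomal proteins (mean -0.02). *Rpl4*, of the large subunit, was 10315 ± 2097 and 11027 ± 3168 (SD, n = 3). The biogenesis list passed camera's test as lower (adjusted p = 0.00121), with an adjusted p of 0.941 when the correlation was estimated. The cytosolic list did not pass (adjusted p = 0.0514), nor did the mitochondrial list (adjusted p = 0.274). In a preranked test the biogenesis and cytosolic lists both passed as lower (normalized enrichment scores -3.40 and -2.97, adjusted p = 0.00138 for each). The call on biogenesis ended without WT mouse 2 (adjusted p = 0.88) or ΔC mouse 2 (adjusted p = 0.105) or with array quality weights (adjusted p = 0.155), and the cytosolic list turned to higher with these weights (adjusted p = 3.35e-07) and without WT mouse 2 (adjusted p = 3.1e-06) or ΔC mouse 2 (adjusted p = 0.0251), while it passed as lower without any one of the other 4 (adjusted p = 6.58e-10 to 0.0094), with TMM (adjusted p = 0.0451) or quantile normalization (adjusted p = 0.0219), and with the meningeal (adjusted p = 9.92e-06) or cortical (adjusted p = 0.00269) mean as a covariate.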

Enrichment for ribosome‐related gene sets was negative (Fig 2B), meaning that downregulated genes mainly contributed to the enrichment. In contrast, enrichment for transmembrane transport‐related gene sets was positive (Datasets EV1 and EV2; see “molecular function” and “biological process” sections), indicating that upregulated genes contributed strongly to the enrichment. 

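Among 49 genes of amino acid transport, 36 had a positive log2 fold change in ΔC mice (mean 0.08). *Slc7a2*, a transporter of cationic amino acids, had 1036 ± 37.4 normalized counts in ΔC mice and 809 ± 168 in WT mice (mean ± SD, n = 3 mice each), a log2 fold change of 0.37 (standard error 0.18, unadjusted p = 0.0799 from limma). *Slc1a2*, the astrocytic glutamate transporter, was 68081 ± 39204 and 58552 ± 39113 (SD, n = 3), with 23096 in ΔC mouse 2 and 22399 in WT mouse 3. Of all 289 solute carriers tested, 175 had a positive and 114 a negative log2 fold change (mean 0.04). The vesicular glutamate transporter *Slc17a7* was 38966 ± 15989 and 32269 ± 13259 (SD, n = 3). The fatty acid transporter *Slc27a6* went the other way, with 7.90 ± 2.37 and 15.1 ± 3.66 (SD, n = 3). In camera's test the amino acid list passed as higher (adjusted p = 0.00822), also with *Slc6a20a* left out (adjusted p = 0.0354), but not with an estimated correlation (adjusted p = 0.255). Leaving out *Slc6a20a* does not make this list independent of these data, since part of Dataset EV1 was in view when it was fixed. The list of all solute carriers did not pass (adjusted p = 0.0626). Dicarboxylic acid transporters (11 of 16 positive, adjusted p = 0.425) and voltage-gated cation channels (70 of 108 positive, adjusted p = 0.705) did not pass. In a preranked test the amino acid list (normalized enrichment score 2.47, adjusted p = 0.00223) and the list of all solute carriers (2.56, adjusted p = 0.00138) passed as higher. The camera call on amino acid transporters also ended with the meningeal mean as a covariate (adjusted p = 0.125), without a filter on low values (adjusted p = 0.138), and without ΔC mouse 2 (adjusted p = 0.151), WT mouse 2 (adjusted p = 0.0827) or WT mouse 3 (adjusted p = 0.101), while all solute carriers passed as higher without ΔC mouse 3 (adjusted p = 0.0334).

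**Figure D3:**
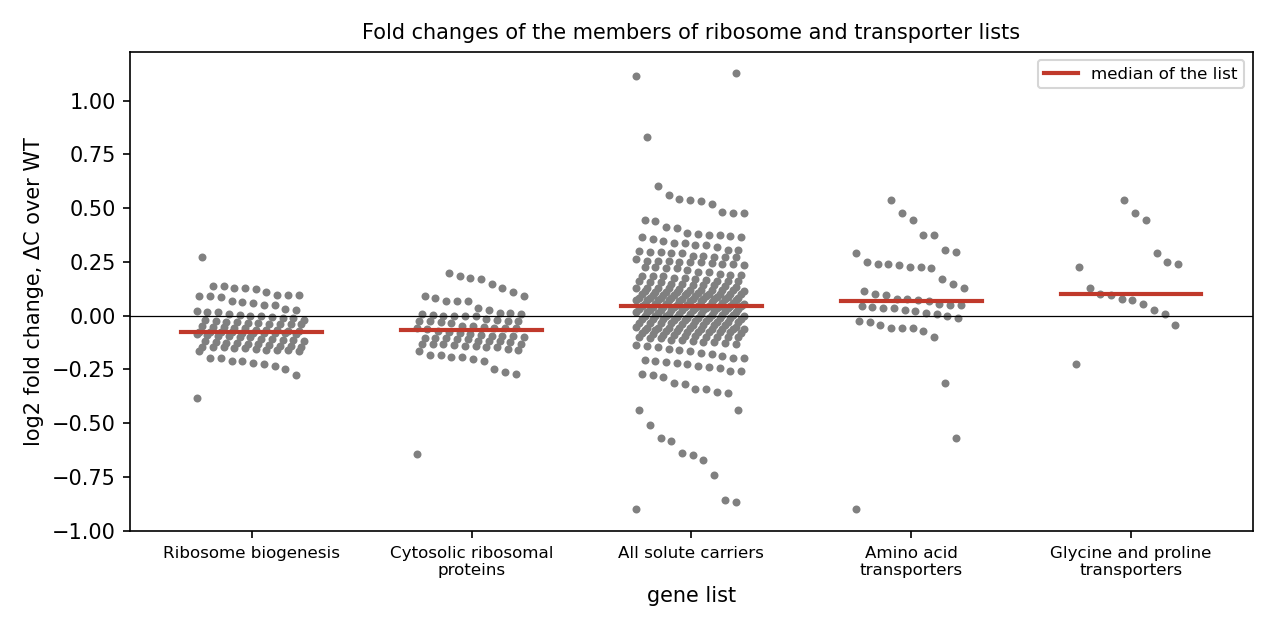
Log2 fold change, ΔC over WT, of each tested gene of 5 lists of ribosomal and transporter genes (grey points, spread sideways for visibility), with the median of each list (red line). The medians are -0.07 for both ribosomal lists, 0.04 for all solute carriers, 0.07 for amino acid transporters and 0.10 for glycine and proline transporters.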

Importantly, this positive enrichment is in line with the increased expression of *Slc6a20a*. These GSEA results, together with the DEG results, suggest that deletion of the PTEN‐PB motif induces an increase in transmembrane transport‐related functions.

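The transporters of glycine and proline were on balance higher in ΔC brains, with a positive log2 fold change in 15 of 17 genes (mean 0.16). *Slc6a20a* had the largest of these changes. *Slc36a1*, a proton-coupled transporter of glycine and proline, had 3127 ± 452 normalized counts in ΔC mice and 2642 ± 341 in WT mice (mean ± SD, n = 3 mice each). *Slc6a17*, a vesicular transporter of neutral amino acids, had 18483 ± 5816 and 17018 ± 5899 (SD, n = 3). The glycine transporter gene *Slc6a9* (GlyT1) had 897 ± 429 and 881 ± 243 (SD, n = 3), a log2 fold change of -0.04. Genes of glycine and proline metabolism showed no such balance (10 of 21 positive, mean log2 fold change -0.02, adjusted p = 0.706). The transporter list passed camera's test (adjusted p = 0.00515), with an adjusted p of 0.0473 when *Slc6a20a*, which the paper called on these libraries, was left out. The list without *Slc6a20a* still held *Slc6a20b* and was fixed with part of Dataset EV1 in view, so it is not independent of these data. The call ended with an estimated correlation (adjusted p = 0.255), with the meningeal mean as a covariate (adjusted p = 0.129), and without ΔC mouse 2 (adjusted p = 0.221), WT mouse 1 (adjusted p = 0.0707) or WT mouse 3 (adjusted p = 0.0849), or with ΔC mouse 2 and WT mouse 3 both left out (adjusted p = 0.0846). From the DEGs, with *Slc6a20a* among the upregulated ones, and from the positive enrichment of transport-related gene sets in its GSEA, the paper proposes that loss of the PTEN-PB motif increases functions of transmembrane transport.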

Given that the *Slc6a20a* gene showed an increase in the expression in our RNA‐Seq analysis, we further analyzed the expression of *Slc6a20a* at the protein level using mouse brain tissues. Using immunoblotting, we first found that the levels of the SLC6A20 protein were increased in the hippocampus of *Pten^ΔC^* ^/^ *^ΔC^* mice (P21; Fig 2C). This protein band likely represents the SLC6A20A protein because *Slc6a20a* (not *Slc6a20b*) is the major gene expressed in the brain, as mentioned above.

We next analyzed specific brain regions and cell types that express *Slc6a20* mRNA using fluorescence *in situ* hybridization (FISH) and a *Slc6a20* probe that detects both *Slc6a20a* and *Slc6a20b*. *Slc6a20* mRNA was widespread in various brain regions, including the meninges, choroid plexus, cortex, hippocampus, and thalamus (Figs EV3, EV4, EV5), similar to previous results (Kowalczuk *et al*, 2005; Takanaga *et al*, 2005; Dahlin *et al*, 2009). Notably, the meningeal and choroid plexus localization of *Slc6a20* mRNAs agreed with the reported enrichment of *Slc6a20a* expression in pericytes around capillaries, known to regulate BBB functions (Hall *et al*, 2014; He *et al*, 2016; Vanlandewijck *et al*, 2018). SLC6A20A protein expression, revealed by X‐gal staining of SLC6A20A protein fused with β‐galactosidase in *Slc6a20a* ^+/−^ mice (see below for further details), was also detected in similar brain regions (Fig EV3B).

*Slc6a20* mRNA was detected in distinct cell types, exhibiting high expression in astrocytes (GFAP‐positive) and microglia (Aif1‐positive), modest expression in glutamatergic (Vglut1/2‐positive) neurons, and little expression in GABAergic (Gad1/2‐positive) neurons (Fig EV4 and EV5). In addition, most *Slc6a20*‐expressing cells colocalized with *Pten*‐expressing cells (Appendix Fig S1), likely owing to the more widespread expression of *Pten*, which suggests the possibility of cell‐autonomous interplay between PTEN and SLC6A20. These results collectively suggest that SLC6A20A expression is increased in the *Pten^ΔC^* ^/^ *^ΔC^* brain.

### Increased nuclear localization of β‐catenin in the *Pten^ΔC^* ^/^ *^ΔC^* brain

How might the C‐terminal deletion in PTEN induce changes in gene expression? A previous study has shown that a PB (PDZ‐binding)‐lacking mutant PTEN protein can destabilize adherens junctions in retinal epithelial cells and cause the nuclear translocation of β‐catenin and altered TCF/LEF‐dependent gene expression (Kim *et al*, 2008). In the brain, β‐catenin links N‐cadherins with the actin cytoskeleton at excitatory synapses and critically regulates the morphogenesis of dendritic spines (Yu & Malenka, 2003). In addition, excitatory synaptic localization of β‐catenin is promoted by neuronal activation through tyrosine phosphorylation of β‐catenin at Tyr‐654 (Tai *et al*, 2007). More recently, β‐catenin has been shown to associate with synaptic proteins including Shank3 and be targeted to the nucleus to regulate HDAC2 expression (Qin *et al*, 2018).

Given that PTEN‐PB deletion leads to a decrease in the number of dendritic spines, we reasoned that β‐catenin might display altered subcellular localization in *Pten^ΔC^* ^/^ *^ΔC^* mice. Previous studies have shown that phosphorylation of β‐catenin at two serine residues (Ser‐552 and Ser‐675) by AKT and PKA, respectively, promotes the stability of the protein by inhibiting ubiquitination and the nuclear localization and transcriptional activity of β‐catenin through, i.e., enhanced association with CREB‐binding protein in the case of Ser‐675 (Hino *et al*, 2005; Taurin *et al*, 2006; Fang *et al*, 2007).

Intriguingly, there was a significant increase in the phosphorylation of β‐catenin at Ser‐675 but not at Ser‐552 in the nucleus‐enriched P1 fraction of the *Pten^ΔC^* ^/^ *^ΔC^* brain, without a change in total β‐catenin levels (Fig 2D). In addition, whole‐brain lysates (not P1 fraction) of the *Pten^ΔC^* ^/^ *^ΔC^* brain displayed normal levels of β‐catenin phosphorylation at both Ser‐675 and Ser‐552 (Fig 2E).

In addition, when a chromatin immunoprecipitation (ChIP) analysis was performed to test whether β‐catenin binds to the promoter region of the *Slc6a20a* gene, β‐catenin bound more tightly to the *Slc6a20a* promoter in the *Pten^ΔC^* ^/^ *^ΔC^* brain, compared with WT brain (Fig 2F). These results suggest that PTEN‐PB deletion promotes the nuclear localization of β‐catenin and β‐catenin‐dependent transcription of *Slc6a20a*.

### Decreased extracellular proline and glycine levels in the *Pten ^ΔC^* ^/^ *^ΔC^* brain

Previous studies have shown that mouse, rat, and human SLC6A20 proteins mediate proline transport (Kowalczuk *et al*, 2005; Takanaga *et al*, 2005; Broer *et al*, 2009). We thus measured whether the brain levels of proline was changed in the whole brain of *Pten^ΔC^* ^/^ *^ΔC^* mice by enzyme‐linked immunosorbent assay (ELISA) but found no genotype difference between WT and *Pten^ΔC^* ^/^ *^ΔC^* brains (Fig 3A). However, when microdialysis was used to measure extracellular proline levels, there was a decrease in proline levels in the *Pten^ΔC^* ^/^ *^ΔC^* mice, compared with WT mice (Fig 3B and C) suggesting that increased levels of SLC6A20A in the brain induce a decrease in extracellular but not total levels of proline.

**Figure 3:**
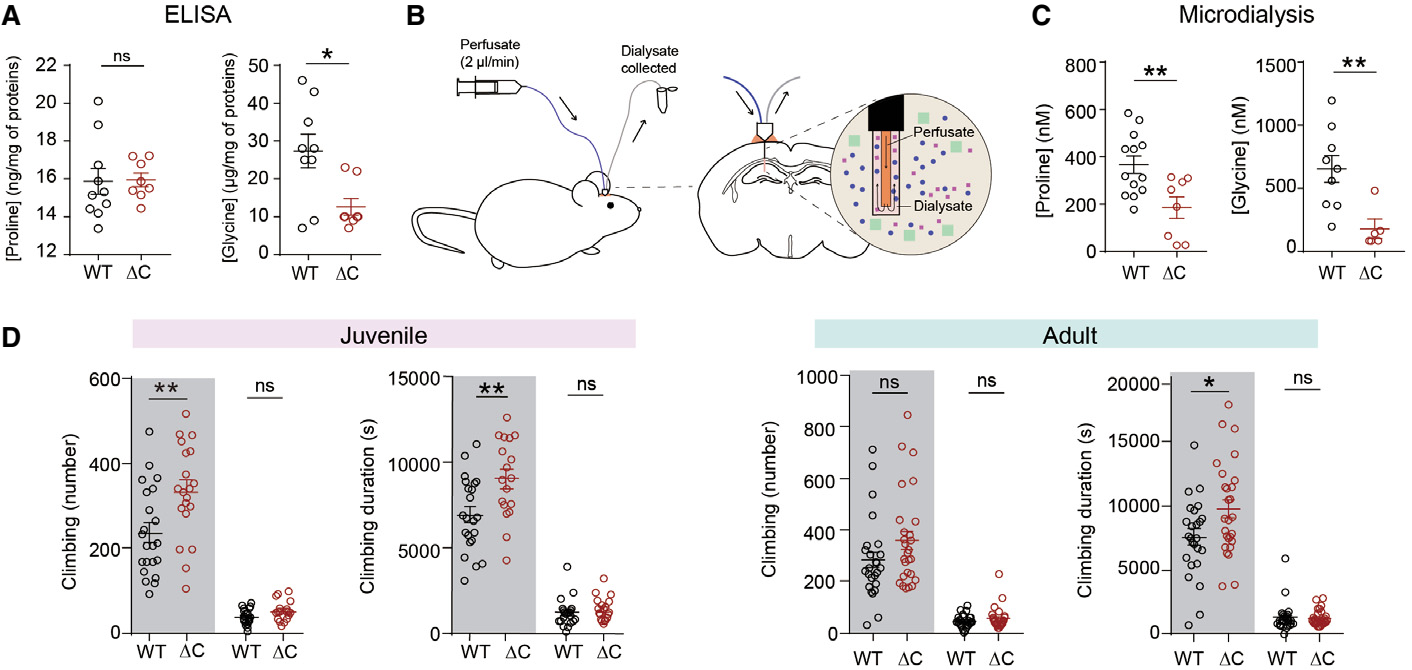
Decreased extracellular proline and glycine levels in the *Pten^ΔC^* ^/^ *^ΔC^* brain and increased climbing in juvenile and adult *Pten^ΔC^* ^/^ *^ΔC^* mice ANormal proline but decreased whole‐brain glycine levels in the brains of *Pten^ΔC^* ^/^ *^ΔC^* mice (P21), as determined by ELISA analysis of the S1 fraction, obtained after the removal of unbroken cells and large debris (see Materials and Methods for details). (proline, *n* = 10 mice for WT and 8 for ΔC, glycine, *n* = 9 mice for WT and eight for ΔC, *P < 0.05, ns, not significant, Student's *t*‐test). The error bars represent SEM.B, CDecreased extracellular levels of proline and glycine in the brains of *Pten^ΔC^* ^/^ *^ΔC^* mice (2–4 month), as determined by microdialysis in the hippocampus (see Materials and Methods for details). (proline, *n* = 13 mice for WT and 8 for ΔC, **P < 0.01, Student's *t*‐test; glycine, *n* = 9 for WT and 5 for ΔC, **P < 0.01, Student's *t*‐test, Mann–Whitney *U*‐test). The error bars represent SEM.DIncreased repetitive climbing in juvenile and adult *Pten^ΔC^* ^/^ *^ΔC^* mice at P30 (juvenile) and 2–4 months (adult), as indicated by frequency and time spent climbing in Laboras cages, where mouse movements were continuously monitored for 72 h. Shaded and unshaded periods; 12‐h light‐off and light‐on periods over 72 h. (*n* = 22 mice for WT and 18 mice for ΔC for P30, and 25 for WT and 27 for ΔC for 2–4 months, *P < 0.05, **P < 0.01, ns, not significant, Mann–Whitney *U*‐test, Student's *t*‐test). The error bars represent SEM.

Although previous studies have shown mouse SLC6A20A minimally mediates glycine transports (Kowalczuk *et al*, 2005), we noted that *Pten^ΔC^* ^/^ *^ΔC^* mice show decreased NMDAR currents and that glycine, whose extracellular concentrations can be regulated by glycine transporters (Harvey & Yee, 2013), acts as a co‐agonist of NMDARs. We thus tested whether glycine levels were changed in the brain of *Pten^ΔC^* ^/^ *^ΔC^* mice and found that both whole‐brain and extracellular glycine levels were decreased (Fig 3A–C). These results suggest that increased levels of SLC6A20A proteins in the *Pten^ΔC^* ^/^ *^ΔC^* brain may lead to decreased whole‐brain and extracellular glycine levels through enhanced glycine transport into brain‐resident cells or outside the brain.

### Enhanced repetitive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice

To determine whether the synaptic and molecular abnormalities observed in *Pten^ΔC^* ^/^ *^ΔC^* mice are associated with behavioral alterations, we subjected *Pten^ΔC^* ^/^ *^ΔC^* mice (2–4 months) to a battery of behavioral tests. *Pten^ΔC^* ^/^ *^ΔC^* mice displayed largely normal levels of social interaction but mildly impaired social novelty recognition in the three‐chamber test compared with WT mice (Appendix Fig S2A and B). In addition, these mice displayed normal repetitive behaviors, such as self‐grooming, digging, and marble burying (Appendix Fig S2C–E).

However, continuous monitoring of mouse behaviors for ~ 72 h in Laboras cages revealed enhanced climbing, a type of repetitive behavior in rodents characterized by over‐hanging in the wire cage lid (Protais *et al*, 1976; Riffee *et al*, 1979; Wilcox *et al*, 1979; Cabib & Puglisi‐Allegra, 1985), in *Pten^ΔC^* ^/^ *^ΔC^* mice at both juvenile and adult stages; in contrast, these mice displayed normal self‐grooming, another form of repetitive behavior, at both stages in Laboras cages (Fig 3D; Appendix Fig S2F and G).

*Pten^ΔC^* ^/^ *^ΔC^* mice displayed normal levels of locomotor activity in open field and Laboras tests, lack of anxiety‐like behavior in elevated plus‐maze and light‐dark tests, and intact learning and memory in novel object recognition and Morris water maze tests (Appendix Fig S3). These mice also showed normal levels of other behaviors: long‐term (7‐day) spatial memory in the Morris water maze, nesting score, mother seeking after brief separation, and juvenile play (Appendix Fig S4). These results collectively suggest that *Pten^ΔC^* ^/^ *^ΔC^* mice display a selective increase in repetitive climbing behavior.

### NMDAR activation by d‐cycloserine normalizes synaptic plasticity and repetitive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice

The suppressed NMDAR function at *Pten^ΔC^* ^/^ *^ΔC^* synapses associated with reduced brain glycine levels might be normalized using agonists that act on the glycine‐binding site of NMDARs (Fig 4A). To test this, we used d‐cycloserine (DCS), a glycine‐site agonist of NMDARs. Continuous exposure of hippocampal slices to DCS (20 μM) during recordings significantly increased NMDAR‐dependent HFS‐LTP at SC‐CA1 synapses in hippocampal slices from *Pten^ΔC^* ^/^ *^ΔC^* mice (4–5 weeks) compared with vehicle treatment (Fig 4B). In contrast, DCS had no effect on HFS‐LTP at WT synapses. DCS treatment (10 μM) also normalized LFS‐LTD at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (P17–22) without affecting WT synapses (Fig 4C).

**Figure 4:**
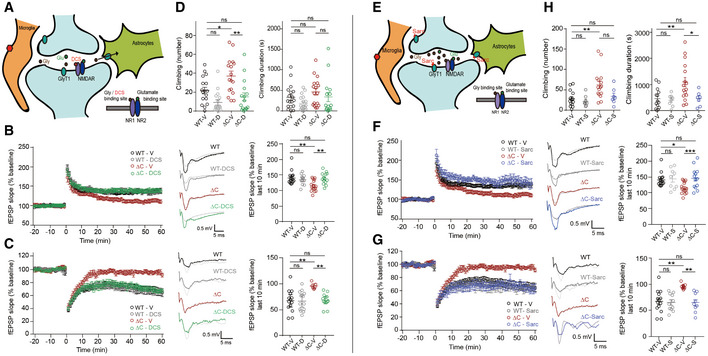
DCS‐dependent NMDAR activation and sarcosine‐dependent GlyT1 antagonization normalize synaptic plasticity and repetitive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice Schematic showing that DCS directly binds to the GluN1 subunit of NMDARs and activates NMDARs. Note that enhanced expression of SLC6A20 in *Pten^ΔC^* ^/^ *^ΔC^* microglia and astrocytes surrounding the indicated synapse may decrease synaptic levels of glycine and suppress NMDAR function.Normalization of NMDAR‐dependent HFS‐LTP at synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (4–5 weeks) by DCS treatment (20 μM), as shown by fEPSP slopes. (*n* = 15 slices from nine mice for WT‐V/vehicle, 11 (5) for WT‐D/DCS, 16 (10) for ΔC‐V, 13 (7) for ΔC‐D, **P < 0.01, ns, not significant, two‐way ANOVA with Tukey's test). The gray traces represent the baseline fEPSP prior to LTP induction. The error bars represent SEM.Normalization of NMDAR‐dependent LFS‐LTD at synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (P17–22) by DCS treatment (10 μM), as shown by fEPSP slopes. (*n* = 14 slices from six mice for WT‐V, 13 (4) for WT‐D, seven (4) for ΔC‐V, 13 (3) for ΔC‐D, **P < 0.01, ns, not significant, two‐way ANOVA with Tukey's test). The gray traces represent baseline fEPSP prior to LTD induction. The error bars represent SEM.Normalization of excessive climbing frequency (but not duration) by treatment of synapses in *Pten^ΔC^* ^/^ *^ΔC^* mice (2–5 months) with DCS (20 mg/kg). (*n* = 17 mice for WT‐V, 17 for WT‐D, 16 for ΔC‐V, 16 for ΔC‐D, *P < 0.05, **P < 0.01, ns, not significant, two‐way ANOVA with Tukey's test). The error bars represent SEM.Schematic showing that NMDAR activation can be induced indirectly through sarcosine‐dependent antagonization of GlyT1, a known glycine transporter, and resultant increases in glycine levels around the synapse.Normalization of NMDAR‐dependent HFS‐LTP at synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (4–5 weeks) by sarcosine treatment (750 µM), as shown by fEPSP slopes. Note that the data for WT‐V and ΔC‐V are identical to those shown in Fig 4B because the whole experiments were performed together; we generated independent figures for DCS and sarcosine results for the clear presentation of the data. (*n* = 15 slices from nine mice for WT‐V/vehicle, nine (4) for WT‐Sarc/Sarcosine, 16 (10) for ΔC‐V/Vehicle, 18 (4) for ΔC‐S, *P < 0.05, ***P < 0.001, ns, not significant, two‐way ANOVA with Tukey's test). The gray traces represent the baseline fEPSP prior to LTP induction. The error bars represent SEM.Normalization of NMDAR‐dependent LFS‐LTD at synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (16–21 days) by sarcosine treatment (750 µM), as shown by fEPSP slopes. Note that the data for WT‐V and ΔC‐V are identical to those shown in Fig 4C because the whole experiments were performed together; we generated independent figures for DCS and sarcosine results for the clear presentation of the data. (*n* = 14 slices from six mice for WT‐V, 11 (7) for WT‐Sarc, seven (4) for ΔC‐V, nine (6) for ΔC‐Sarc, **P < 0.01, ns, not significant, two‐way ANOVA with Tukey's multiple comparison). The gray traces represent baseline fEPSP prior to LTD induction. The error bars represent SEM.Normalization of excessive climbing duration (but not frequency) by treatment of synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (2–5 months) with sarcosine (100 mg/kg). (*n* = 14 mice for WT‐V, eight for WT‐S, 16 for ΔC‐V, seven for ΔC‐S, *P < 0.05, **P < 0.01, ns, not significant, two‐way ANOVA with Tukey's test).

Behaviorally, acute DCS treatment (20 mg/kg) significantly decreased excessive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice (2–5 months; Fig 4D). These results suggest that suppressed NMDAR function induces excessive climbing and that normalizing NMDR function by DCS treatment rescues this effect.

### NMDAR activation by GlyT1 inhibition normalizes synaptic plasticity and repetitive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice

In addition to directly activating NMDARs with DCS, we tested the effects of increasing brain glycine levels using sarcosine, a competitive GlyT1‐specific antagonist that can increase glycine levels around NMDARs (Harvey & Yee, 2013) likely through the inhibition of glycine uptake by GlyT1 or glycine release through heteroexchange of sarcosine for glycine by GlyT1 (Herdon *et al*, 2001) (Fig 4E). Sarcosine treatment normalized HFS‐LTP at SC‐CA1 synapses of *Pten^ΔC^* ^/^ *^ΔC^* mice (4–5 weeks), without affecting WT synapses (Fig 4F). In addition, sarcosine normalized LFS‐LTD at *Pten^ΔC^* ^/^ *^ΔC^* SC‐CA1 synapses (P16–21), without affecting WT synapses (Fig 4G).

Behaviorally, sarcosine rescued excessive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice (2–5 months), but had no effect on WT mice (Fig 4H). These results collectively suggest that NMDAR activation by blocking GlyT1 normalizes NMDAR‐dependent synaptic plasticity and excessive climbing behavior, effects similar to those of DCS.

### Antisense knockdown of *Slc6a20a* expression increases whole‐brain glycine levels and NMDAR function and rescues repetitive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice

If the abnormally increased expression of *Slc6a20a* is important for the reduced NMDAR function and repetitive climbing observed in *Pten^ΔC^* ^/^ *^ΔC^* mice, normalizing *Slc6a20a* expression in these mice should rescue NMDAR function and repetitive climbing. To this end, we knocked down *Slc6a20a* expression using an *Slc6a20a*‐ (but not *Slc6a20b*‐) specific antisense oligonucleotide (ASO) method that involves the use of modified antisense oligonucleotides with enhanced cell permeability, an approach that has recently proven to be useful in a clinical setting (Rinaldi & Wood, 2018). An *Slc6a20a*‐ASO was generated based on the previously published antisense sequence for *Slc6a20a* (Anas *et al*, 2008) and unilaterally injected into ventricular spaces of target mice (Fig 5A). RT–qPCR and immunoblot analyses after the injection confirmed the decreased levels of *Slc6a20a* mRNAs and SLC6A20 proteins in the brain of *Slc6a20a*‐ASO‐injected WT mice relative to saline‐injected WT mice (Fig 5B and C), suggesting that *Slc6a20a*‐ASO decreases SLC6A20A protein levels mainly through mRNA degradation. *Slc6a20a*‐ASO induced a greater decrease in *Slc6a20a* mRNAs in *Pten^ΔC^* ^/^ *^ΔC^* mice.

**Figure 5:**
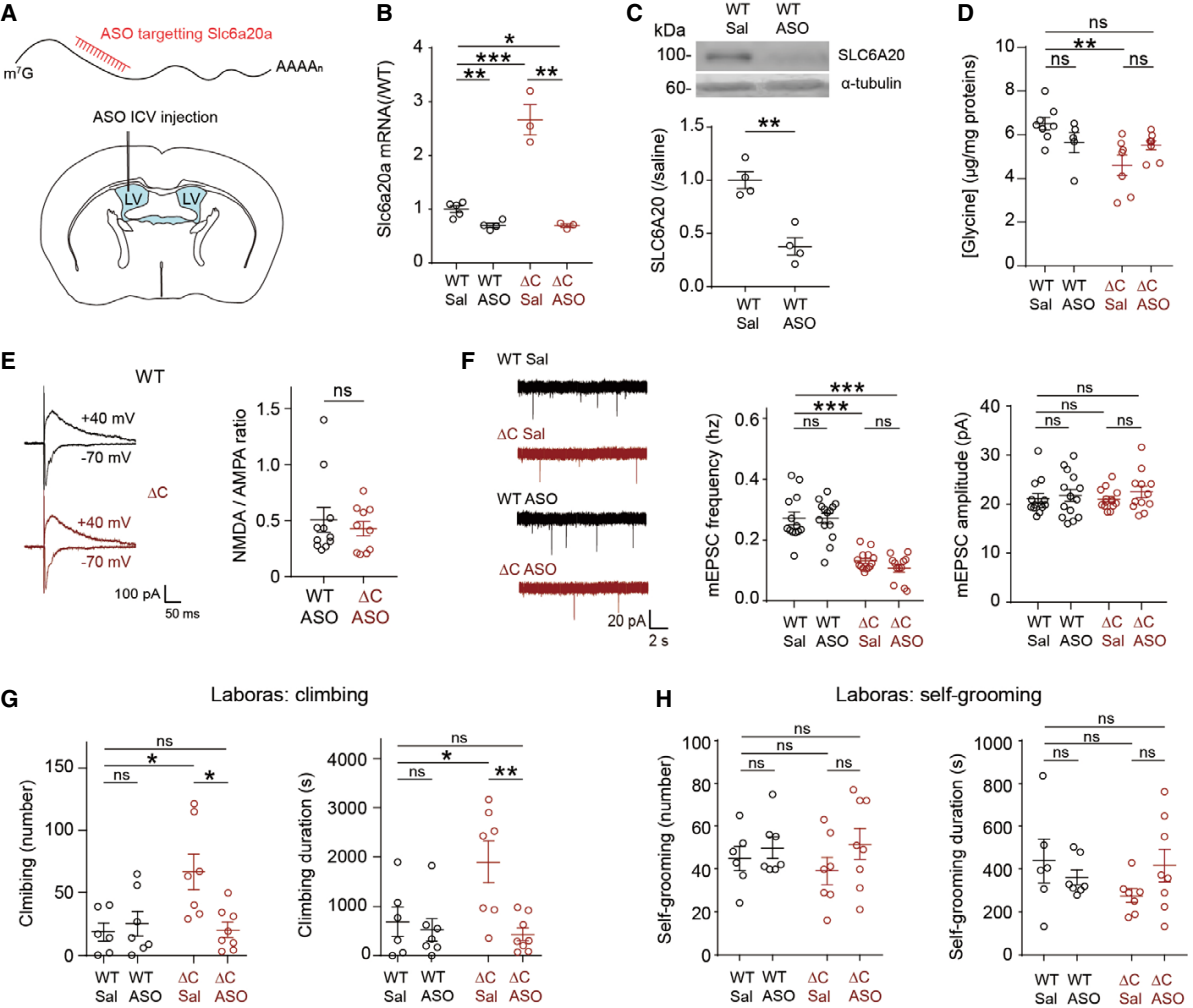
Knockdown of SLC6A20A expression by antisense oligonucleotide increases whole‐brain glycine levels and NMDAR function and rescues repetitive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice Schematic representation for the intracerebroventricular (ICV) injection of *Slc6a20a* antisense oligonucleotide (ASO) into the lateral ventricle (LV) for the reduction of *Slc6a20a* expression in the whole mouse brain.
*Slc6a20a*‐ASO decreases the levels of *Slc6a20a* mRNAs in the brain of WT and *Pten^ΔC^* ^/^ *^ΔC^* mice (P20–32), as shown by qRT–PCR analysis performed 1–2 weeks after injection. (*n* = 5 mice for WT‐Sal/saline, four for WT‐ASO, three for ΔC‐Sal, and three for ΔC‐ASO, *P < 0.05, **P < 0.01, ***P < 0.001, Student's *t*‐test for each comparison). The error bars represent SEM.
*Slc6a20a*‐ASO decreases the levels of SLC6A20 proteins in the brain of WT mice (2–4 months), as shown by immunoblot analysis of whole‐brain lysates 6 days after injection. (*n* = 4 mice, **P < 0.01, Student's *t*‐test). The error bars represent SEM.
*Pten^ΔC^* ^/^ *^ΔC^* mice (2–4 months) treated with *Slc6a20a*‐ASO display partially normalized levels of whole‐brain glycine, as shown by the lack of difference between saline‐treated WT and ASO‐treated *Pten^ΔC^* ^/^ *^ΔC^* mice. Note that the glycine levels observed here are ~ 4 times lower than those measured in Fig 3A, which could be attributable to different mouse ages (P21 in Fig 3A vs. 2–4 months in Fig 5D), absence and presence of ASO injection, or lot‐to‐lot variation of the ELISA kits. (*n* = 8 mice for WT‐saline, five for WT‐ASO, seven for ΔC‐saline, and eight for ΔC‐ASO, **P < 0.01, ns, not significant, two‐way ANOVA with Tukey's test). The error bars represent SEM.
*Pten^ΔC^* ^/^ *^ΔC^* mice (P20–37) treated with *Slc6a20a*‐ASO display an NMDA/AMPA ratio at hippocampal SC‐CA1 synapses that is comparable to that in ASO‐treated WT mice. (*n* = 11 neurons from five mice for WT‐ASO, 10 (4) for ΔC‐ASO, ns, not significant, Mann–Whitney *U*‐test). The error bars represent SEM.
*Pten^ΔC^* ^/^ *^ΔC^* mice (P19–37) treated with *Slc6a20a*‐ASO display unaltered mEPSC frequency and amplitude in CA1 pyramidal neurons, as compared with ASO‐untreated *Pten^ΔC^* ^/^ *^ΔC^* mice. Note that mEPSCs in WT mice are not affected by *Slc6a20a*‐ASO treatment. (*n* = 13 neurons from three mice for WT‐saline, 14 (2) for WT‐ASO, 14 (3) for ΔC‐saline, and 12 (3) for ΔC‐ASO, ***P < 0.001, ns, not significant, two‐way ANOVA with Bonferroni's test). The error bars represent SEM.
*Pten^ΔC^* ^/^ *^ΔC^* mice (2–4 months) treated with *Slc6a20a*‐ASO display normal levels of climbing in the Laboras test. *n* = 6 mice for WT‐saline, seven for WT‐ASO, seven for ΔC‐saline, and eight for ΔC‐ASO, *P < 0.05, **P < 0.01, ns, not significant, two‐way ANOVA with Bonferroni's test. The error bars represent SEM.
*Slc6a20a*‐ASO treatment has no effect on the self‐grooming of *Pten^ΔC^* ^/^ *^ΔC^* mice (2–4 months) in the Laboras test. (*n* = 6 mice for WT‐saline, seven for WT‐ASO, seven for ΔC‐saline, and eight for ΔC‐ASO, ns, not significant, two‐way ANOVA with Bonferroni's test). The error bars represent SEM. Source data are available online for this figure.

When injected into the brain of *Pten^ΔC^* ^/^ *^ΔC^* mice, *Slc6a20a*‐ASO partially normalized whole‐brain glycine levels, as supported by the lack of a significant difference between saline‐treated WT mice and ASO‐treated *Pten^ΔC^* ^/^ *^ΔC^* mice, although there was no significant difference between saline‐ and ASO‐treated *Pten^ΔC^* ^/^ *^ΔC^* mice (Fig 5D), suggesting that the reduced whole‐brain glycine levels in *Pten^ΔC^* ^/^ *^ΔC^* mice partially involves enhanced *Slc6a20a* expression. This increase in glycine levels was associated with increased NMDAR currents, as shown by the comparable levels of NMDA/AMPA ratios in ASO‐treated WT and *Pten^ΔC^* ^/^ *^ΔC^* mice (Fig 5E). In contrast, the mEPSC frequency, which is decreased in naive *Pten^ΔC^* ^/^ *^ΔC^* mice, was unaffected by *Slc6a20a*‐ASO (Fig 5F).

Importantly, behavioral tests showed that repetitive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice was fully normalized to a level comparable to that in WT mice, whereas WT mice were not affected by *Slc6a20a*‐ASO (Fig 5G). Unlike climbing, self‐grooming behavior was not affected by *Slc6a20a*‐ASO in *Pten^ΔC^* ^/^ *^ΔC^* mice (Fig 5H). Collectively, these results indicate that *Slc6a20a*‐ASO selectively rescues climbing behavior, and suggest that increased SLC6A20A expression and consequent reductions in glycine levels and NMDAR function contribute to the repetitive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice.

### *Slc6a20a*‐mutant mice show abnormal increases in extracellular glycine levels and NMDAR function

Because the *in vivo* functions of SLC6A20A in mice have not been investigated, and our data implicate SLC6A20A in the regulation of brain glycine homeostasis, we attempted to knock out *Slc6a20a* in mice. To this end, we generated a new mouse line that lacks exon 3 of the *Slc6a20a* gene (Fig 6A; Appendix Fig S5A and B). The Mendelian ratio of WT, heterozygous *Slc6a20a* ^+/−^, and homozygous *Slc6a20a* ^−/−^ mice was 1.00:1.93:0.55 (106 mice from 13 litters at P14), indicative of decreased survival in *Slc6a20a* ^−/−^ mice. Gross morphologies of the brain in *Slc6a20a* ^+/−^ and *Slc6a20a* ^−/−^ mice were largely normal (Appendix Fig S5C). qRT–PCR analyses indicated that *Slc6a20a*, but not *Slc6a20b*, mRNA levels were decreased in the brains of both *Slc6a20a* ^+/−^ and *Slc6a20a* ^−/−^ mice in a dose‐dependent manner (Fig 6B).

**Figure 6:**
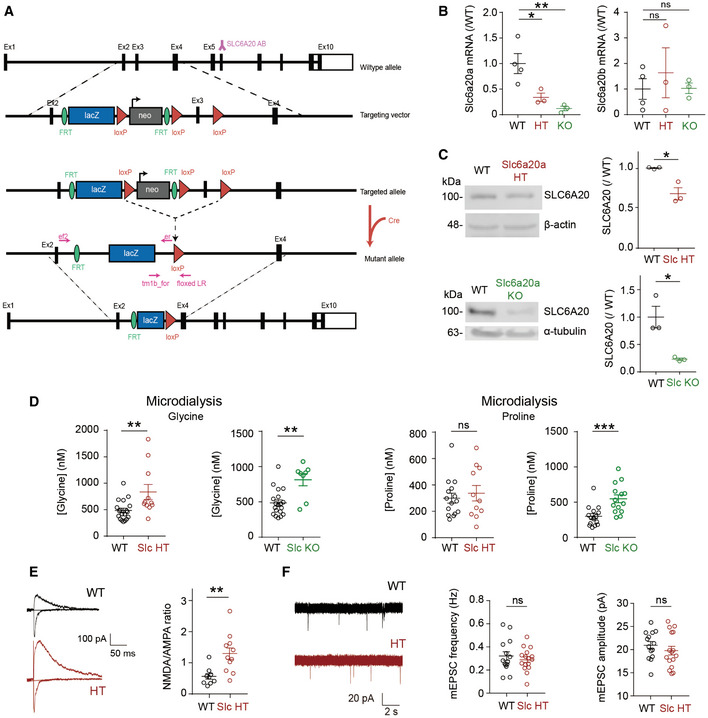
*Slc6a20a*‐mutant mice show abnormal increases in extracellular glycine levels and NMDAR function Schematic diagram showing the generation of *Slc6a20a*‐mutant mice. The SLC6A20 antibody is denoted by “Y” above exon (Ex) 6.Decreased levels of *Slc6a20a*, but not *Slc6a20b*, mRNAs in the brain of *Slc6a20a* ^+/−^ (HT) and *Slc6a20a* ^−/−^ (KO) mice (P21–28), as shown by qRT–PCR analysis. (*n* = 4, 3, 3 mice for WT, HT, and KO; *P < 0.05, **P < 0.01, ns, not significant, one‐way ANOVA with Bonferroni's test). The error bars represent SEM.Reduced expression of SLC6A20 proteins in the brains of *Slc6a20a* ^+/−^ and *Slc6a20a* ^−/−^ mice (P21 for HT and P24–28 for WT and KO), as indicated by immunoblot analysis of total brain lysates. β‐actin and α‐tubulin were used as loading controls. (*n* = 3 mice for WT, HT, and KO, *P < 0.05, Student's *t*‐test). The error bars represent SEM.Increased extracellular levels of glycine and proline in the brain of *Slc6a20a* ^+/−^ and *Slc6a20a* ^−/−^ mice, as shown by microdialysis analyses. Note that glycine levels are increased in both *Slc6a20a* ^+/−^ and *Slc6a20a* ^−/−^ mice, whereas proline levels are increased only in *Slc6a20a* ^−/−^ mice. (glycine, *n* = 19 mice for WT, 11 for HT, 8 for KO, **P < 0.01, Mann–Whitney *U*‐test; proline, *n* = 15 mice for WT, 11 for HT, 14 for KO, ***P < 0.001, ns, not significant, Mann–Whitney *U*‐test). The error bars represent SEM.Increased NMDA/AMPA ratio at hippocampal SC‐CA1 synapses in *Slc6a20a* ^+/−^ mice (P17–20), as indicated by the ratio of NMDAR EPSCs to AMPAR EPSCs. (*n* = 9 neurons from three mice for WT and 11 (4) for Slc6a20a HT mice, **P < 0.01, Mann–Whitney *U*‐test). The error bars represent SEM.Normal frequency and amplitude of mEPSCs in hippocampal CA1 pyramidal cells in *Slc6a20a* ^+/−^ mice (P17–20). (mEPSC, *n* = 14 neurons from three mice for WT and 16 (3) for HT; ns, not significant, Student's *t*‐test). The error bars represent SEM. Source data are available online for this figure.

Immunoblot analyses indicated that SLC6A20A protein levels in the brain of *Slc6a20a* ^+/−^ and *Slc6a20a* ^−/−^ mice were decreased by ~ 32 and ~ 77% (Fig 6C), demonstrating that this knockout strategy was successful. The reason for the protein levels of SLC6A20A not reaching a 100% decrease in *Slc6a20a* ^−/−^ mice is unclear, although it could be that the remaining band represents the SLC6A20B (not SLC6A20A) protein that is also expressed in the brain, as supported by the presence of detectable *Slc6a20b* mRNAs (Fig 6B), and can be recognized by the pan‐SLC6A20 antibody (Fig 6C).

Importantly, microdialysis analyses indicated extracellular brain glycine levels were increased in both *Slc6a20a* ^+/−^ and *Slc6a20a* ^−/−^ mice (Fig 6D). In addition, extracellular proline levels were increased only in *Slc6a20a* ^−/−^ mice, although there was an increasing tendency in *Slc6a20a* ^+/−^ mice. Therefore, *Slc6a20a* deletion has greater impacts on extracellular levels of glycine than those of proline in the mouse brain.

Lastly, *Slc6a20a* ^+/−^ mice displayed a substantially increased NMDA/AMPA ratio in pyramidal neurons in the CA1 region of the hippocampus (Fig 6E) but normal AMPAR‐mediated mEPSC frequency and amplitude (Fig 6F), suggestive of increased NMDAR function, similar to the previously reported enhanced NMDAR function in mice lacking GlyT1 (Tsai *et al*, 2004b; Gabernet *et al*, 2005). These results collectively suggest that SLC6A20A regulates extracellular glycine and proline levels and NMDAR function in the mouse brain.

### Mouse and human SLC6A20 proteins mediate both proline and glycine transports, and human neurons express SLC6A20 proteins

The results mentioned thus far suggest that SLC6A20A proteins mediate the transport of glycine in addition to proline in the mouse brain. To obtain direct evidence supporting that SLC6A20A mediates glycine transport, we tested four different types of human and mouse SLC6A20 protein variants; two different splice variants of human SLC6A20 (V1 and V2) and two different mouse SLC6A20 proteins encoded by two independent Slc6a20 genes (*Slc6a20a* and *Slc6a20b*; type a is widely expressed including the brain, type b is mainly expressed in the kidney and lung) (Kowalczuk *et al*, 2005) (Appendix Fig S6A). We expressed these four constructs in heterologous cells (HEK293T) and measured concentration‐dependent transport currents evoked by glycine and proline. For this experiment, we used the IonFlux system, an automated patch (auto‐patch) clamp system that enables high‐throughput and averaged measurements of ion fluxes from multiple (~ 20) cells.

All four SLC6A20 types (mouse/human, a/b) mediated largely similar levels of glycine and proline transports (Fig 7A; Appendix Fig S7A). Specifically, glycine and proline induced transport currents with comparable *K*_0.5_ values (the concentrations of glycine and proline eliciting half‐maximal transports; 19.7–63.16 µM and 19.64–156.8 µM for glycine and proline, respectively; *K*_0.5_ for glycine, human V1 = 19.7 µM, human V2 = 30.98 µM, mouse A = 63.16 µM, mouse B = 35.8 µM; *K*_0.5_ for proline, V1 = 156.8 µM, V2 = 49.03 µM, A = 19.64 µM, B = 44.83 µM).

**Figure 7:**
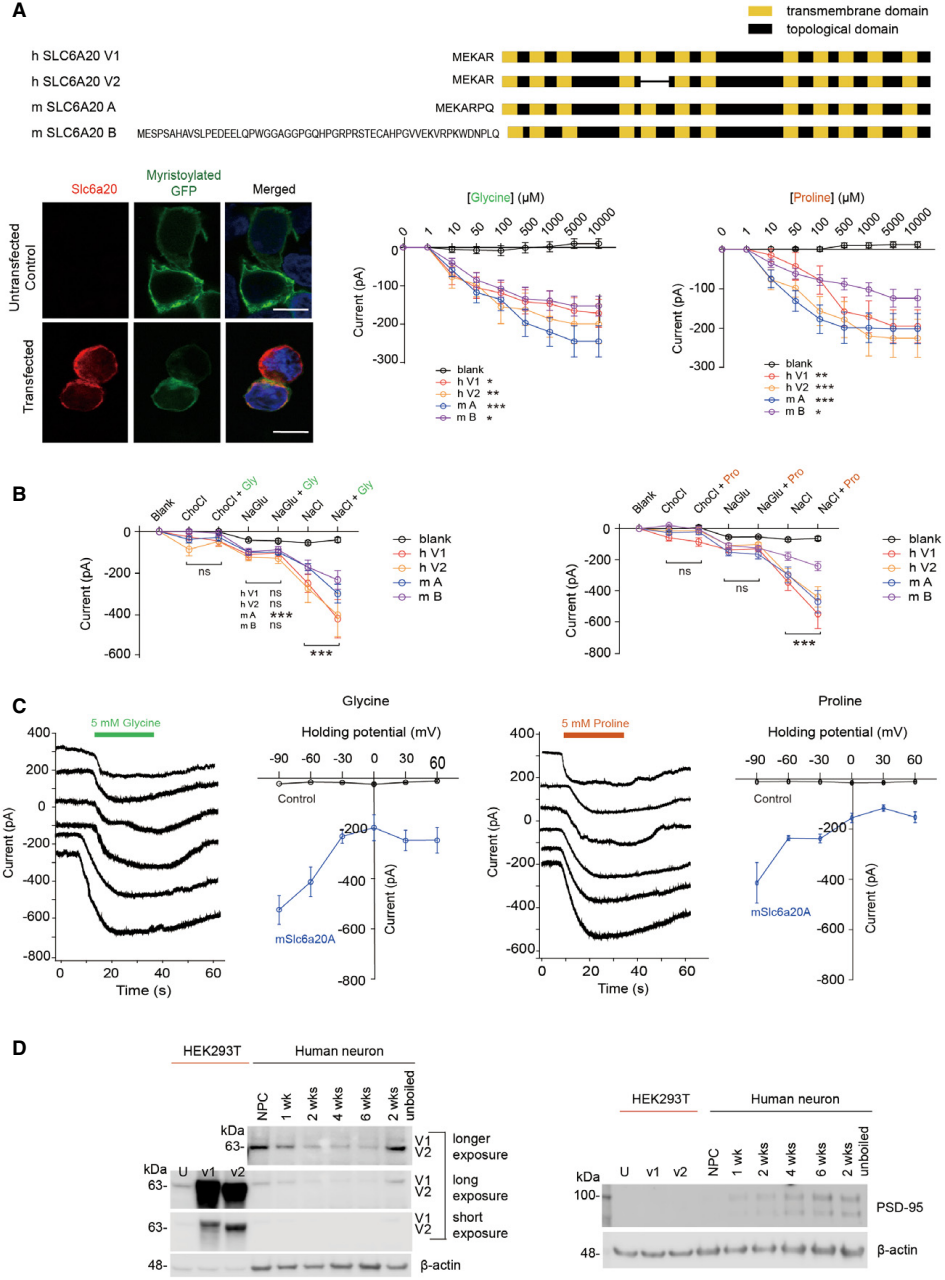
Mouse and human SLC6A20 proteins mediate proline and glycine transports at similar levels, and human neurons express SLC6A20 proteins All four SLC6A20 protein variants (human SLC6A20 v1 and v2; mouse SLC6A20A and SLC6A20B; shown in schematic diagrams) mediate similar levels of glycine and proline transports. HEK293T cells expressing SLC6A20 protein variants were used to measure ensemble currents induced by increasing concentrations of glycine/proline in auto‐patch experiments. Sample images indicate HEK293T cells expressing human SLC6A20 v1; myristoylated GFP expression, used only for this imaging but not for transport measurements, show detectable surface expression of expressed SLC6A20 proteins. Scale bar, 10 μm. Increasing concentrations of glycine/proline were sequentially applied to HEK293T cells, as shown in Appendix Fig S7A. The indicated currents are average values from an ensemble of multiple (~ 20) cells in a single well. (glycine, *n* = 34 cells for untransfected/blank HEK293T cells, 36 for human SLC6A20‐V1, 38 for human SLC6A20‐V2, 48 for mouse SLC6A20A, 51 for mouse SLC6A20B, *P < 0.05, **P < 0.01, ***P < 0.001 (relative to untransfected), two‐way ANOVA with Tukey's test; proline, *n* = 46 cells for non‐transfected, 43 for hSLC6A20‐V1, 31 for hSLC6A20‐V2, 54 for mSLC6A20A, 54 for mSLC6A20B, *P < 0.05, **P < 0.01, ***P < 0.001 relative to untransfected, two‐way ANOVA with Tukey's test). The error bars represent SEM.Glycine/proline‐induced currents for mouse SLC6A20A are dependent on sodium chloride, as shown by the suppression of the currents when sodium chloride is replaced with choline chloride or sodium gluconate. Each experimental condition was sequentially applied to HEK293T cells, as shown in Appendix Fig S7B. The indicated currents are average values from an ensemble of multiple (~ 20) cells in a single well. (glycine, *n* = 21 cells for untransfected/blank, 17 for human SLC6A20‐V1, 25 for human SLC6A20‐V2, 33 for mSLC6A20A, 28 for mSLC6A20B ***P < 0.001 (relative to buffer not containing glycine), two‐way ANOVA with Bonferroni's test; proline, *n* = 17 cells for untransfected, 23 for human SLC6A20‐V1, 47 for SLC6A20‐V2, 31 for mSLC6A20A, and 31 for mSLC6A20B, ***P < 0.001, two‐way ANOVA with Bonferroni's test). The error bars represent SEM.Glycine/proline‐induced currents for mouse SLC6A20A do not show reversal potentials, as shown by the lack of reverse currents induced by increasing holding potentials in HEK293T cells. These experiments were performed using single HEK293T cells in a conventional patch‐clamp (not auto‐patch) setup. (glycine, *n* = 3, 7, 3, 3, 3, and 3 cells for untransfected HEK293T cells, 10, 11, 5, 6, 6, and 5 cells for mouse SLC6A20A, at −90, −60, −30, 0, 30, and 60 mV of holding potentials, respectively; proline, *n* = 4, 7, 4, 5, 3, and 4 cells for untransfected HEK293T cells, 3, 6, 3, 3, 3, and 3 cells for mouse SLC6A20A, at −90, −60, −30, 0, 30, and 60 mV of holding potentials, respectively). The error bars represent SEM.Human neural progenitor cells (NPCs) and neurons differentiated from NPCs for 1–6 weeks express SLC6A20 proteins, as revealed by immunoblot analysis using the SLC6A20 antibody directed against a region of human SLC6A20 (aa 301–369; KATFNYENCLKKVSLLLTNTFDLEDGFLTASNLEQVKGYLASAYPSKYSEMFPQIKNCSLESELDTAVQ; Sigma) that is 83% identical to the mouse SLC6A20 sequence. Two different splice variants of human SLC6A20 (v1 and v2) expressed in HEK293T cells were used as positive controls. PSD‐95, an abundant excitatory postsynaptic scaffold protein, was used as a maker for neuronal maturation, and β‐actin was used as a loading control. Note that the band intensity of “unboiled” SLC6A20 at 2‐week time point is stronger relative to the boiled SLC6A20 band at 2 weeks, in line with that SLC6A20 is a transmembrane protein with twelve transmembrane domains that easily forms larger protein aggregates upon boiling and get stuck at the start location of western gels, decreasing the protein band intensity of SLC6A20. We did not try the unboiling of other samples at different time points because one sample was enough for proof of concept. U, untransfected HEK293T cells; V1/V2, HEK293T cells expressing human SLC6A20‐v1/v2. Source data are available online for this figure.

In control experiments, the proline/glycine‐induced currents for mouse SLC6A20A were confirmed to be sodium chloride (NaCl)‐dependent, being markedly suppressed when sodium chloride was replaced with choline chloride or sodium gluconate (Fig 7B; Appendix Fig S7B). SLC6A20A could transport sarcosine (a positive control transport substrate) in a sodium chloride‐dependent manner but not histidine or GABA (negative control substrates; Appendix Fig S8). In addition, proline/glycine‐induced currents did not show current reversals at positive holding potentials, as shown by the experiments performed using single HEK293T cells expressing SLC6A20A (not multiple HEK293T cells) in a conventional patch‐clamp (not auto‐patch) setup (Fig 7C).

Our results suggest that SLC6A20 regulates extracellular glycine levels and NMDAR function in the mouse brain, implicating SLC6A20 in clinical applications. We thus tested whether SLC6A20 is expressed in the human brain. Immunoblot analysis of human neural progenitor cells (NPCs) and NPC‐derived neurons (1–6 weeks) indicated that SLC6A20 proteins are clearly detected in both NPCs and NPC‐derived neurons, with the expression levels slightly decreasing across the developmental stages (Fig 7D).

## Discussion

### PTEN C terminus and NMDAR function

Our data indicate that PTEN is important for the maintenance of normal excitatory synapse density and synaptic plasticity. The decreased number and function of excitatory synapses in *Pten^ΔC^* ^/^ *^ΔC^* hippocampal DG and CA1 regions are supported EM and mEPSC results (Fig EV2). These results are in sharp contrast with the prevailing notion that PTEN negatively regulates excitatory synapse number, based on the previous studies on mice lacking *Pten* globally or in specific cell types. Specifically, mice carrying a homozygous deletion of *Pten* limited to subsets of differentiated neurons (exons 4–5; *Nse‐Cre*) show dendritic hypertrophy and increased dendritic spine density in DG granule cells (Suzuki *et al*, 2001; Kwon *et al*, 2006). Another study using the same mouse line reports increased excitatory basal transmission in association with increased presynaptic function at DG, but not CA1, synapses at about 14–19 postnatal weeks, but not at 8–12 or 20–30 weeks (Takeuchi *et al*, 2013). Moreover, retroviral‐mediated *Pten* deletion in newborn DG neurons (exon 5; Cre‐expressing retrovirus) induces increases in dendritic spine and excitatory synapse density, as well as in excitatory synaptic transmission (Williams *et al*, 2015). Lastly, Purkinje cell‐specific *Pten* deletion (exon 5; *L7‐Cre*) induces an increase in parallel fiber EPSCs through postsynaptic changes (Cupolillo *et al*, 2016).

This difference between previous and our current results (increased vs. decreased excitatory synapse density and function) may be attributable to the difference between the complete loss of PTEN protein in the previous studies versus deletion of the PTEN C terminus in the current study. For example, targeting exons 4–5 of *Pten* in a previous study completely eliminates the PTEN protein, which induces the disinhibition of the PI3K‐Akt‐mTOR signaling pathway (Suzuki *et al*, 2001; Kwon *et al*, 2006). In contrast, our PTEN‐PB deletion does not induce degradation of the truncated protein or alter the phosphatase function of the protein, as supported by the normal amount of the PTEN protein and normal Akt and mTOR activity downstream of PTEN (Fig EV1). It is unclear how PTEN C‐terminal deletion reduces excitatory synapse number in the *Pten^ΔC^* ^/^ *^ΔC^* hippocampus. A possible mechanism is the suppressed NMDAR function because NMDARs promote the formation and maturation of dendritic spines and excitatory synapses (Engert & Bonhoeffer, 1999; Maletic‐Savatic *et al*, 1999; Hering & Sheng, 2001).

*Pten^ΔC^* ^/^ *^ΔC^* mice also show reduced LFS‐LTD, consistent with previous results (Jurado *et al*, 2010). Surprisingly, our data further indicate that HFS‐LTP is suppressed, whereas TBS‐LTP is not (Fig 1). In addition, the NMDA/AMPA ratio is decreased in *Pten^ΔC^* ^/^ *^ΔC^* mice, whereas AMPAR‐mediated basal transmission and paired‐pulse facilitation are normal. Both direct activation of NMDARs by DCS (glycine‐site co‐agonist) and indirect activation of NMDARs by sarcosine (competitive GlyT1 antagonist) normalize HFS‐LTP as well as LFS‐LTD at *Pten^ΔC^* ^/^ *^ΔC^* SC‐CA1 synapses (Fig 4). These results collectively suggest that reduced NMDAR function may suppress LFS‐LTD and HFS‐LTP.

Glycine and d‐serine act as co‐agonists for extrasynaptic and synaptic NMDARs, respectively (Gray & Nicoll, 2012; Papouin *et al*, 2012). How does this fit with the findings of the present study? Our hypothesis is that the concentration of extracellular glycine is reduced by abnormally increased expression of *Slc6a20a*. If glycine is a specific co‐agonist for extrasynaptic NMDARs, a reduction in ambient glycine concentration would selectively reduce extrasynaptic NMDAR‐mediated currents. This is compatible with our finding because the evoked NMDAR currents measured in our NMDA/AMPA ratio experiments likely reflect both synaptic and extrasynaptic NMDAR activities, given that glutamate molecules spilled over from excitatory synapses would also activate extrasynaptic NMDARs by acting in concert with glycine (Papouin & Oliet, 2014). Our results are also similar to the increased evoked NMDAR currents observed in GlyT1‐mutant mice (Tsai *et al*, 2004b; Gabernet *et al*, 2005).

The reduced NMDAR currents in *Pten^ΔC^* ^/^ *^ΔC^* SC‐CA1 synapses might reflect a change in the ratio of synaptic and extrasynaptic NMDARs involving alterations in NMDAR‐associated synaptic scaffolding proteins such as PSD‐95, GKAP, and Shank. However, our data suggest that PTEN C‐terminal deletion does not affect synaptic levels of NMDAR subunits (Fig EV1H). In addition, PTEN is not tightly associated with postsynaptic multi‐protein complexes, being recruited to synapses in a regulated manner during synaptic plasticity or Aβ‐induced synaptic weakening (Jurado *et al*, 2010; Knafo *et al*, 2016). Moreover, our results indicate that glycine concentrations are strongly correlated with NMDAR functions in multiple experimental conditions (untreated/ASO‐treated *Pten^ΔC^* ^/^ *^ΔC^* mice and *Slc6a20a* ^+/−^ mice).

### SLC6A20A regulates brain glycine homeostasis and NMDAR function

Our data suggest that the reduced NMDAR function in *Pten^ΔC^* ^/^ *^ΔC^* mice involves increased expression of SLC6A20A (Fig 2). Specifically, our RNA‐Seq transcriptomic analyses, performed in an unbiased manner using both DEG and GSEA analyses, indicate an abnormal increase in the expression of *Slc6a20a*, a change also validated by qRT–PCR and immunoblot analyses (Figs 2A and C, and EV1J).

With regard to the mechanisms underlying increased *Slc6a20a* expression in *Pten^ΔC^* ^/^ *^ΔC^* mice, our data suggest that the possibility that altered excitatory synaptic structure or function may liberate synaptic protein/actin‐associated proteins such as β‐catenin that can translocate to the nucleus and regulate gene expression. In line with this hypothesis, excitatory synapse number and synaptic plasticity are suppressed (Figs EV2 and 1), phosphorylation of β‐catenin (Ser‐675) is increased in the nucleus‐enriched P1 fraction but not in whole‐brain lysates of *Pten^ΔC^* ^/^ *^ΔC^* mice (Fig 2D), and β‐catenin binding to the promoter region of the *Slc6a20a* gene is increased (Fig 2F). In addition, a previous study has shown that a mutant PTEN lacking the C‐terminal PB (PDZ‐binding) domain destabilizes adherens junctions in retinal epithelial cells and promotes nuclear localization of β‐catenin to regulate TCF/LEF‐dependent gene expression (Kim *et al*, 2008). In neurons, β‐catenin associates with synaptic N‐cadherin and regulates excitatory synaptic structure and function in an activity‐dependent manner (Yu & Malenka, 2003; Tai *et al*, 2007), In addition, the deletion of Shank3, an abundant excitatory postsynaptic scaffolding protein (Sheng & Kim, 2011), can induce synapse‐to‐nuclear translocation of β‐catenin and alter transcriptional activity through HDAC2 expression (Qin *et al*, 2018).

Previous studies have shown that full‐length PTEN can localize to the nucleus to regulate diverse cellular processes in neuronal and non‐neuronal cells (Gil *et al*, 2007; Planchon *et al*, 2008; Howitt *et al*, 2012; Bassi *et al*, 2013; Zhang *et al*, 2013; Goh *et al*, 2014; Fricano‐Kugler *et al*, 2018; Igarashi *et al*, 2018). For instance, ischemic or excitotoxic neuronal injuries can induce the nuclear localization of PTEN in a ubiquitin‐dependent manner to regulate nuclear signaling pathways and neuronal survival or death (Howitt *et al*, 2012; Zhang *et al*, 2013; Goh *et al*, 2014). Therefore, the PB‐lacking mutant PTEN protein that can no longer be stabilized at synaptic sites, or at subcellular sites of non‐neuronal cells such as those in the meninges, choroid plexus, and capillaries, might abnormally translocate into the nucleus, altering the expression of certain genes in the nucleus, such as *Slc6a20a*. However, a previous study has shown that a mutant PTEN lacking the last three aa residues show unaltered nuclear localization (Gil *et al*, 2006), suggesting that the enhanced expression of *Slc6a20a* is an unlikely consequence of PTEN‐PB deletion.

*Slc6a20a* encodes a proline transporter. Previous *in vitro* studies have reported that SLC6A20A/B preferentially transports imino acids, including proline, hydroxyproline, and betaine, although it also transports amino acids, including phenylalanine, valine, cysteine, glycine, and glutamate, at lower efficiencies (Kowalczuk *et al*, 2005; Takanaga *et al*, 2005). Intriguingly, our data associate increased *Slc6a20a* expression in *Pten^ΔC^* ^/^ *^ΔC^* mice with decreased extracellular proline/glycine levels (Fig 3A–C). In addition, *Slc6a20a* deletion in mice leads to stronger increases in extracellular levels of glycine relative to proline (Fig 6D). More directly, both human and mouse SLC6A20 proteins mediate proline and glycine transports at comparable levels (Fig 7A–C; Appendix Fig S7).

A previous study by Kowalczuk *et al* reported that mouse SLC6A20A, widely expressed in multiple tissues including the brain, mediates strong proline transport but weak glycine transport. This difference may be attributable to that they used Xenopus oocytes, whereas we used HEK293T cells (human embryonic kidney cells), which may provide different cellular environments for protein expression and post‐translational modifications. In support of this possibility, the GAT‐3 GABA transporter has been shown to transport β‐alanine differentially in Xenopus oocytes and mammalian cells; specifically, GAT‐3 can transport both GABA and β‐alanine efficiently (~Km of 18 and 28 µM) in Xenopus oocytes (Liu *et al*, 1993b), whereas the same GAT‐3 can transport GABA but not β‐alanine in HeLa cells (Clark *et al*, 1992). Yet, GAT‐3 can transport β‐alanine and be inhibited of GABA transport by β‐alanine when stably expressed in LLC‐PK_1_ cells, a mammalian cell type (Clark & Amara, 1994). In addition, the concentration of glycine in the brain is much greater than that of proline (i.e., > 10‐folds in humans (Jones *et al*, 2006)). It should be pointed out, however, that extracellular levels of proline are also decreased in *Pten^ΔC^* ^/^ *^ΔC^* mice, although whole‐brain proline levels were not changed, which could be attributable to that SLC6A20A proteins may transport glycine out of the brain in addition to brain cells, whereas they transport proline more strongly into brain cells. Although further details remain to be determined, our results suggest that SLC6A20 proteins act as the regulator of both proline and glycine homeostasis in the brain.

Importantly, *Slc6a20a* is highly expressed in various brain regions, including the choroid plexus and meninges, as supported by our FISH and X‐gal staining results (Fig EV3–5) and previous *in situ* hybridization results (Kowalczuk *et al*, 2005; Takanaga *et al*, 2005; Dahlin *et al*, 2009). In addition, *Slc6a20a* is highly expressed in specific cell types, including astrocytes and microglia, but only modestly (glutamate neurons) or minimally (GABAergic neurons) expressed in others (Fig EV4 and EV5). These results are in line with previous microarray results showing that *Slc6a20a*/*b* expression is detected in choroid plexus epithelial cells, but not in the blood–brain barrier (BBB) endothelial cells (Saunders *et al*, 2013).

Epithelial cells in the choroid plexus serve as a barrier between the blood and cerebrospinal fluid (CSF), a site of CSF production and secretion, and a gatekeeper that regulates the blood–CSF transport of small molecules through specific transporters (Saunders *et al*, 2008; Engelhardt & Sorokin, 2009; Saunders *et al*, 2013). The outer cells in the meninges also function as a barrier between blood and CSF, and regulate various transports (Saunders *et al*, 2008; Engelhardt & Sorokin, 2009). Astrocytes also rapidly take up and degrade glycine, producing and releasing serine and lactate (Verleysdonk *et al*, 1999). In addition, it has been shown that brain‐to‐blood efflux exists for various neurotransmitters and small molecules (Takanaga *et al*, 2002; Ohtsuki, 2004).

These observations collectively suggest the possibility that an increase in *Slc6a20a* expression at sites of blood–CSF barriers, such as choroid plexus and meninges, or in metabolically active astrocytes and microglia might alter the transport or clearing of imino and amino acids, including proline and glycine, and alter the concentration of these molecules in the whole brain or in local environments around synapses. Our data seem to support both hypotheses (glycine regulation around the synapse) because (i) ASO‐mediated suppression of *Slc6a20a* expression normalizes whole‐brain glycine levels, NMDAR function, and repetitive climbing in *Pten^ΔC^* ^/^ *^ΔC^* mice (Fig 5) and (ii) *Slc6a20a* ^+/−^ and *Slc6a20a* ^−/−^ mice display increased levels of extracellular glycine/proline and NMDAR function in the brain (Fig 6).

Although further details remain to be elucidated, our results at minimum suggest that (i) SLC6A20A is a novel regulator of brain glycine and proline homeostasis; (ii) SLC6A20A could underlie abnormal synaptic functions and behaviors; (iii) *Slc6a20a* expression can be altered by defects in brain disease‐related proteins, such as PTEN; and (iv) SLC6A20A could be a potential target for intervention in brain disorders associated with lowered NMDAR function, including schizophrenia and ASD (Olney *et al*, 1999; Lee *et al*, 2015). Importantly, *SLC6A20*, in addition to *SLC6A5* (GlyT2), has been implicated in schizophrenia in recent exome‐sequencing studies (Purcell *et al*, 2014) (see also http://atgu.mgh.harvard.edu/~spurcell/genebook/genebook.cgi?user=guest&cmd=overview). In addition, we normalized the phenotypes of *Pten^ΔC^* ^/^ *^ΔC^* mice using antisense oligonucleotides (Fig 5), a clinically more relevant preparation (Rinaldi & Wood, 2018). Moreover, SLC6A20 proteins could be detected in human NPCs and NPC‐derived neurons (Fig 7D).

Lastly, human mutations in *SLC6A20*, encoding the SLC6A20 protein that can mediate proline transport, have been linked to complex digenic iminoglycinuria (a renal disorder with impaired reabsorption of glycine and imino acids [proline and hydroxyproline]) and hyperglycinuria (Broer *et al*, 2008). In addition, known glycine transporters such as GlyT1 and GlyT2 encoded by SLC6A9 and SLC6A5, respectively, are associated with glycine encephalopathy (Alfadhel *et al*, 2016; Kurolap *et al*, 2016). GlyT1‐ and GlyT2‐mutant mice also show early postnatal lethality associated with impaired glycinergic transmission and phenotypes mimicking human glycine encephalopathy and hyperekplexia (Gomeza *et al*, 2003a; Gomeza *et al*, 2003c; Eulenburg *et al*, 2010). It is thus possible that *Slc6a20a* ^−/−^ mice may also display impaired renal glycine/proline transport or glycinergic transmission. However, WT, *Slc6a20a* ^+/−^, and *Slc6a20a* ^−/−^ mice show a Mendelian ratio of 1.00:1.93:0.55, unlike the early postnatal lethality of GyT1‐ and GlyT2‐null mice (Gomeza *et al*, 2003a; Gomeza *et al*, 2003c). In addition, SLC6A20A proteins are detected in various brain areas, including cortical and hippocampal regions (Fig EV3B), contrary to GlyT1 and GlyT2 that are more strongly expressed in brain stem areas (Gomeza *et al*, 2003b; Betz *et al*, 2006; Harvey & Yee, 2013), where glycinergic transmission critically regulates respiratory and motor function. These aspects led us not to test glycinergic transmission in the brain stem areas of *Slc6a20a* ^−/−^ mice in the present study, although it should be directly tested in future studies.

In conclusion, our results indicate that PTEN‐PB deletion leads to marked decreases in excitatory synapse number and NMDAR‐dependent synaptic transmission and plasticity that are associated with repetitive climbing behavior in mice, and reveals a novel role of SLC6A20A in the regulation of brain glycine homeostasis and NMDAR function.

## Materials and Methods

### Animals

*Pten^ΔC^* ^/^ *^ΔC^* mice (*Pten^tm(Q399stop)amc^* *mice*) have been previously reported (Knafo *et al*, 2016). Mouse genotyping was performed by polymerase chain reaction (PCR) using the following primers: 5′‐ AAG TGG CTG AAG AGC TCT GA ‐ 3′ and 5′‐ CAG CCA ATC TCT CGG ATG TC‐3′. The expected size of mutant PCR band was 460 bp, while WT band was 160 bp. *Slc6a20a*‐mutant mice were purchased (EMMA ID: 09248, *Slc6a20a tm1b(KOMP)Wtsi*) as sperms and generated through *in vitro* fertilization. Tm1b allele is reporter‐tagged deletion allele (post‐Cre). Exon3 was deleted by creating a frame‐shift using Cre recombination. The neo selection cassette was removed, while LacZ reporter cassette was kept to visualize the gene expression at the protein level. The genotyping primers used are as follows: for WT alleles: Slc6a20a_Ef2 5′CCAAGGTCAACAGCTCCGTCCA3′, Slc6a20a_Er 5′GAGAAGTGCCAACCATATGCCTAATGC3′ and for mutant tm1b_forw 5′CGGTCGCTACCATTACCAGT3′ and Floxed LR 5′ACTGATGGCGAGCTCAGACC3′. Both of these mice strains were maintained according to the Requirements of Animal Research at KAIST, and experimental procedures were approved by the Committee on Animal Research at KAIST (KA2012‐19 and KA2020‐89).

### RNA‐Seq library preparation and sequencing

P21 mouse brains were dissected carefully and soaked in RNAlater solution (Ambion, AM7020) to stabilize RNA. RNA extraction, library preparation, cluster generation, and sequencing were conducted by Macrogen Inc. (Seoul, Korea). RNA samples were prepared for sequencing using a TruSeq RNA Sample Prep Kit v2 (Illumina) according to the manufacturer's instructions. Sequencing was carried out using an Illumina's HiSeq 4000 to generate 101‐bp paired‐end reads. Image analysis and base calling were performed with the standard Illumina software RTA (Real‐Time Analysis v2.7.3). The BCL (base calls) binary was converted into FASTQ utilizing Illumina package bcl2fastq (v2.17.1.14). An approximate average of 69 million reads per replicate was obtained. Raw data were submitted to the GEO (Gene Expression Omnibus) repository with accession GSE119236.

### RNA‐Seq analysis

The raw reads were pre‐processed using Trimmomatic (Bolger *et al*, 2014) (version 0.35, options: LEADING:3 TRAILING:3 MAXINFO:80:0.4 MINLEN:36) and the trimmed reads were aligned to the *Mus musculus* genome (GRCm38) using TopHat2 (version 2.1.0) with default parameters (Kim *et al*, 2013). The gene‐level read counts were calculated from the aligned reads by using HTSeq (Anders *et al*, 2015). Further normalization and differential gene expression analysis were carried out using R/Bioconductor DESeq2 package (Love *et al*, 2014). The *P*‐values obtained by the Wald test were first corrected by applying empirical estimation of the null distribution using the R fdrtool (v.1.2.15) package and then were adjusted for multiple testing with the Benjamini–Hochberg correction. Genes with an adjusted FDR value < 0.1 were considered to be differentially expressed.

### Gene set enrichment analysis

The GSEA tool (gsea2‐2.2.4.jar) (Subramanian *et al*, 2005) was used to determine whether *a priori*‐defined gene sets showed statistically significant differences between *Pten^ΔC^* ^/^ *^ΔC^* and wild‐type mice. Specifically, GSEA analysis was performed using GSEA Pre‐ranked module on gene set C5 category downloaded from Molecular Signature Database (MSigDB) v6.0 (http://software.broadinstitute.org/gsea/msigdb) and the input rankings of all expressed genes were based on the sign of the fold change multiplied by the inverse of the *P* value. GSEA calculates an enrichment score (ES), which reflects the degree to which a gene set is overrepresented at the highly up‐ (positive ES) or downregulated (negative ES) gene lists. NES, normalized enrichment score (ES), is the primary statistics for gene set enrichment results and calculated for each gene set based on permutation. All the recommended default settings with 1,000 permutations and a classic scoring scheme were used, and the gene sets with FDR (*q*‐value) < 0.05 were considered significantly enriched.

### qRT–PCR

To quantify mRNA levels, total brain RNAs were extracted, and cDNAs were synthesized using TOPscript^™^ cDNA synthesis kit (Enzynomics, EZ005) according to the manufacturer's instructions. SsoAdvanced^™^ SYBR® Green Supremix (BIORAD, 1725260) and CFX96^™^ Real‐Time System were used for real‐time PCR. The following primers were used:

Omd For: 5′cacactgagccatctcaccagc3′, Rev: 5′ggctcttggtcataatcgtcatccca3;

Bst2 For: 5′gaacaccacgcacctgttgca3′ , Rev: 5′ctccagggcttgagacaccttct3′;

Nkx2‐1 For: 5′ ggggacgtgagcaagaacat3′, Rev: 5′ tagcctggcgcttcatcttg3′;

Cep295nl For: 5′ggctcagtcatctggagacgca3′, Rev: 5′ggctggcatctctaacggcttct3′;

Bche For: 5′gcagactcagcataccaaggt3′, Rev: 5′ ggataccgagaaaggcagtca 3′;

Fezf1 For: 5′ ccaaatgccaagcccaaagtt 3; Rev: 5′ tcccacacactttacacacga 3′;

Hmcn2 For: 5′cctctattcctgccaggctgaga3′, Rev: 5′caatgtcacatcagcaccagcca3′;

Slc6a20a (for aso knockdown validation, Fig 5B):

For: 5′ ctcacgggaacactgcagtacca3′, Rev: 5′ gatgaagccaccagcaaaccgat3′;

Slc6a20a (for slc6a20a mRNA expression, Fig 6B):

For: 5′ ttctcactgggcttgggtttt 3′, Rev: 5′ ggcaaatatggaggtggagct3′;

Slc6a20a (for PTEN399 RNA‐seq validation, Fig EV1):

For: 5′cagcaaggtcatctccagctacct3′, Rev: 5′ccatggtgaacaccatgccaaca3′;

Slc6a20b For: 5′ gtaccaagcctgggatgctactca 3′, Rev: 5′ ctgatcttgaagtggcgtgtgaca 3′;

Fam167 For: 5′ ggagagaagggtgaggaggat 3′, Rev: 5′cactcaagcgcagaatccatg3′;

Gapdh For: 5′tcagcaatgcatcctgcaccacc3′, Rev: 5′tggcagtgatggcatggactgtg3′.

### Chromatin immunoprecipitation analysis

Brain tissues (50 mg) was collected, cross‐linked with 1% formaldehyde for 10 min, and quenched by the addition of glycine (at the final concentration of 0.125 M) for 5 min before freezing at −80°C. The chromatin was extracted by the 1% SDS lysis buffer and was subsequently sheared using an S220 Focused‐ultrasonicator (Covaris) while still in the 1% SDS lysis buffer. After centrifugation, ~ 1% of the supernatant was saved to use as input controls. The supernatant was incubated with (i) antibodies against β‐catenin (BD bioscience, 5 μl per reaction) and (ii) sepharose A + G agarose 50% slurry overnight at 4°C under constant rotation. After washing five times, the bound complex was eluted from the beads by incubating with 250 μl elution buffer twice at room temperature. After reversing cross‐links in 65°C overnight, proteins and RNA were removed using proteinase K (Invitrogen) and RNase (Roche), respectively. Then, the immunoprecipitated DNA and input DNA were purified by phenol/chloroform extraction. The quantification of ChIP signals was calculated as percent input. Primers targeting multiple sites in the region upstream of TSS (transcriptional start site) were designed and pretested in both input and ChIP samples. Only those with solid signals in both input and ChIP samples were chosen for the experiment. Purified DNA was subjected to qPCRs with primers against mouse *slc6a20* promoter. P1 (forward, −454 to −474 bp relative to TSS, 5′‐TCCCAGAGGAGAGATGACTTT‐3′; reverse, −543 to −562 bp relative to TSS, 5′‐CCCATGTGTGCTAGGATCAA‐3′); P2 (forward, −1,469 to −1,491 bp relative to TSS, 5′‐GATTTGCATTTGTATCCCTGCTC‐3′; reverse, −1,582 to −1,602 bp relative to TSS, 5′‐GAATACCTCTCCTGCCCAAAC‐3′); P3 (forward, −1,597 to −1,618 bp relative to TSS, 5′‐ GTATTCAGCTCAGTGGGTAGAG‐3′; reverse, −1,667 to −1,687 bp relative to TSS, 5′‐ CCACCATACACACCCAGTTAC ‐3′); P4 (forward, −3,051 to −3,071 bp relative to TSS, 5′‐CTCTAACCTGACAAGCTCCAC‐3′; reverse, −3,133 to −3,155 bp relative to TSS, 5′‐TCAGTGTCCACACACTACATTAC‐3′).

### Microdialysis

Mice were anesthetized with ketamine and xylazine (0.0275 μg/g or 27.5 μg/kg) and mounted in a stereotaxic frame (Kopf). After exposing the skull and drilling a hole, a CMA 8 Guide Cannula (CMA Microdialysis) was inserted in the hippocampus (AP: −1.6 mm; ML: −1.6 mm from bregma; DV, −1.2 for cannula and −1.7 for probe). In addition, additional screws were implanted in the skull to serve as an anchor. The protruding part of the CMA 8 Guide Canula, along with the anchor screws, were fixed with Zinc Polycarboxylate dental cement. One week after the guide cannula insertion, mice were anesthetized again, and CMA 8 Elite Microdialysis Probes (membrane diameter 0.5 mm, length 1 mm; stainless‐steel shaft diameter 0.4 mm) was inserted through the guide cannula. The probe was connected to a microinjection pump (CMA Microdialysis) with polyethylene tubing (PE 50) and FEP tubing (INSTECH). Then, the probe was perfused with Perfusion Fluid CNS (CMA Microdialysis) into the inlet of the probe at a flow rate of 2 μl/min. Perfusates from the outlet of the tubing were automatically collected in plastic vials at 6°C using CMA 470 refrigerated fraction collector. Appropriate volumes of dialysates were collected (100 and 50 μl, respectively) for the analysis of glycine and proline concentrations. Dialysates were stored at −20°C and then analyzed using Mass spectrometry and HPLC and Liquid chromatography and mass spectrometry (LC‐MS/MS).

### Glycine measurement using HPLC

Briefly, the derivatization was performed by mixing 100 μl *in vivo* microdialysate or standard solutions in 5% trichloroacetic acid (TCA) in 1:1 ratio. The mixture was centrifuged at 15,520 *g* for 15 min, after which only the supernatant was taken and syringe filtered (0.2 µm) before being subjected to analysis. The analysis used a Hitachi L‐8900 Automatic Amino Acid Analyzer (Hitachi High‐Technologies Corporation, Tokyo, Japan) with a 4.6 mm (ID) × 60 mm ion exchange column (Hitachi High‐Technologies Corporation) in the Center for Research Facilities at Chungnam National University. Detection was by ninhydrin postcolumn derivatization (Wako Ninhydrin Coloring Solution Kit for HITACHI). An external standard was used to calculate the concentration of each amino acid.

### Proline measurement using LC‐MS/MS

The quantitative analysis of proline in CSF samples was performed by high performance liquid chromatography combined with hybrid triple quadrupole mass spectrometry (QTRAP 4000 QTRAP AB SCIEX, Foster City, CA, USA). Proline was separated by linear gradient elution at 300 μl/min using an amide column (50 mm × 2.1 mm i.d., 3.5 μm; Waters, USA). The mobile phase was composed of 0.1% formic acid in water (eluent A v/v) and 0.1% formic acid in acetonitrile (eluent B v/v) according to the following protocol: starting at 5% A from 0 to 0.01 min, increasing to 60% A at 4.0 min, remaining at 60% A to 4.1 min, and then re‐equilibrating to the initial condition from 4.2 to 7 min. Multiple reaction monitoring (MRM) mode by electrospray positive ionization (ESI+) was used for quantification of proline according to the ionic transition *m*/*z* 116.0 → 70.1 and 98.3.

### Slice electrophysiology

Mice (P17–23, P19–37 for ASO) were anesthetized using isofluorane (Terrell), and brains were surgically prepared after carefully removing the skull. Sagittal hippocampal slices (300 μm) were prepared using a vibratome (Leica VT1200) and ice‐cold sucrose‐based artificial cerebrospinal fluid (sCSF) buffer containing (in mM): 212 sucrose, 10 d‐glucose, 25 NaHCO_3_, 5 KCl, 1.25 NaH_2_PO_4_, 1.25 l‐ascorbic acid, 2 Na‐pyruvate, 3.5 MgSO_4_, and 0.5 CaCl_2_ bubbled with 95% O_2_ and 5% CO_2_. The slices were recovered in a chamber while submerged in artificial cerebrospinal fluid buffer (aCSF) held at 32°C, containing (in mM): 125 NaCl, 10 d‐glucose, 25 NaHCO_3_, 2.5 KCl, 1.25 NaH_2_PO_4_, 1.3 MgCl_2_, and 2.5 CaCl_2_ for 30 min and subsequently recovered at room temperature for 30 min while being bubbled with 95% O_2_ and 5% CO_2_ through the entirety of the process.

For whole‐cell patch recording, borosilicate glass pipettes (Harvard Apparatus) were pulled with a micropipette puller (Narshige). To record CA1 pyramidal cells, recording pipettes (3–4 MΩ) were filled with the following internal solutions: (i) for EPSC experiments (in mM): 117 CsMeSO_4_, 10 TEA‐Cl, 8 NaCl, 10 HEPES, 5 QX‐314‐Cl, 4 Mg‐ATP, 0.3 Na‐GTP, 10 EGTA with pH 7.3, and 285–300 mOsm, and (ii) for IPSC experiments (in mM): 115 CsCl2, 10 TEA‐Cl, 8 NaCl, 10 HEPES, 5 QX‐314‐Cl, 4 Mg‐ATP, 0.3 Na‐GTP, 10 EGTA with pH 7.3, and 285–300 mOsm.

Data were filtered at 2 kHz and digitized at 10 kHZ using Multiclamp 700B and 1440 Digitizer (Molecular Devices). Series resistance was monitored in each sweep by measuring the peak amplitude of capacitance currents in response to short hyperpolarizing step pulse (5 mV, 40 ms). The acquired data were analyzed using Clampfit 10 (Molecular Devices).

Brain slices at P17–23 were used to measure miniature currents while holding at −70 mV. For mEPSC measurements, picrotoxin (100 μM) and tetrodotoxin (10 μM) were added to aCSF to block action potentials and inhibitory currents, respectively. For mIPSC measurements, NBQX (100 μM), AP5 (100 μM), and tetrodotoxin (TTX; 10 μM) were added to block AMPAR‐mediated currents, NMDA‐mediated currents, and action potentials, respectively. For spontaneous miniature recordings—sEPSC and sIPSC—similar process as the miniature counterparts mEPSC and mIPSC were followed, except for TTX, which was not added to allow for network activity and modulation of synaptic transmission.

For NMDA/AMPA ratio, picrotoxin (100 μM) was added to block GABA_A_ receptor‐mediated currents from slices at P17–21 (P20–37 for ASO). CA1 somatic cells were voltage clamped at −70 mV to measure AMPAR‐mediated EPSCs, which were evoked every 15 s by the stimulation of stratum radiatum (SR) dendritic field. After obtaining a stable baseline, 30 consecutive responses were recorded as AMPAR components. The holding potential was then changed to +40 mV on the same neuron to measure NMDAR‐mediated EPSCs. The NMDA component was determined by measuring the amplitude 60 ms after the stimulation. The ratio was calculated by dividing the average of 30 NMDAR EPSCs (peak amplitudes) by the average of 30 AMPAR EPSCs.

For extracellular field recordings, both stimulating and recording pipettes were filled with the aCSF solution and recorded at the stratum radiatum (SR) of the hippocampal CA1 region by stimulating the axon fibers of Schaeffer collateral from CA3. To induce HFS‐LTP, high‐frequency stimulation (100 Hz, 1 s) was applied after a stable baseline was acquired. For TBS‐LTP, after acquisition of a stable baseline for 20 min, slices (4–6 weeks) were stimulated with 10 trains of four pulses at 100 Hz and responses were recorded for 1 h after the stimulation. For NMDA‐dependent LTD, we added picrotoxin (100 μM) to aCSF and used slices at P16–22. After a stable baseline for 20 min, we stimulated the slices with low‐frequency stimulation (1 Hz, 900 pulses for 15 min) followed by 1‐h measurements of responses. For mGluR‐dependent LTD, after 20‐min stable baseline, we bath applied DHPG (50 μM) in aCSF to induce LTD for 10 min and recorded the responses for 1 h in the presence of picrotoxin (100 μM). The average rise slopes of fEPSPs during the last 10 min were compared. For input–output experiments, input was defined as the peak amplitude of the fiber volley, and the output was defined as the initial slope of fEPSP. The stimulation intensity ranged from 5 to 35 μA with 2.5‐μA increments per minute. Paired‐pulse facilitation was measured as by evoking two fEPSPs with inter‐stimulus intervals ranging from 25 to 300 ms, and the ratios were calculated by dividing the initial slope of the second fEPSP by that of the first fEPSP. For LTP rescue experiments, 20 μM DCS and 750 μM sarcosine were used. For LTD rescue experiments, 10 μM DCS or 750 μM sarcosine were used.

### Immunohistochemistry

Mice were transcardially perfused using cold 1% heparin followed by 4% paraformaldehyde‐based fixation. Coronal slices (40 μm) were prepared using vibratome (Leica) and washed with 1× PBS for three times. After the 30 min of permeabilization (0.1% Triton‐X) and 1 h of blocking (0.1% Triton‐X/10% appropriate serum, in which the 2^nd^ antibodies were made), primary antibody incubation was performed using NeuN (Millipore, MAB377) in 0.1% Triton‐X PBS solution at 4°C for overnight. Next day, after washing three times with 1× PBS, secondary antibody incubation was performed using antibodies coupled to FITC (1:500), in 0.1% Triton‐X in PBS at room temperature for 1 h. After washing three times with 1× PBS, the slices were incubated on cover slides with fluoroshield (Sigma) for DAPI staining for cell body staining. Z‐stacked images were acquired using a confocal microscope (LSM 780, Zeiss). Slices were kept under the condition of cryo‐protectant solution which contained 30% sucrose and 30% ethylene glycol in PBS for future use.

### Fluorescent *in situ* hybridization

Frozen sections (14 µm thick) were cut coronally through the hippocampal formation. Sections were thaw‐mounted onto Superfrost Plus Microscope Slides (Fisher Scientific 12‐550‐15). The sections were fixed in 4% paraformaldehyde for 10 min, dehydrated in increasing concentrations of ethanol for 5 min, and finally air‐dried. Tissues were then pre‐treated for protease digestion for 10 min at room temperature. For RNA detection, incubations with different amplifier solutions were performed in a HybEZ hybridization oven (Advanced Cell Diagnostics) at 40°C. In this study, we used fluorescent probes to label Slc6a20, PTEN, Slc6a9 (Glyt1), GFAP, Aif1, Gad1/2, and Vglut1/2. Synthetic oligonucleotides in the probes targeted the following mouse mRNAs; Slc6a20 (nt 424–1,313 of Mm‐Slc6a20), PTEN (903–1,906 of Mm‐Pten‐C1, C2), Slc6a9 (nt 958–2,222 of Mm Slc6a9‐C2), GFAP (nt 2–1,761 of Mm‐GFAP‐C3), Aif‐1 (nt 31–866 of Mm‐Aif‐C3), Vglut1 (nt 464–1,415 of Mm‐Slc17a7/Vglut1‐C2), Vglut2 (nt 1,986–2,998 of Mm‐Slc17a6/Vglut2‐C3), Gad1 (nt 62–3,113 of Mm‐Gad1‐C3), and Gad2 (nt 552–1,506 of Mm‐Gad2‐C2; Advanced Cell Diagnostics, Hayward, CA). The labeled probes were conjugated to Atto 550 (C1), Alexa Fluor 488 (C2), and Atto 647 (C3; Advanced Cell Diagnostics). The labeled probes were conjugated to Atto 550 (C1), Atto 647 (C2), and Alexa Fluor 488 (C3). The sections were hybridized at 40°C with labeled probe mixtures (C1 + C2 + C3) per slide for 2 h. Then, the nonspecifically hybridized probes were removed by washing the sections, three times each in 1× wash buffer at room temperature for 2 min. Amplification steps involved sequential incubations with Amplifier 1‐FL for 30 min, Amplifier 2‐FL for 15 min, Amplifier 3‐FL for 30 min, and Amplifier 4 Alt B‐FL at 40^o^C for 15 min. Each amplifier solution was removed by washing three times with 1× wash buffer for 2 min at RT. Fluorescent images were acquired using TCS SP8 Dichroic/CS (Leica) and analyzed using ImageJ software.

### Total lysates and crude synaptosomes

For whole brain and hippocampus lysates, brain tissues from *Pten^ΔC^* ^/^ *^ΔC^* and WT mice were sonicated on ice in RIPA buffer (1% NP40, 1% sodium deoxycholate, 0.1% SDS, 150 mM NaCl, 50 mM Tris–HCl, pH 7.2) containing protease and phosphatase inhibitors, using anvibra‐cell ultrasonic liquid processors (sonics and materials inc., CT). Samples were centrifuged at 15,000 *g*, and supernatants were used for protein determination. After immunoblotting, HRP‐conjugated and fluorescent secondary antibody signals were detected by Odyssey Fc Dual Mode Imaging System (Li‐COR). Signals were quantified using Image Studio Lite (Ver 4.0). The following antibodies were purchased: PTEN (cell signaling, 9559) pPTEN (Ser380/Thr382/383, cell signaling, 9549), AKT (cell signaling, 9272), pAKT (Ser472, cell signaling, 9271), mTOR (cell signaling, 2983), pmTOR (Ser2448, cell signaling, 2971), GluA1 (#1193), GluA2 (#1195), GluA1 S845 (Millipore, 04‐1073), GluA1 S831(Millipore, 04‐823) and GluN1 (BD bioscince, 556308), GluN2A (millipore, 07‐632), GluN2B (Neuromab, 75‐101), mGluR1 (Millipore, 07‐617), mGluR5 (Millipore, AB5675), GSK3β (cell signaling, 9315), pGSK3β(Ser9, cell signaling, 9336), pERK (Thr202/Tyr204, cell signaling, 9101), ERK (cell signaling, 9102), p38 (cell signaling, 9212), pp38 (Thr180/Tyr182, cell signaling, 9211), β‐catenin (BD transduction, 610154), pβCatenin (Ser‐552, cell signaling, 9566), pβCatenin (Ser‐675, cell signaling, 4176), SLC6A20 (Thermofisher, PA5‐68332) for mouse brain lysates, SLC6A20 (Sigma, WH0054716M2) for human neurons, β‐actin (Sigma, A5316), and α‐tubulin (Sigma, T5168).

### ELISA

Whole‐brain tissues were homogenized with ice‐cold lysis buffer (50 mM Tris–HCl, pH 7.2, 150 mM NaCl, 1% NP40) containing protease inhibitors. For Slc6a20a and control WT samples, the brains were perfused with PBS before the homogenization. Following brief sonication using an Ultra‐Turrax T25 homogenizer, the samples were centrifuged at 15,520 *g* for 20 min at 4°C to pellet the cell debris. The supernatant was collected for direct protein analysis. Tissue concentrations of proline, and glycine were determined using Research ELISA kits for proline (MBS7202081, Mybiosource, CA, USA) and glycine (BA E‐2100, ImmuSmol, Talence, France), respectively, following the manufacturer's instructions. Total protein concentration was measured using BCA Protein Assay (Pierce Biotechnology, Rockford, IL, USA). OD was measured using Infinite m200 (Tecan).

### X‐gal staining

Mice (P21) were perfused transcardially with 4% paraformaldehyde. Brains were removed and sectioned into 300 μm slices. Slices were incubated in staining solution (5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_•3H_2_O, 2 mM MgCl_2_, 0.01% deoxycholate, 1 mg/ml X‐gal, 0.02% NP‐40 in PBS) for 2 h at room temperature. Stained slices were washed four times with PBS and mounted for light microscopy.

### Behavioral assays

All behavioral assays were performed using age‐matched male WT mice (2–5 months). All behavior studies were performed during light‐off periods, except for home cage nesting behavior. There were at least 1‐day‐long rest periods between tests. All data were, unless specified otherwise, analyzed using Ethovision XT 10 (Noldus), and all analyses were performed in a blind manner.

### Laboras test

Long‐term (69 h for adult mice and 72 h for juvenile mice) locomotor, climbing, rearing, grooming, eating, and drinking activities were recorded and automatically analyzed using the Laboratory Animal Behavior Observation Registration and Analysis System (LABORAS: Metris). Mice were individually caged in a specialized LABORAS recording environment for the duration of recording and fed *ad libitum*.

### Juvenile play

Direct interaction was performed as previously described (McFarlane *et al*, 2008). Social interaction test sessions were conducted during the first half of the dark cycle in a quiet, dimly lit room illuminated by a single 25 W red light. For juvenile play, P21 mice were brought to the testing room from their home cages for pre‐exposure to the experimental conditions. After an hour of isolation, pairs of same sex and genotype but non‐sibling mice from different litters were placed in the testing arena, and their interactions were recorded for 30 min. Nose‐to‐nose sniffing, following, mounting, and allo‐grooming were quantified manually as measures of direct social interaction.

### Nesting behaviors

Home cage social behaviors were measured as previously described (Long *et al*, 2004). Mice were individually housed in separate cages with a commercial nesting block. The amount of chewed nestlet and nesting was scored manually every 24 h for 3 days (at 24, 48, and 72 h).

### Maternal homing test

Maternal homing test was performed as previously described (Zhan *et al*, 2014). P19 mice were separated from the mother for at least 30 min before testing. The testing was divided into two stages; (i) nest homing and (ii) maternal homing. (i) For the nest homing, fresh bedding was placed in one corner and bedding from home cage was placed in the opposite corner of a 40 × 40 × 40 cm white acryl box, with the other two corners being empty. The subject was placed in one empty corner, and its movements were recorded for 3 min. (ii) For the maternal homing stage, an empty container and another container containing the mother of the subject were placed in the two previously empty corners. The subject mouse was then placed in the corner with the home cage bedding, and its movements were recorded for 5 min.

### Open field test

Each mouse was placed in the customized open field box (40 cm × 40 cm × 40 cm). The mouse was allowed to move freely inside the box for 1 h, and the activity was video‐recorded. The brightness was adjusted to 100 lux for a normal open field test and 0 lux for the light‐off version of the open field test. Activities of each mouse such as distance travelled and time spent in the center region of the box were analyzed using EthoVision XT 10 (Noldus).

### Novel object recognition test

For novel object recognition test, each mouse was exposed to two identical objects in the center region of an open field box for 10 min on the first day. Next day, one of the two objects was randomly chosen and switched to a new object, and the mouse was allowed to explore the two objects for 10 min. The 10‐min exploration on the second day was used to evaluate novel object exploration. The reaction time toward the object was defined as time a mouse spent sniffing for longer than 1 s. When the mouse touched or climbed over the object, these activities were not counted as reaction time.

### Self‐grooming, digging, and marble burying

For home cage self‐grooming test, each mouse was placed into a new home cage without bedding and allowed to freely move. Self‐grooming activity during 15 min was analyzed. The light in the booth was adjusted to 50 lux. Self‐grooming was defined as stroking or scratching of its face or body, or licking its body parts. For digging test, home cages were filled with 2‐cm‐deep beddings, where mice were placed for 5 min, and the activities were measured and analyzed. Digging was defined as digging out beddings using its head or forelimbs. Self‐grooming and digging were scored as the duration of each behavior in a double‐blind manner. Marble burying was performed as described previously (Deacon, 2006). Briefly, mice were placed in the corner of a cage, containing 3‐cm‐thick beddings and 21 marbles (metal, 2 cm in diameter, ordered 3 by 7), Mice were allowed to freely explore the cage for 30 min. Afterward, the number of marbles buried were counted in a blind manner. A marble was considered to be buried when the two‐thirds of its height was hidden in beddings.

### Three‐chamber test

Three‐chamber apparatus has been previously described (Nadler *et al*, 2004; Silverman *et al*, 2010). Mice were isolated in a single cage for 4 days prior to the test, while the stranger mice (129S1/SvlmJ strain) were group‐housed (4–6 mice). The test consisted of three phases: empty‐empty (habituation), stranger 1‐object (S1‐O), and stranger 1 (old stranger)‐stranger 2 (new stranger; S1–S2) phases. The test was conducted after 30‐min habituation in an experimental booth. The white acrylic three‐chambered apparatus (60 × 40 × 20 cm) included two small containers for an object or a stranger mouse in the upper or lower corner of the two side chambers. In the first habituation phase, a test mouse was placed in the center area of the three‐chambered apparatus and allowed to freely explore the environment for 10 min. In the second S1‐O phase, a stranger mouse (S1) and an inanimate blue cylindrical object (O) were placed in the two corner containers. A stranger mouse was randomly positioned in the left or right chamber. The test mouse was allowed to explore the stranger mouse or the object freely. In the third S1–S2 phase, the object was replaced with a new stranger mouse (S2). The test mouse was allowed to freely explore and interact with both stranger mice. For the analysis, sniffing times were measured using EthoVision XT 10 (Noldus) software. Sniffing was defined as the nose part of the test mouse being positioned within 20% from a container.

### Morris water maze test

This test was performed as described previously (Won *et al*, 2012). A white plastic tank (120 cm) was filled with water with white paint until the platform was hidden under depth of 1 cm of water. Mice were trained to swim to find the hidden platform (10 cm diameter) and stay for 15 s. There were three trials per day. Mice were guided to the platform by human hands if mice failed to find the platform within 60 s. Training continued until the average time for reaching the platform of WT mice fell below 20 s. The probe test was performed once on the test day for 1 min. The reversal memory after the probe test was performed by switching the location of the platform to the opposite quadrant. For long‐term memory, mice underwent same training as above, and tested after 7 days. The data were analyzed using EthoVision XT 10 (Noldus).

### Elevated plus‐maze and light‐dark test

For the elevated plus‐maze test, mice were singly placed on the center of the elevated plus maze and allowed to explore for 10 min. The apparatus was made of gray acrylic plates and elevated 50 cm from the floor, with two open arms (30 × 5 × 0.5 cm, 300 lux) and two closed arms (30 × 5 × 30 cm, 30 lux). Time spent in open or closed arms and the frequency of entries to each arm were automatically measured using EthoVision XT 10 (Noldus). For the light‐dark test, mice were placed in the light chamber with their heads toward the opposite wall from the dark chamber and allowed to explore the light‐dark apparatus (20 × 13 × 20 cm, 300 lux for light chamber, 20 × 13 × 20 cm, 0 lux for dark chamber), which has a 5‐cm wide entrance between the two chambers. The latency to enter the dark chamber and time spent in light and dark chambers were analyzed using EthoVision XT 10 (Noldus).

### Drug rescue

For pharmacological rescues of behaviors, d‐cycloserine/DCS (Sigma) was dissolved in saline, and mice were injected with DCS (20 mg/kg) and sarcosine (100 mg/kg) intraperitoneally 30 min before experiments. For electrophysiology, DCS and sarcosine were dissolved in aCSF, and slices were bath incubated with DCS (10 µM for LTD, 20 µM for LTP) and sarcosine (750 μM for both LTP and LTD) for at least 30 min before the start of experiments.

### Electron microscopy

Mice were deeply anesthetized with sodium pentobarbital (80 mg/kg, i.p.) and were intracardially perfused with 10 ml of heparinized normal saline, followed by 50 ml of a freshly prepared fixative of 2.5% glutaraldehyde and 1% paraformaldehyde in 0.1 M phosphate buffer (PB, pH 7.4). Hippocampus was removed from the whole brain, postfixed in the same fixative for 2 h, and stored in PB (0.1 M, pH 7.4) overnight at 4 C. Sections were cut transversely on a Vibratome at 70 μm. The sections were osmicated with 1% osmium tetroxide (in 0.1 MPB) for 1 h, dehydrated in graded alcohols, flat embedded in Durcupan ACM (Fluka), and cured for 48 h at 60°C. Small pieces containing stratum radiatum of the hippocampal CA1 and molecular layer of the hippocampal DG were cut out of the wafers and glued onto the plastic block by cyanoacrylate. Ultrathin sections were cut and mounted on Formvar‐coated single slot grids. For quantification of excitatory synapses, brain sections were stained with uranyl acetate and lead citrate, and examined with an electron microscope (Hitachi H‐7500; Hitachi) at 80 kV accelerating voltage. Twenty‐four micrographs representing 368.9 μm^2^ neuropil regions in each mouse were photomicrographed at a 40,000× and used for quantification. A number of spines (PSD density), the proportion of perforated spines, PSD length, and PSD thickness from three WT and *Pten^ΔC^* ^/^ *^ΔC^* mice were quantified. The measurements were all performed by an experimenter blind to the genotype. Digital images were captured with GATAN Digital Micrograph software driving a CCD camera (SC1000 Orius; Gatan) and saved as TIFF files. The brightness and contrast of the images were adjusted in Adobe Photoshop 7.0 (Adobe Systems).

### Antisense ODN (ASO)

Synthesis and purification of all chemically modified ASO was performed as follows (IDT, CA, USA): All antisense oligonucleotides were 25 bp in length, included five 2′‐O‐methyl‐modified nucleotides at each end of the oligonucleotide, with 15 DNA nucleotides in the center, and were phosphorothioate modified in all positions, and all cytosine residues were 5′‐methylcytosines, as described previously (Meng *et al*, 2015). The sequences of the ASO was 5′‐CACTG AGGCC GTGCC TTCTC CATGT‐3′ directed against mouse *Slc6a20a* (NM_139142.2; confirmed unique in mouse with BLASTN), a nucleotide sequence that has been used previously to knockdown *Slc6a20a* expression (Anas *et al*, 2008).

### ICV ASO injection

ASOs were delivered to the mouse brain by intracerebroventricular (ICV) injection, as described previously (Scoles *et al*, 2017). Injection was carried out using a Hamilton syringe (10 μl) and 33‐gauge blunt needle. The amount of injection was 2 μl of 50 μg/μl ASO diluted in saline for a total of 100 μg (12 nmol) for 2‐ to 4‐month adult mice. Control mice received the same volume of saline. Injections were made under anesthesia with a mixture of oxygen and isoflurane, using a Kopf stereotaxic frame. For induction, 4% isoflurane anesthesia was used for 5 min, and the concentration was lowered to 2% during injections.Stereotaxic coordinates were (from bregma) −0.46 mm anteroposterior AP, −1.0 mm medio‐lateral ML, and −2.3 mm dorsoventral DV for 2–4‐month adult mice. Needles were removed 5 min after ASO delivery (0.2 μl/min). After injection, mice were maintained in a clean home cage and warmed with infrared light source while waking up from anesthesia. The WB samples were prepared using mice 3 days after the surgery, while Laboras tests were performed 6 days after surgery. For mice younger than 4 weeks, total of 50 μg of ASO was injected at the coordinate (from bregma) −0.46 mm anteroposterior AP, −1.0 mm medio‐lateral ML, and −2.0 mm dorsoventral DV. Electrophysiology tests were conducted 1–3 weeks after the surgery, and qRT–PCR samples were prepared 1–2 weeks after the surgery.

### Proline and glycine transport assay

Proline and glycine transports were measured using automated patch‐clamp electrophysiology (Vaidyanathan *et al*, 2014; Yuan *et al*, 2016). HEK293T cells were transfected with constructs for human SLC6A20 variant 1 (RC215764) and variant 2 (RC215810; human, Origene) and mouse SLC6A20A (MR216972) and mouse SLC6A20B (MR209640; mouse, Origene) using lipofectamine 3000 (Invitrogen). The transfected cells were collected and dissociated 24 h after transfection using accutase (Merck). Measurements were performed with the IonFlux HT instrument (Molecular Devices, Sunnyvale, CA), which utilizes microfluidic compound delivery on timescales below 100 ms, facilitating fast activating ligand‐gated ion channel measurements. The IonFlux 32 consists of a 96‐well microwell plate etched with microfluidic channels at the plate bottom as previously described by previous reports (Golden *et al*, 2011; Spencer *et al*, 2012). Solutions flow over patched cells, giving a superfusion environment for compound exposure. Using this platform, a large number of cells (20 per trap channel) can be held under voltage clamp and exposed to a series of compound concentrations (0, 1, 10, 50, 100, 500, 1,000, 5,000, 10,000 μM) within a short period of time in parallel across a plate. To test NaCl dependence, ChoCl and NaGluconate solutions were used, either as is, or with 5 mM addition of substrate (glycine, proline, sarcosine).

The experiment consisted of four phases: prime, trap, break, and data acquisition. During the preprime step, the IN well was filled with potassium‐based intracellular solution. The trap wells were filled with aCSF, and the compound wells had compound solutions. After the preprime step, the IN well was filled with cells suspended in aCSF. Cells are captured from suspension by applying suction to microscopic channels in ensemble recording arrays. In the trap phase, the fluid in the main channel flowed in pulses (no flow for 4.2 s, followed by fluid flowing for 0.8 s), which allowed cells to be trapped. Once the array is fully occupied, the applied suction breaks the cell membranes of captured cells, establishing a whole‐cell voltage clamp. The trapped cells were perforated using a rectangular pressure pulse of 4 psi amplitude for 10 s during the break phase. During the data acquisition phase, the main channel and the trap pressures were constant at 0.16 psi and 6 mmHg, respectively. IonFlux software (IonFlux App) was used for data acquisition and exported into Excel (Microsoft) for data analysis. The data were uploaded to GraphPad Prism 7 (GraphPad Software) for visualization, determination of standard deviations, and non‐linear regression analysis using *Y* = Bottom + X*(Top‐Bottom)/(EC50 + *X*) for concentration‐dependent response curves.

Leak compensation in the analyses of auto‐patch results was performed by measuring the initial baseline current at the start and subtracting it from subsequent current values in the presence of differing concentrations of glycine or proline. Data were excluded if a recording did not meet the following criteria: (i) if open channel resistances did not drop to approximately 0.5–0.9 MΩ in the priming step, (ii) If seal resistance did not rise to approximately 6–7 MΩ, (iii) If the resistance did not decrease after the “break” phase, and (iv) if the current value for 10,000 µM glycine/proline was not > 10 µM of the same substrate after leak compensation.

To measure transport currents in “single” HEK293T cells and test the possibility of reversal of the currents across holding potentials, we performed manual/convential patch‐clamp (not auto‐patch) experiments. Mouse Slc6a20A constructs were used for transient transfection of subconfluent human embryonic kidney cell (HEK293T) using lipofectamine 3000 (Invitrogen), as described above. Electrophysiological recordings were made on the transfected cells grown on coverglass 24 h post‐transfection. To achieve whole‐cell patch, borosilicate glass pipettes were pulled with a micropipette puller. The resulting recording pipettes (~ 3 MΩ) were filled with K‐gluconate intracellular solution of the following composition (in mM): 137 K‐gluconate, 5 KCl, 10 HEPES, 0.2 EGTA, 10 Na2‐phosphocreatine, 4 Mg‐ATP, 0.5 Na‐GTP, in pH 7.3 and 295 mOsm. Glycine and proline‐induced currents were recorded in a combined voltage ramp / solution exchange protocol. Initially, the HEK cell was patched, and a stable baseline was achieved at holding potential ranging from −90 to +60 mV (in 30 mV increments). Then, a +100 to −100 mV ramp was applied within 1 s before the cell was held again at the initial holding potential. Right after establishing a new voltage, the extracellular solution was changed from no‐glycine/proline ACSF to ACSF containing 5 mM glycine/proline. Changes in the current required to hold the cell at the desired membrane potential were interpreted as currents induced by sodium ions entering the cell. After steady‐state currents were produced by the perfusion of the recording chamber with glycine/proline‐containing extracellular solution, the extracellular solution was once again changed back to ACSF without glycine/proline to observe a gradual decrease in the induced current as substrates were diluted away.

### Human neuron culture

HUES6 obtained from HSCI iPS Core was maintained on MEF (ATCC, #SCRC‐1040) in human embryonic stem cell (hESC) medium comprising DMEM/F12 (Gibco #12400024) with MEM NEAA (Gibco #11140050), 14.3 mM sodium bicarbonate (Sigma #S5761), 1 mM l‐glutamine (Sigma #S5792), 100μM β‐Mercaptoethanol (Merck #M3148), 20% of knockout serum replacement (Gibco #10828028), and 10 ng/ml bFGF (R&D systems #4114‐TC) and passed using collagenase IV (Gibco #17104019). To generate floating embryoid bodies (EBs), hESC colonies were dissociated with collagenase IV and plated onto petri dishes in hESC medium. A day after floating culture, to obtain neural progenitor cells (NPCs), the EBs were treated with LDN (Selleckchem #S2618) and SB‐431542 (Cayman #CAY‐13031) in DMEM/F12 + Glutamax (Gibco #10565042) plus N2 and B27 supplements (Gibco #17502048 and #12587010). The treatment was continued for 7 days, followed by plating onto growth factor reduced matrigel (BD #354230)‐coated dishes in DMEM/F12 plus N2 and B27 supplements (N2B27 medium) and 1 μg/ml laminin (Gibco #23017015) to facilitate the attachment of the EBs. Within a few days, rosettes were manually collected and dissociated with Accutase (Innovative Cell Technologies #AT104) and plated onto poly‐l‐ornithine (Sigma #P3655)/laminin‐coated dishes with NPC medium (N2B27 medium plus 20 ng/ml bFGF). To differentiate NPCs into neurons, NPCs were plated into poly‐l‐ornithine/laminin‐coated plates in N2B27 medium in the presence of 100 U/ml penicillin‐streptomycin (Gibco #14140122), 200 nM ascorbic acid (Sigma), 500 μg/ml dcAMP (Selleckchem), 20 ng/ml BDNF (PeproTech #450‐02), 20 ng/ml GDNF (PeproTech #450‐10), and 1 μg/ml laminin as previously described (Brennand *et al*, 2011). Protocols describing the use of human ESCs were approved in accordance with the ethical requirements and regulations of the Institutional Review Board of KAIST (IRB #KA2018‐61, KH2020‐55).

### Data acquisition statistical analysis

We performed our behavioral analysis in a double‐blind manner. All data were expressed as mean values with standard error of mean (SEM). All statistical analyses were performed using GraphPad Prism software (version 7.0). Statistical details are summarized in Appendix Table S1.

## Author contributions

MB, JDR, RK, TY, and HO performed behavioral experiments. MB and HJ performed immunoblot and immunohistochemistry experiments. MB, JDR, RK, HK and DoK performed electrophysiological experiments. MB and SH performed ChIP experiments. MB and YK maintained Pten‐mutant mice. HKang, HJ and MB performed RNA‐Seq experiments. HMH performed electron microscopy experiments. EY and JYK performed FISH experiments. SL and DaK performed human neuron experiments. SSK performed mass spectrometry experiments. MB and JDR performed SLC6A20A transport experiments. JH, YCB, HKim, SA, AMC, DL, JWK, and EK designed the experiments and wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Expanded View Figures PDF

Dataset EV1

Dataset EV2

Source Data for Expanded View

Review Process File

Source Data for Figure 2

Source Data for Figure 5

Source Data for Figure 6

Source Data for Figure 7

## Data Availability

The datasets produced in this study are available in the following databases: RNA‐Seq data: Gene Expression Omnibus GSE119236 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119236).

# Supplementary material for: SLC6A20 transporter: a novel regulator of brain glycine homeostasis and NMDAR function
**Source:** EMBO Mol Med. 2021 Jan 11;13(2):e12632. doi: 10.15252/emmm.202012632
**Supplement:** Supplementary file 1 — Appendix

Appendix

Table of contents:

Appendix Figure S1 Expression of <i>Slc6a20</i> mRNAs in <i>Pten</i> -positive cells	1
Appendix Figure S2 Normal social interaction, self-grooming, digging and .....<br>marble burying behaviors in <i>Pten</i> ^{ΔC/ΔC} mice	2
Appendix Figure S3 Normal levels of locomotor activity, anxiety-like behavior, and spatial.....<br>memory in <i>Pten</i> ^{ΔC/ΔC} mice.	4
Appendix Figure S4 Normal levels of spatial learning, nesting, mother-attachment behavior, ...<br>and juvenile play in <i>Pten</i> ^{ΔC/ΔC} mice.	6
Appendix Figure S5 Generation and characterization of <i>Slc6a20a</i> -mutant mice	7
Appendix Figure S6 Amino acid sequence alignment of human, mouse, and rat SLC6A20 proteins..	8
Appendix Figure S7 Examples of current traces from IonFlux auto-patch experiments	10
Appendix Figure S8 SLC6A20A transports sarcosine but not histidine or GABA.....	12
Appendix Table S1 Statistics	14

A

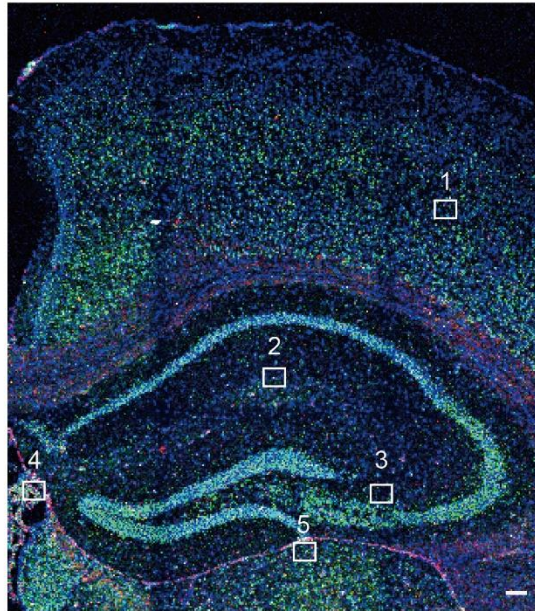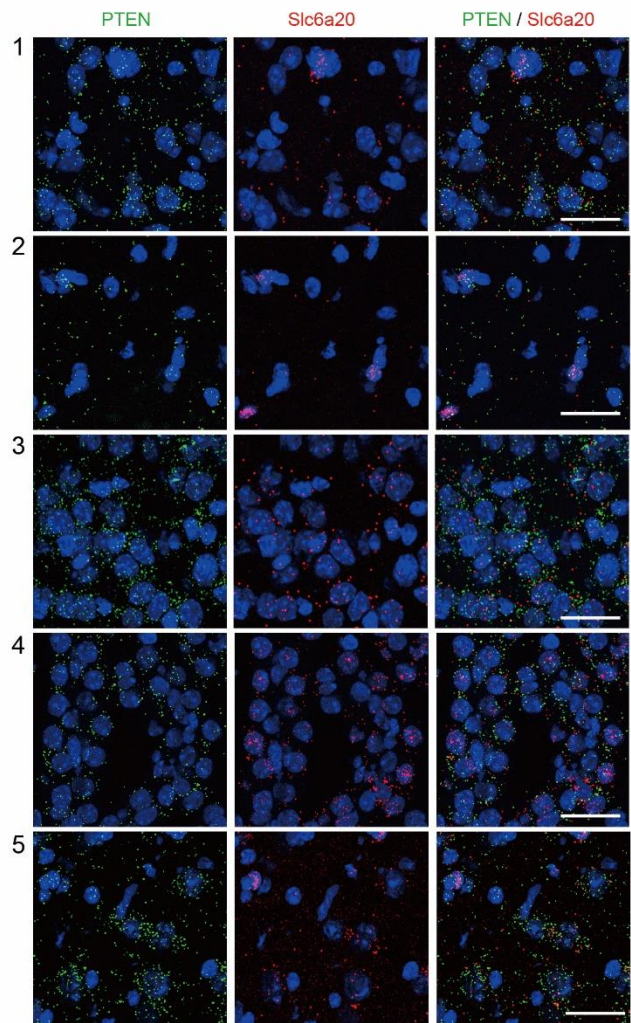

Appendix Figure S1. Expression of *Slc6a20* mRNAs in *Pten*-positive cells.

Expression of *Slc6a20* mRNAs in *Pten*-positive cells in mouse brain regions (P56), including the cortex, hippocampus, and choroid plexus, revealed by double fluorescence in situ hybridization. Note that *Slc6a20* mRNA signals are stronger in the choroid plexus. Scale bar, 100 μ m.

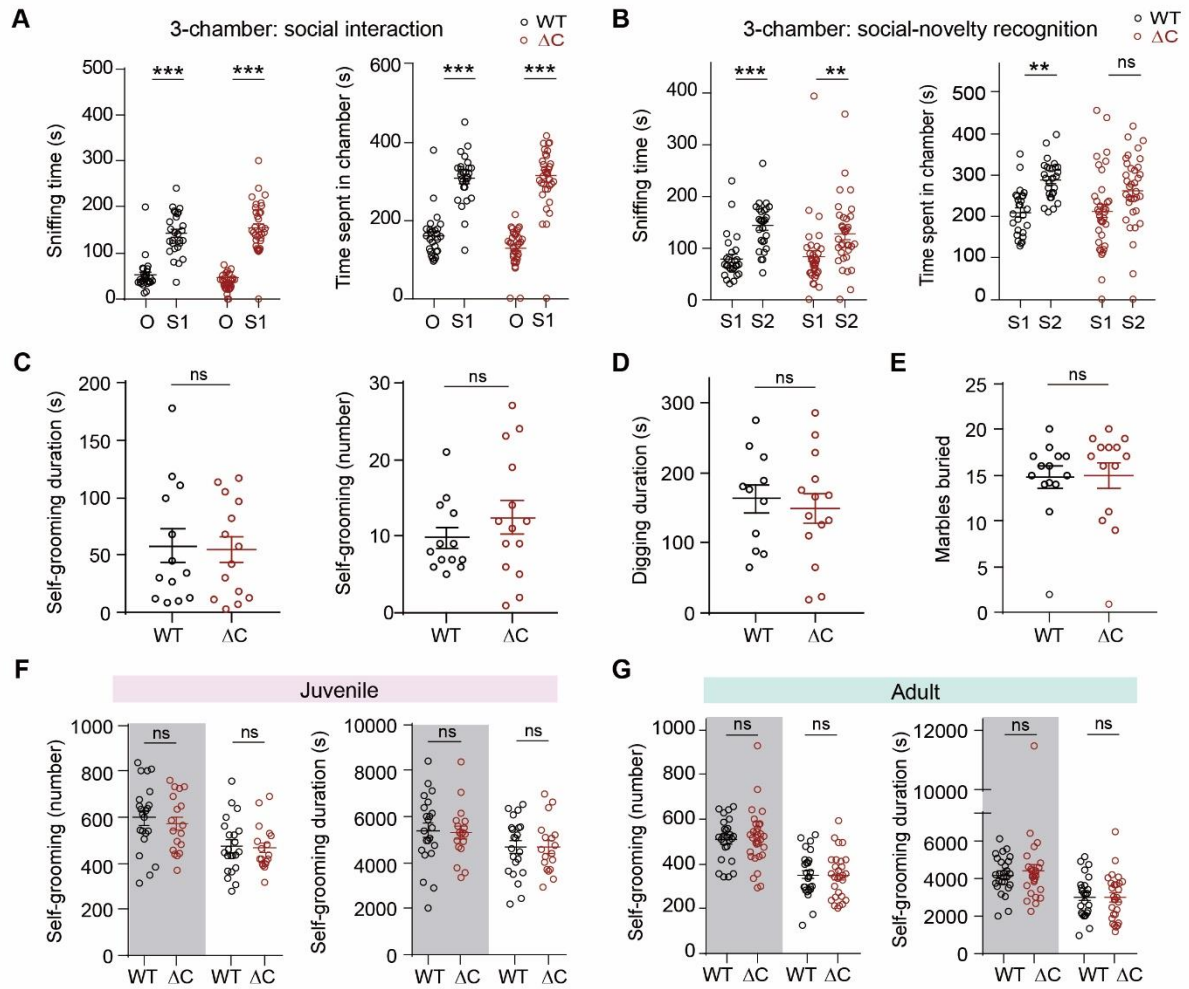

Appendix Figure S2. Normal social interaction, self-grooming, digging and marble burying behaviors in *Pten*^{ΔC/ΔC} mice

(A and B) Largely normal levels of social interaction (A) and social-novelty recognition (B) in *Pten*^{ΔC/ΔC} mice (2–4 months) in the three-chamber test, as shown by the time spent in sniffing and chamber. S1, stranger mouse; O, inanimate object; S2, a new stranger mouse. (n = 27 mice for WT and 35 for ΔC , **P < 0.01, ***P < 0.001, ns, not significant, repeated measures two-way ANOVA with Bonferroni's test).

(C–E) Normal levels of repetitive behaviors in *Pten*^{ΔC/ΔC} mice (1 month for self-grooming and digging; 2–4 months for marble burying) in home cages, as shown by the levels of self-grooming (C), digging (D), and marble burying (E). (n = 13 for WT and 14 for ΔC for self-grooming, 11 for WT and 14 for ΔC for digging, and 13 for WT and 14 for ΔC for marble burying, ns, not significant, Mann-Whitney U test, Student's

t-test).

(F and G) Normal levels of self-grooming in *Pten*^{ΔC/ΔC} mice at P30 (F) and 2–4 months (G), as indicated by frequency and time spent self-grooming in Laboras cages, where mouse movements were continuously monitored for 72 hours. Shaded and unshaded periods; 12-hour light-off and light-on periods over 72 hours. (n = 22 mice for WT and 18 mice for ΔC for P30, and 25 for WT and 27 for ΔC for 2–4 months, ns, not significant, Mann-Whitney U test, Student's t-test).

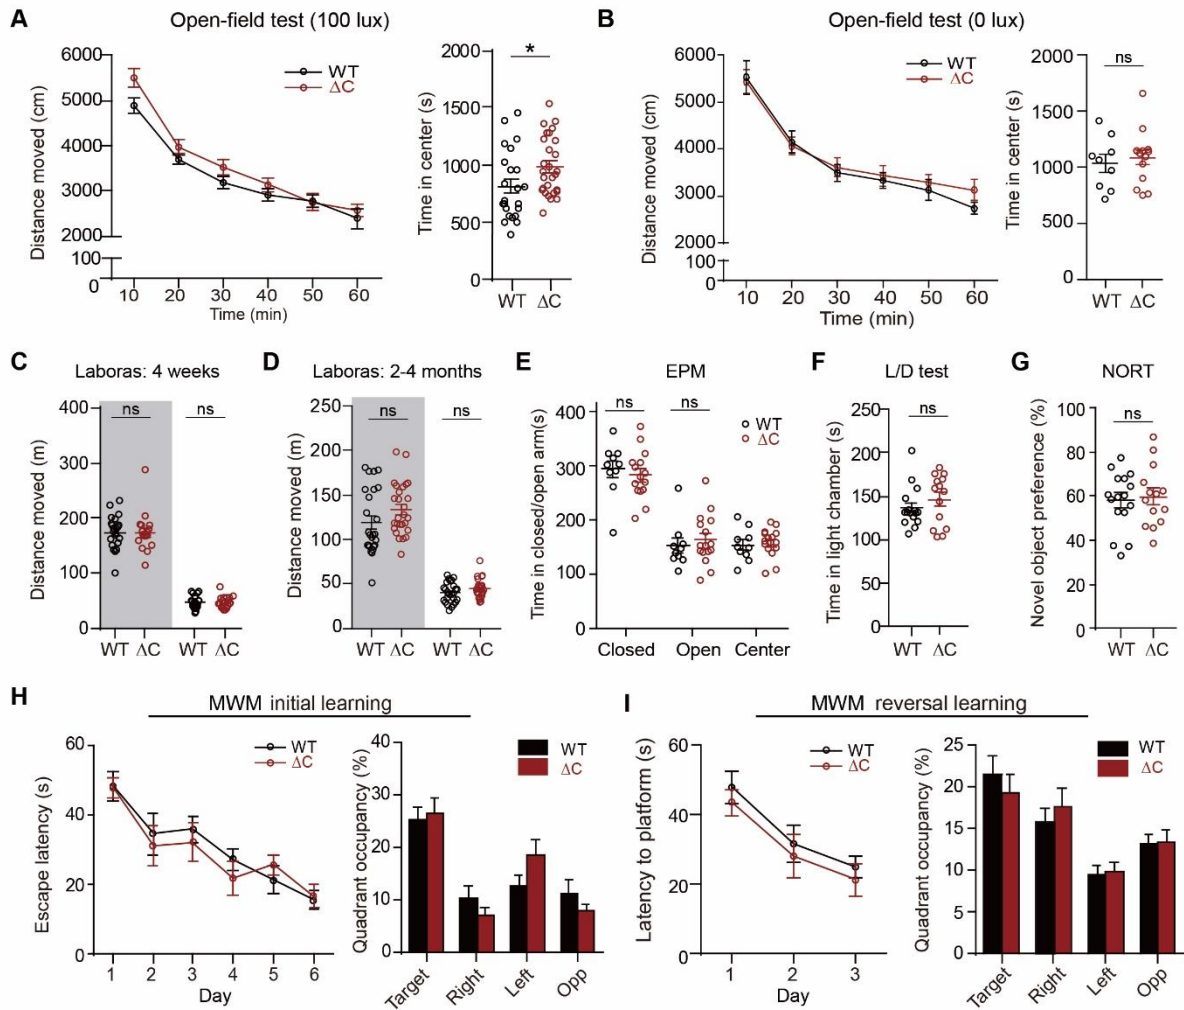

Appendix Figure S3. Normal levels of locomotor activity, anxiety-like behavior, and spatial memory in *Pten*^{ΔC/ΔC} mice.

(A and B) Normal locomotor activity in *Pten*^{ΔC/ΔC} mice (2–4 months) in the open-field test under conditions of bright light (100 lux; A) and complete darkness (0 lux; B). Note that *Pten*^{ΔC/ΔC} mice spent increased amounts of time spent in the center region of the open-field arena. (n = 23 mice for WT and 28 for ΔC for bright-light and 10 for WT and 14 for ΔC for complete-darkness, *P < 0.05, ns, not significant, repeated measures of two-way ANOVA with Bonferroni's test, Mann-Whitney U test).

(C and D) Normal locomotor activity in *Pten*^{ΔC/ΔC} mice at 4 weeks (C) and 2–4 months (D) in Laboras cages, where mouse movements were continuously measured for 69 hrs (adult) and 72 hrs (juvenile). (n = 22 mice for WT and 18 mice for ΔC for 4 weeks, and 25 for WT and 27 for ΔC for 2-4 months, ns, not significant, Mann-Whitney U test, Student's t-test).

(E) Normal anxiety-like behavior in *Pten*^{ΔC/ΔC} mice (2–4 months) in the elevated plus-maze test. (n = 10 mice for WT and 15 for ΔC, ns, not significant, Mann-Whitney U test, Student's t-test).

(F) Normal anxiety-like behavior in *Pten*^{ΔC/ΔC} mice (2–4 months) in the light-dark test. (n = 16 mice for WT and 14 for ΔC, ns, not significant, Mann-Whitney U test).

(G) Normal novel object recognition in *Pten*^{ΔC/ΔC} mice (2–4 months). (n= 16 mice for WT and 14 for ΔC, ns, not significant, Student's t-test).

(H and I) Normal levels of spatial learning and memory in *Pten*^{ΔC/ΔC} mice (2–4 months) in the learning (H, left), probe (H, right), reversal (I, left), and probe (I, right) phases of the Morris water-maze test. Opp, opposite. (n = 8 mice for WT and 8 for ΔC, ns, not significant, repeated measures of two-way ANOVA with Bonferroni's test for escape latency; Mann-Whitney U test and Student's t-test for quadrant occupancy).

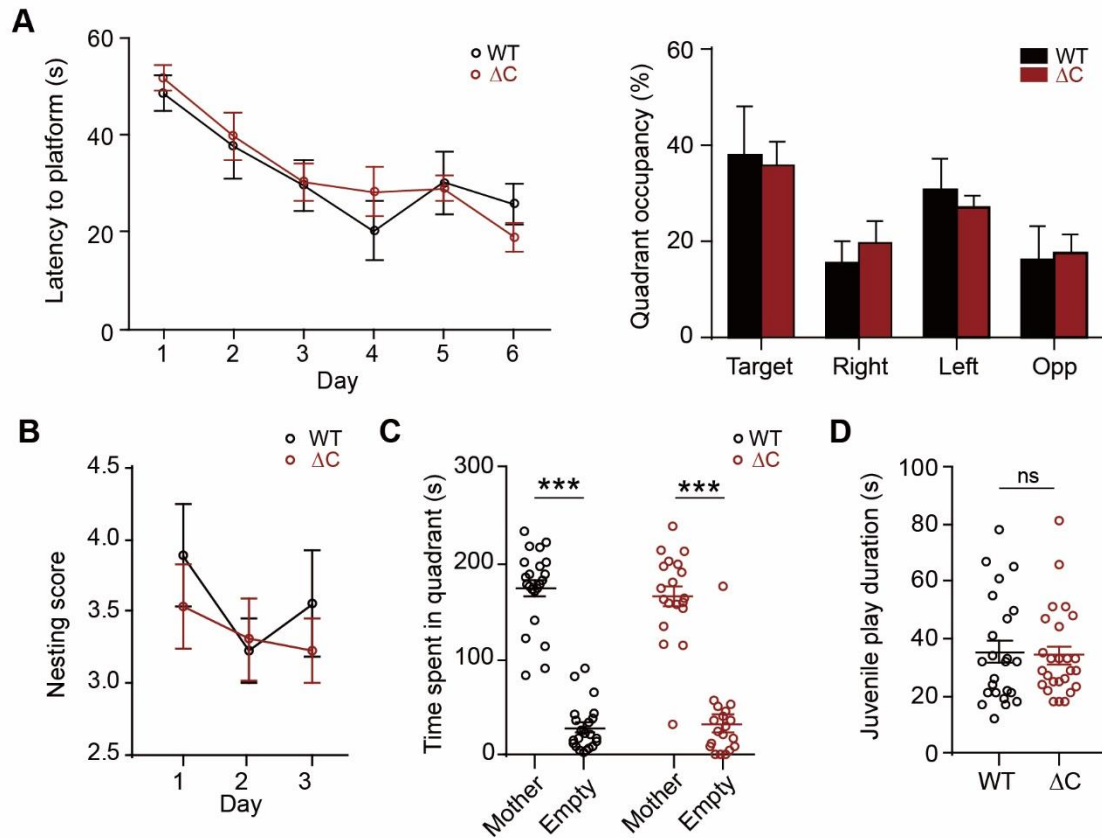

Appendix Figure S4. Normal levels of spatial learning, nesting, mother-attachment behavior, and juvenile play in *Pten* ^{$\Delta C/\Delta C$} mice.

(A) Normal spatial learning and long-term (7-day) memory in *Pten* ^{$\Delta C/\Delta C$} mice (2–4 months) in the learning (left) and probe (right; 7 days later) phases of the Morris water-maze test. Opp, opposite. (n = 7 mice for WT and 9 for ΔC , ns, not significant, repeated measures of two-way ANOVA with Bonferroni's test for escape latency; Mann-Whitney U test and Student's t-test for quadrant occupancy).

(B) Normal nest building in *Pten* ^{$\Delta C/\Delta C$} mice (2–4 months), as shown by the nesting scores over 3 days. (n = 9 mice for WT and 13 mice for ΔC , ns, not significant, Student's t-test).

(C) Normal mother-seeking behavior in *Pten* ^{$\Delta C/\Delta C$} mice (3 weeks) in the maternal homing test, as shown by time spent by a juvenile mouse with the reunited mother. (n = 22 mice for WT and 19 mice ΔC , ***P < 0.001, repeated measures of two-way ANOVA with Bonferroni's test).

(D) Normal juvenile play in *Pten* ^{$\Delta C/\Delta C$} mice (3 weeks), as shown by the time spent in juvenile play. (n = 24 mice for WT and 26 mice for ΔC , ns, not significant, Mann-Whitney U test).

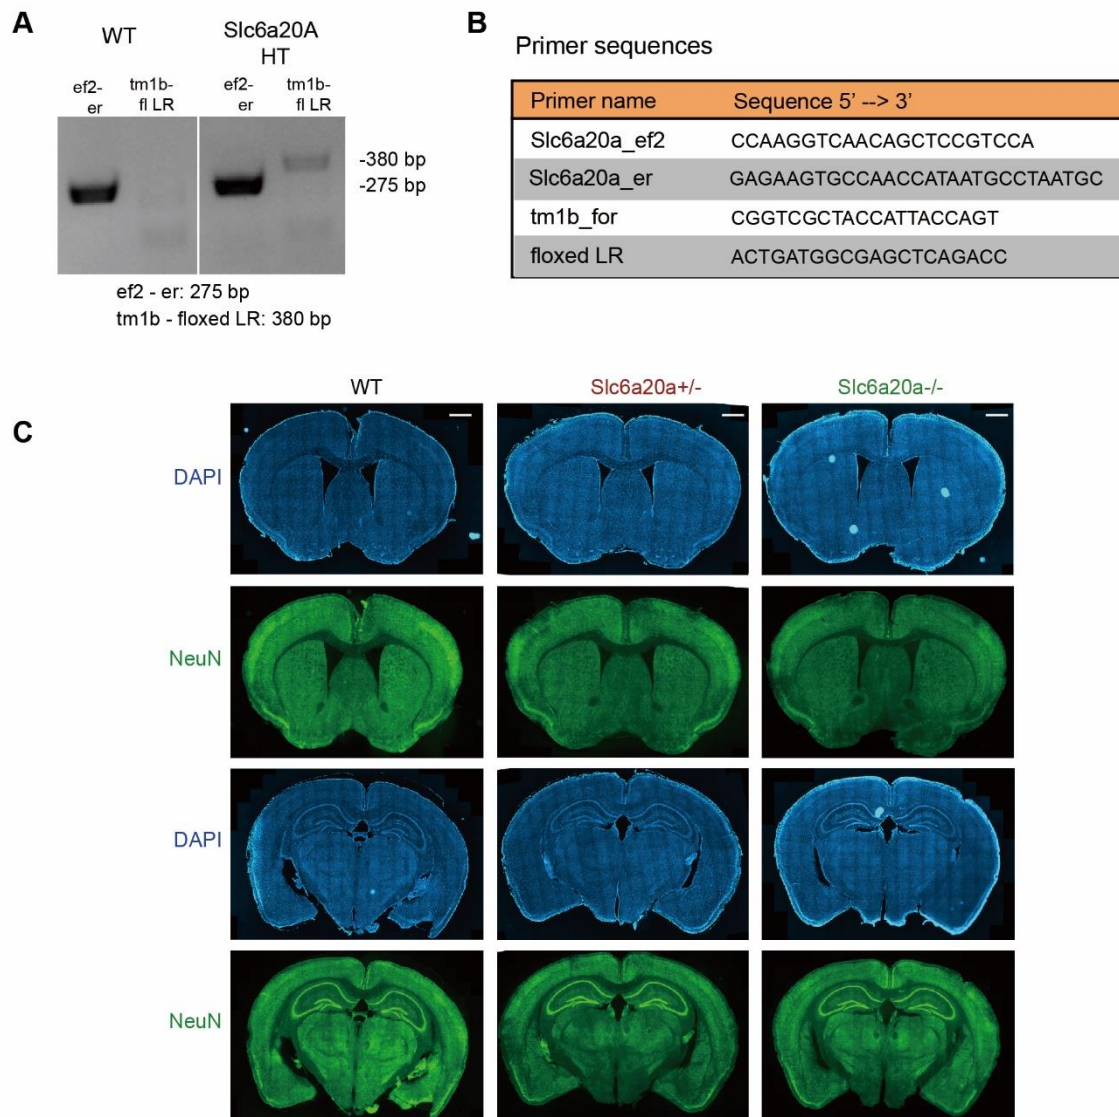

Appendix Figure S5. Generation and characterization of *Slc6a20a*-mutant mice.

(A) PCR genotyping of *Slc6a20a*-mutant mice.

(B) Nucleotide sequences of the primers used for PCR genotyping.

(C) Largely normal gross morphology of the brain in heterozygous *Slc6a20a*^{+/-} and homozygous *Slc6a20a*^{-/-} mice, as indicated by immunofluorescence staining for NeuN (neuronal marker) and DAPI (nuclear marker for all types of cells). Scale bar, 100 μ m.

A

human SLC6A20 v1	-----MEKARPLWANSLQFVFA 17
human SLC6A20 v2	-----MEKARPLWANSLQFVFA 17
mouse slc6a20 A	-----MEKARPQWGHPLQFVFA 17
mouse slc6a20 B	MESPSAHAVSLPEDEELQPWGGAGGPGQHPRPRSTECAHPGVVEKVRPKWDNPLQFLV 60
Rat slc6a20	-----MRL-----AIKRRASRGQRPGP-----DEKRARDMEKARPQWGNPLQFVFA 41<br>** * * *
human SLC6A20 v1	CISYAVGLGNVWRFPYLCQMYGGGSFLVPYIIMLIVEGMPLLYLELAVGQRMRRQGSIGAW 77
human SLC6A20 v2	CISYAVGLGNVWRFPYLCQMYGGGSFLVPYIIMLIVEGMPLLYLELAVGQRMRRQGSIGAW 77
mouse slc6a20 A	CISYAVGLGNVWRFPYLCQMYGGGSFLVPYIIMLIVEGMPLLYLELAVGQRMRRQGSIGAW 77
mouse slc6a20 B	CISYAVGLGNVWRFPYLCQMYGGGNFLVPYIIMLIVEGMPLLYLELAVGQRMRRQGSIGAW 120
Rat slc6a20	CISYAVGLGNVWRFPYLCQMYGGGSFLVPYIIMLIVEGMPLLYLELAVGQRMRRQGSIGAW 101<br>*****
human SLC6A20 v1	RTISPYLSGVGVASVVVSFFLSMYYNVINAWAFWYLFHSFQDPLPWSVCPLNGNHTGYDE 137
human SLC6A20 v2	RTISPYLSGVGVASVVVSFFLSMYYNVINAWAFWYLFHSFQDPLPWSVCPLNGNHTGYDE 137
mouse slc6a20 A	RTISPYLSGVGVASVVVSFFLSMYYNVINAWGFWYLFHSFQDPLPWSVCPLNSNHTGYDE 137
mouse slc6a20 B	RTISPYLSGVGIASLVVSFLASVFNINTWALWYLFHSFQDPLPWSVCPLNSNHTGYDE 180
Rat slc6a20	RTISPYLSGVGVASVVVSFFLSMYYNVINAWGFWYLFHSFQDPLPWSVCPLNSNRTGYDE 161<br>*****
human SLC6A20 v1	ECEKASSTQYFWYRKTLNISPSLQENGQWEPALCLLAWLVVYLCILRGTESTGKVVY 197
human SLC6A20 v2	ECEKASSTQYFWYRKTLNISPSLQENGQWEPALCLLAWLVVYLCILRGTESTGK --- 194
mouse slc6a20 A	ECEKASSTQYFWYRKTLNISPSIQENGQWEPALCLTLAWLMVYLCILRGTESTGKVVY 197
mouse slc6a20 B	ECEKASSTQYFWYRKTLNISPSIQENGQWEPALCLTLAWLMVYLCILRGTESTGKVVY 240
Rat slc6a20	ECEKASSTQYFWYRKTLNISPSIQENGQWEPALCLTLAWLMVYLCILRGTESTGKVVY 221<br>*****
human SLC6A20 v1	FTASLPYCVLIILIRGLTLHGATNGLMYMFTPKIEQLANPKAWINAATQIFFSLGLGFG 257
human SLC6A20 v2	-----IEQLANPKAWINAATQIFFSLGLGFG 220
mouse slc6a20 A	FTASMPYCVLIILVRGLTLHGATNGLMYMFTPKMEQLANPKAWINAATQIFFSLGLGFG 257
mouse slc6a20 B	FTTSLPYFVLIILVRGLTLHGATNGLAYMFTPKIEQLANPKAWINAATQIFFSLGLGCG 300
Rat slc6a20	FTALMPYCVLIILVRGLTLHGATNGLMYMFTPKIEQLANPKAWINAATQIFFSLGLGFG 281<br>## ## ##### ##### *****
human SLC6A20 v1	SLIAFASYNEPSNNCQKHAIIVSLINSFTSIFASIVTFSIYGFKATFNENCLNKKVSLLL 317
human SLC6A20 v2	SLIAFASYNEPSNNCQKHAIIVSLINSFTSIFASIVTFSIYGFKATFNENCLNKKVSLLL 280
mouse slc6a20 A	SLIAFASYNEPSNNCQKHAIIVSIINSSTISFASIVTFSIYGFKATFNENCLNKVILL 317
mouse slc6a20 B	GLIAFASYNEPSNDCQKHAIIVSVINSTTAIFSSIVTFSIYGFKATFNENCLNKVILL 360
Rat slc6a20	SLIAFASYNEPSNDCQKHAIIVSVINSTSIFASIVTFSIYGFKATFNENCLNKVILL 341<br>*****
human SLC6A20 v1	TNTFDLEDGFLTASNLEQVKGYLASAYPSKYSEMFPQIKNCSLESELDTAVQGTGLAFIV 377
human SLC6A20 v2	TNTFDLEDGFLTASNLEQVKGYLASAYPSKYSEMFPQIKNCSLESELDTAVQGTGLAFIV 340
mouse slc6a20 A	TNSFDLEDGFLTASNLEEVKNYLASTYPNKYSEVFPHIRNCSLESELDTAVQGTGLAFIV 377
mouse slc6a20 B	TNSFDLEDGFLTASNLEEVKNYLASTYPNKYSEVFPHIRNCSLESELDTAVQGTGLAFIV 420
Rat slc6a20	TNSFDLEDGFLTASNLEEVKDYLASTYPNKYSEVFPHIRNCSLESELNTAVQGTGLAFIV 401<br>*****
human SLC6A20 v1	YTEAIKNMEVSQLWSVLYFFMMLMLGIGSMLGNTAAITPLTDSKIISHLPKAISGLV 437
human SLC6A20 v2	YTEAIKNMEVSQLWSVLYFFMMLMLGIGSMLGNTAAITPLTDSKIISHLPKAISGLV 400
mouse slc6a20 A	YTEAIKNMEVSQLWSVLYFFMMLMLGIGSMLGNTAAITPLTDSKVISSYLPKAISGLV 437
mouse slc6a20 B	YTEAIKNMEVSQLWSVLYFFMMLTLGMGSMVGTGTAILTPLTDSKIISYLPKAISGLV 480
Rat slc6a20	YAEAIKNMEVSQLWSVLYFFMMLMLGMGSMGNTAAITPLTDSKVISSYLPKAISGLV 461<br>* *****
human SLC6A20 v1	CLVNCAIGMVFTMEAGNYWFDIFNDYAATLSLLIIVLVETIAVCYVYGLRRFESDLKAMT 497
human SLC6A20 v2	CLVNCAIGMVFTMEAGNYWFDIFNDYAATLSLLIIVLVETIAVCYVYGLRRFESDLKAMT 460
mouse slc6a20 A	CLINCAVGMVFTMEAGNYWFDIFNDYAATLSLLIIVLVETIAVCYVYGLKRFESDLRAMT 497
mouse slc6a20 B	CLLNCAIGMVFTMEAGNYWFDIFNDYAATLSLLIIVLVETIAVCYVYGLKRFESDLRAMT 540
Rat slc6a20	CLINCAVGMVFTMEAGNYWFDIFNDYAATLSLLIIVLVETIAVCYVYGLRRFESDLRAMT 521<br>* * * * *
human SLC6A20 v1	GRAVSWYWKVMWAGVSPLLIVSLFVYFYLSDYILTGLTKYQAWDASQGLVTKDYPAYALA 557
human SLC6A20 v2	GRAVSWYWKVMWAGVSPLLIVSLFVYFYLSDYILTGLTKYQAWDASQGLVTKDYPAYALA 520
mouse slc6a20 A	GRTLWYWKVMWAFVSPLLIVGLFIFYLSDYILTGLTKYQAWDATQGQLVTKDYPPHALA 557
mouse slc6a20 B	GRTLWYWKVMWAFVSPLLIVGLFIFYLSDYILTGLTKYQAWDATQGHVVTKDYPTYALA 600
Rat slc6a20	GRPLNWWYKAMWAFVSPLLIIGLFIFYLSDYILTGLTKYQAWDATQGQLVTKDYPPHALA 581<br>* * * * *
human SLC6A20 v1	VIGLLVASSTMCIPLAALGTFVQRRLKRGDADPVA 592
human SLC6A20 v2	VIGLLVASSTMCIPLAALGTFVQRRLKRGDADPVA 555
mouse slc6a20 A	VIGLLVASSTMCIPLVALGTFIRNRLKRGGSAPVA 592
mouse slc6a20 B	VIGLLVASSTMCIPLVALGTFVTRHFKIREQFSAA 635
Rat slc6a20	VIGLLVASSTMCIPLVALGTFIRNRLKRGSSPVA 616<br>*****

Appendix Figure S6. Amino acid sequence alignment of human, mouse, and rat SLC6A20 proteins.

(A) Amino acid sequence alignment of human and mouse SLC6A20 proteins used for proline/glycine transports. v1 and v2, two different splice variants of human SLC6A20 (Genbank numbers aa sequences: NP_064593 and NP_071800, respectively). SLC6A20 A and B, two different SLC6A20 proteins encoded by two independent *Slc6a20* genes (*Slc6a20a* and *Slc6a20b*) in mice (Genbank numbers for aa sequences: NP_631881 and NP_035861, respectively). Rat SLC6A20 (Genebank number: NP_579830).

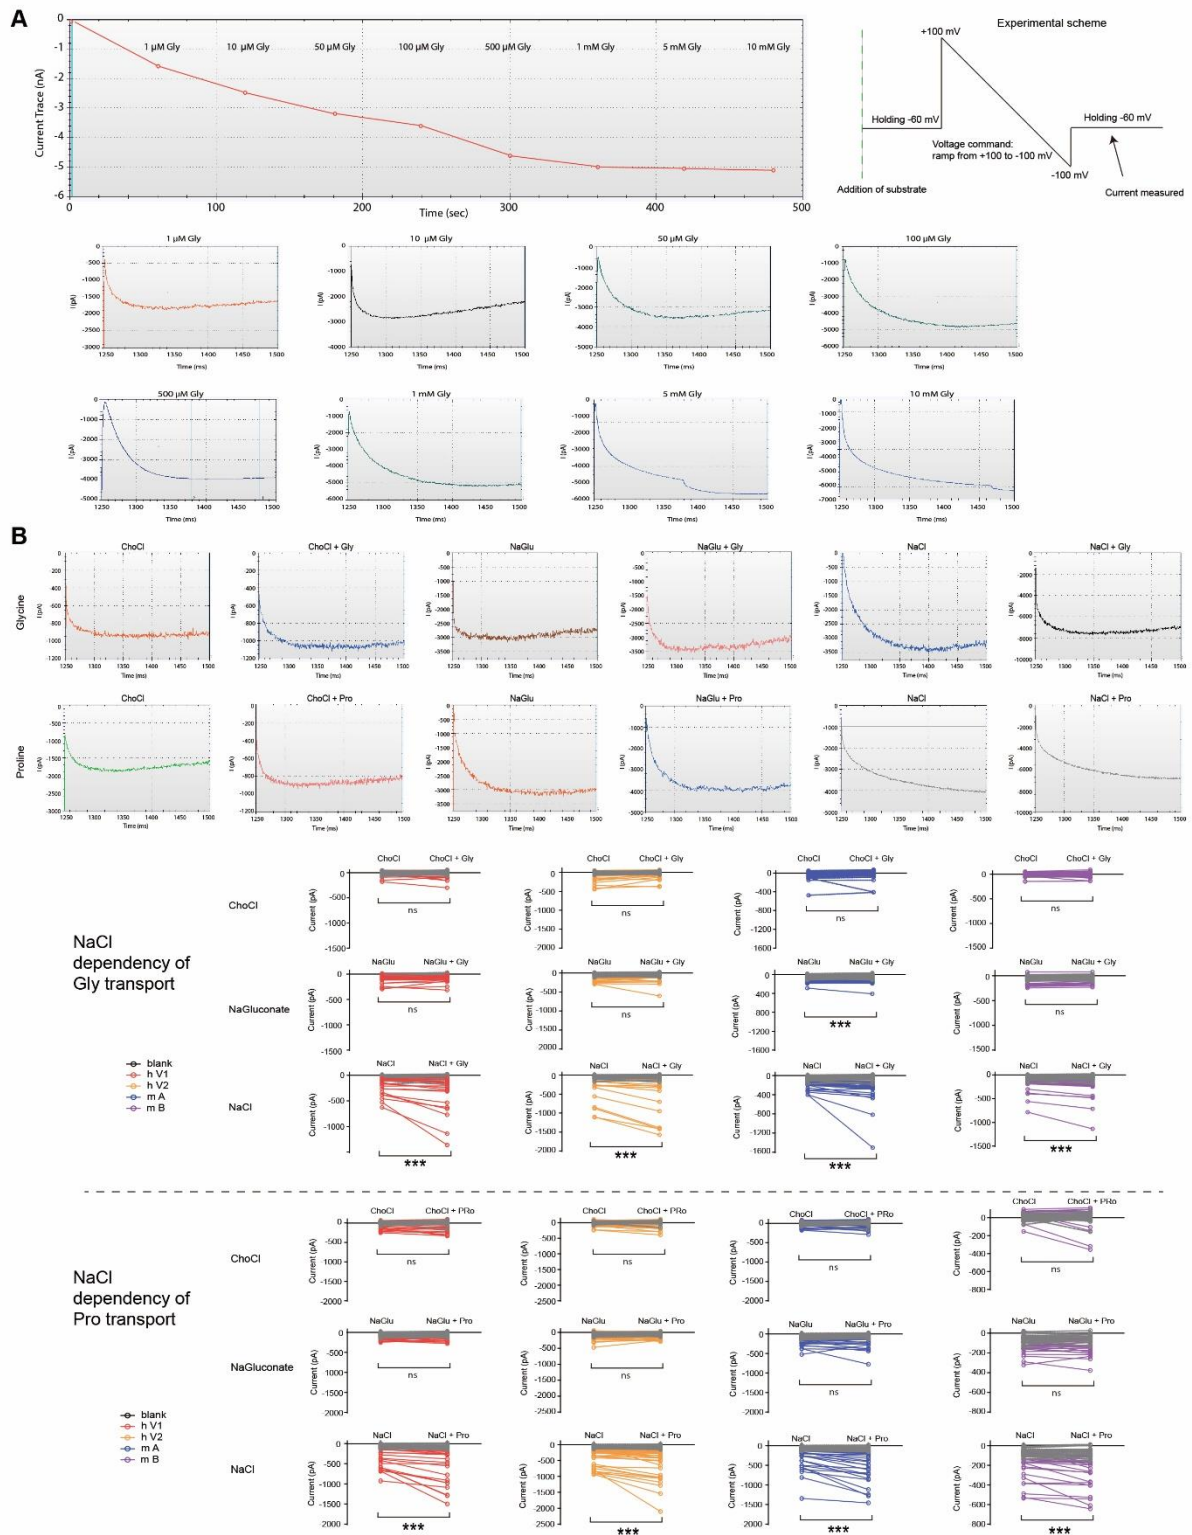

Appendix Figure S7 Examples of current traces from IonFlux auto-patch experiments.

(A) (top left) An example of the experimental schemes in IonFlux auto-patch experiments where glycine/proline-evoked currents were measured from HEK293T

cells expressing SLC6A20 variants stimulated sequentially with increasing concentrations of glycine/proline with 60-sec intervals (0, 1, 10, 50, 100, 500, 1,000, 5,000, 10,000 μ M). The example shown is for glycine-evoked currents for mSLC6A20A.

(top right) HEK293T cells expressing SLC6A20 protein variants in 100 mM NaCl medium (pH 7.5) were initially clamped at -60 mV, followed the ramps of membrane potentials (V_m) ranging from +100 to -100 mV during ~1 sec after the addition of substrates, re-clamping at -60 mV, and measurements of evoked currents.

(bottom) Examples of current traces from HEK293T cells expressing mSLC6A20A evoked by sequential increases of glycine concentrations (0, 1, 10, 50, 100, 500, 1,000, 5,000, 10,000 μ M) and observed immediately after the re-clamping at -60 mV.

(B) (top) Examples of current traces from IonFlux auto-patch experiments where HEK293T cells expressing mSLC6A20A were evoked by sequential changes of experimental conditions (i.e. presence of choline chloride [ChoCl], sodium gluconate [NaGlu], or sodium chloride [NaCl]) + presence/absence of glycine/proline) at the holding potential of -60 mV.

(bottom) Additional details of NaCl dependency of the glycine/proline-evoked currents of SLC6A20 variants (human and mouse) summarized in **Fig. 7B**. HEK293T cells expressing SLC6A20 variants were evoked by sequential changes of experimental conditions (i.e. presence/absence of glycine/proline under choline chloride, sodium gluconate, or sodium chloride (NaCl) conditions). (glycine, n = 21 cells for untransfected/blank, 17 for human SLC6A20-V1, 25 for human SLC6A20-V2, 33 for mSLC6A20A, 28 for mSLC6A20B ***P < 0.001 (relative to buffer not containing glycine), two-way ANOVA with Bonferroni's test; proline, n = 17 cells for untransfected, 23 for human SLC6A20-V1, 47 for SLC6A20-V2, 31 for mSLC6A20A, and 31 for mSLC6A20B, ***P < 0.001, two-way ANOVA with Bonferroni's test).

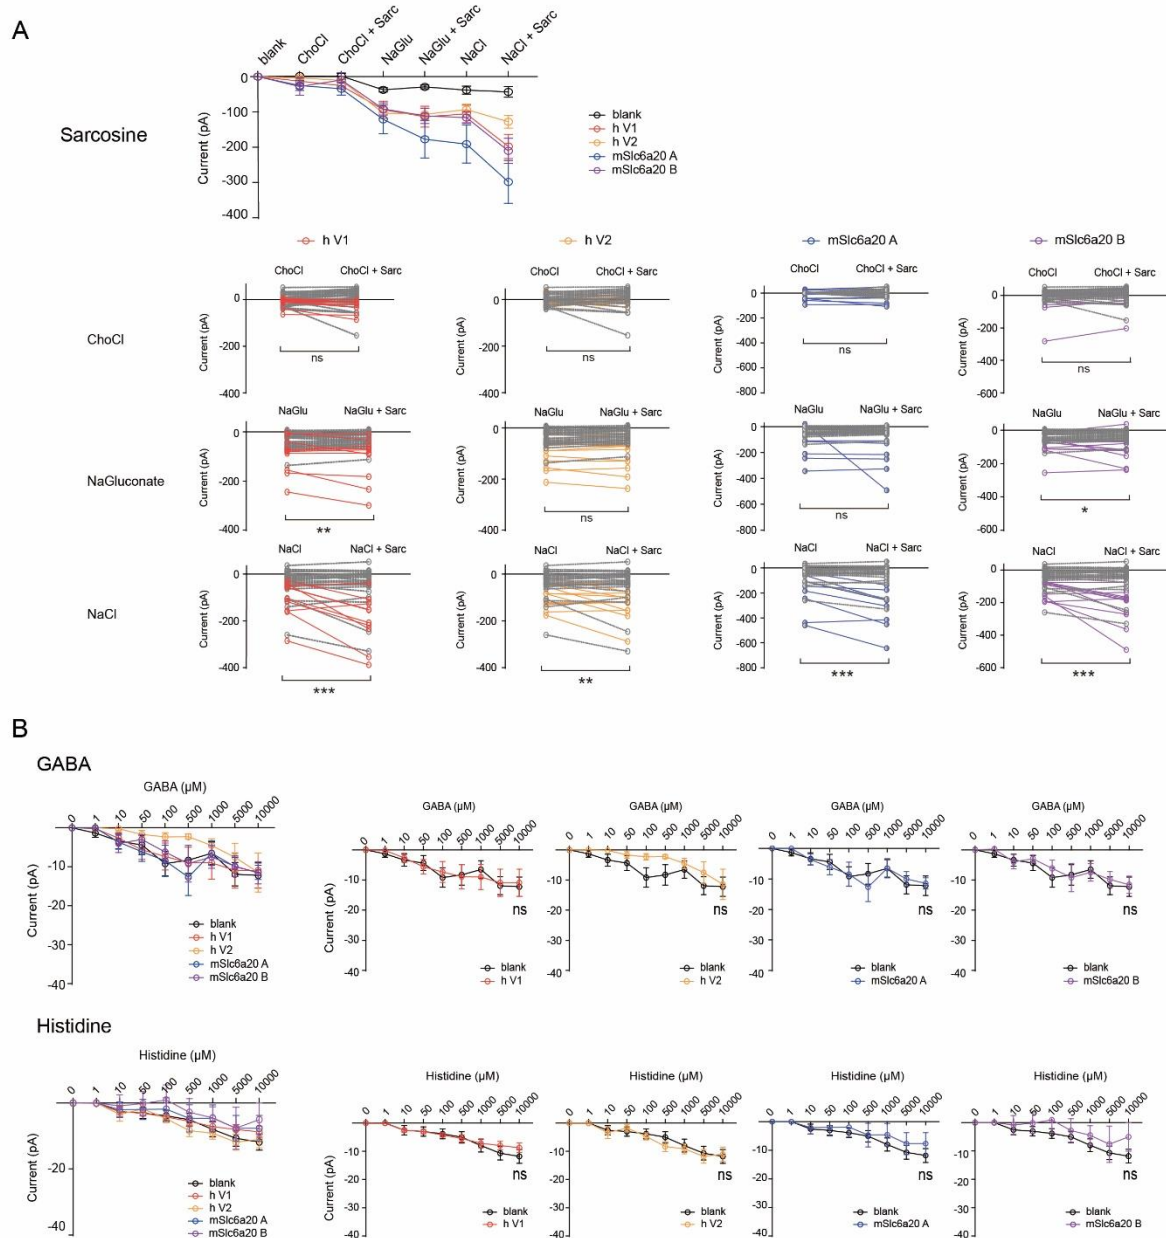

Appendix Figure S8. SLC6A20A transports sarcosine but not histidine or GABA.

(A) SLC6A20A transports sarcosine (a positive control substrate) in a sodium chloride-dependent manner in HEK293T cells expressing mouse SLC6A20A, as shown by peak currents elicited by the indicated increasing concentrations of sarcosine sequentially added in auto-patch experiments. Sodium chloride was replaced with choline chloride (ChoCl) or sodium gluconate (NaGlu) to determine the dependence of the transport on sodium chloride. The datasets in the first graph were separated to subsets in the following graphs for better visibility. (n = 27 cells for

untransfected/blank HEK293T cells, 10 for human SLC6A20-V1, 12 for human SLC6A20-V2, 9 for mouse SLC6A20A, 12 for mouse SLC6A20B, *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant [relative to the currents without substrates], two-way ANOVA with Bonferroni's test).

(B) SLC6A20A does not transport histidine or GABA (negative control substrates), as shown by peak currents elicited by the indicated concentrations of histidine/GABA in auto-patch experiments. The datasets in the first graph were separated to subsets in the following graphs for better visibility. (For histidine, n = 8 cells for non-transfected HEK293T cells, 11 for human SLC6A20-v1, 10 for human SLC6A20-v2, 11 for mouse SLC6A20A, 11 for mouse SLC6A20B, two-way ANOVA with Bonferroni's test; for GABA, n = 9 cells for non-transfected HEK293T cells, 16 for human SLC6A20-v1, 8 for human SLC6A20-v2, 7 for mouse SLC6A20A, 11 for mouse SLC6A20B, ns, not significant [relative to untransfected/blank], two-way ANOVA with Bonferroni's test).

# Supplementary material for: SLC6A20 transporter: a novel regulator of brain glycine homeostasis and NMDAR function
**Source:** EMBO Mol Med. 2021 Jan 11;13(2):e12632. doi: 10.15252/emmm.202012632
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

Figure EV1. Characterization of *Pten*^{ΔC/ΔC} mice.

- A Schematic depiction of the generation of *Pten*^{ΔC/ΔC} (ΔC) mice, and PCR genotyping of WT, *Pten*^{ΔC/ΔC} and *Pten*^{ΔC/+} (denoted as WT, ΔC, ΔC/+) mice.
- B, C Normal gross morphology of the brain in *Pten*^{ΔC/ΔC} mice (P21), as revealed by staining for NeuN (a neuronal marker) in coronal sections. Scale bar, 1 mm.
- D–F Immunoblot analysis of the levels of total PTEN and phospho-PTEN (pPTEN) proteins in whole-brain total lysates (D; P21), whole-brain crude synaptosomes (E, P21), and hippocampal crude synaptosomes (F, P21). Average values and ΔC/WT ratios were calculated using PTEN/pPTEN signals in WT and *Pten*^{ΔC/ΔC} mice normalized to those of α-tubulin. (*n* = 4 mice for WT and 3 for ΔC for whole-brain lysates (D), 4 for both WT and ΔC for whole-brain crude synaptosomes (E), and WT 5 and ΔC 8 for hippocampus lysates (F); ns, not significant, Student's *t*-test). See Appendix Fig S7 for full-length blot images. The error bars represent SEM.
- G Total and phosphorylation levels of AKT and mTOR. Average values and ΔC/WT ratios were obtained from signals normalized to β-actin. (*n* = 4 mice for WT and ΔC, ns, not significant, Student's *t*-test). The error bars represent SEM.
- H, I Levels of synaptic glutamate receptors (GluRs, GluA5, and mGluRs) and synaptic plasticity-related signaling proteins (total/phosphorylated GluA1-Ser831, GluA1-Ser845, GSK3β, ERK1/2, and p38) in the brain (whole-brain crude synaptosomes) of *Pten*^{ΔC/ΔC} and WT mice (P21). Average values and ΔC/WT ratios were obtained from signals normalized to α-tubulin. (*n* = 4 mice for WT and ΔC, ns, not significant, Student's *t*-test). The error bars represent SEM.
- J RT-qPCR validation of the nine DEGs in *Pten*^{ΔC/ΔC} and WT mice (P21). Note that eight of the nine DEGs could be validated (*n* = 3 mice for WT and ΔC, *P < 0.05, **P < 0.01, ns, not significant, Student's *t*-test). The error bars represent SEM.

Source data are available online for this figure.

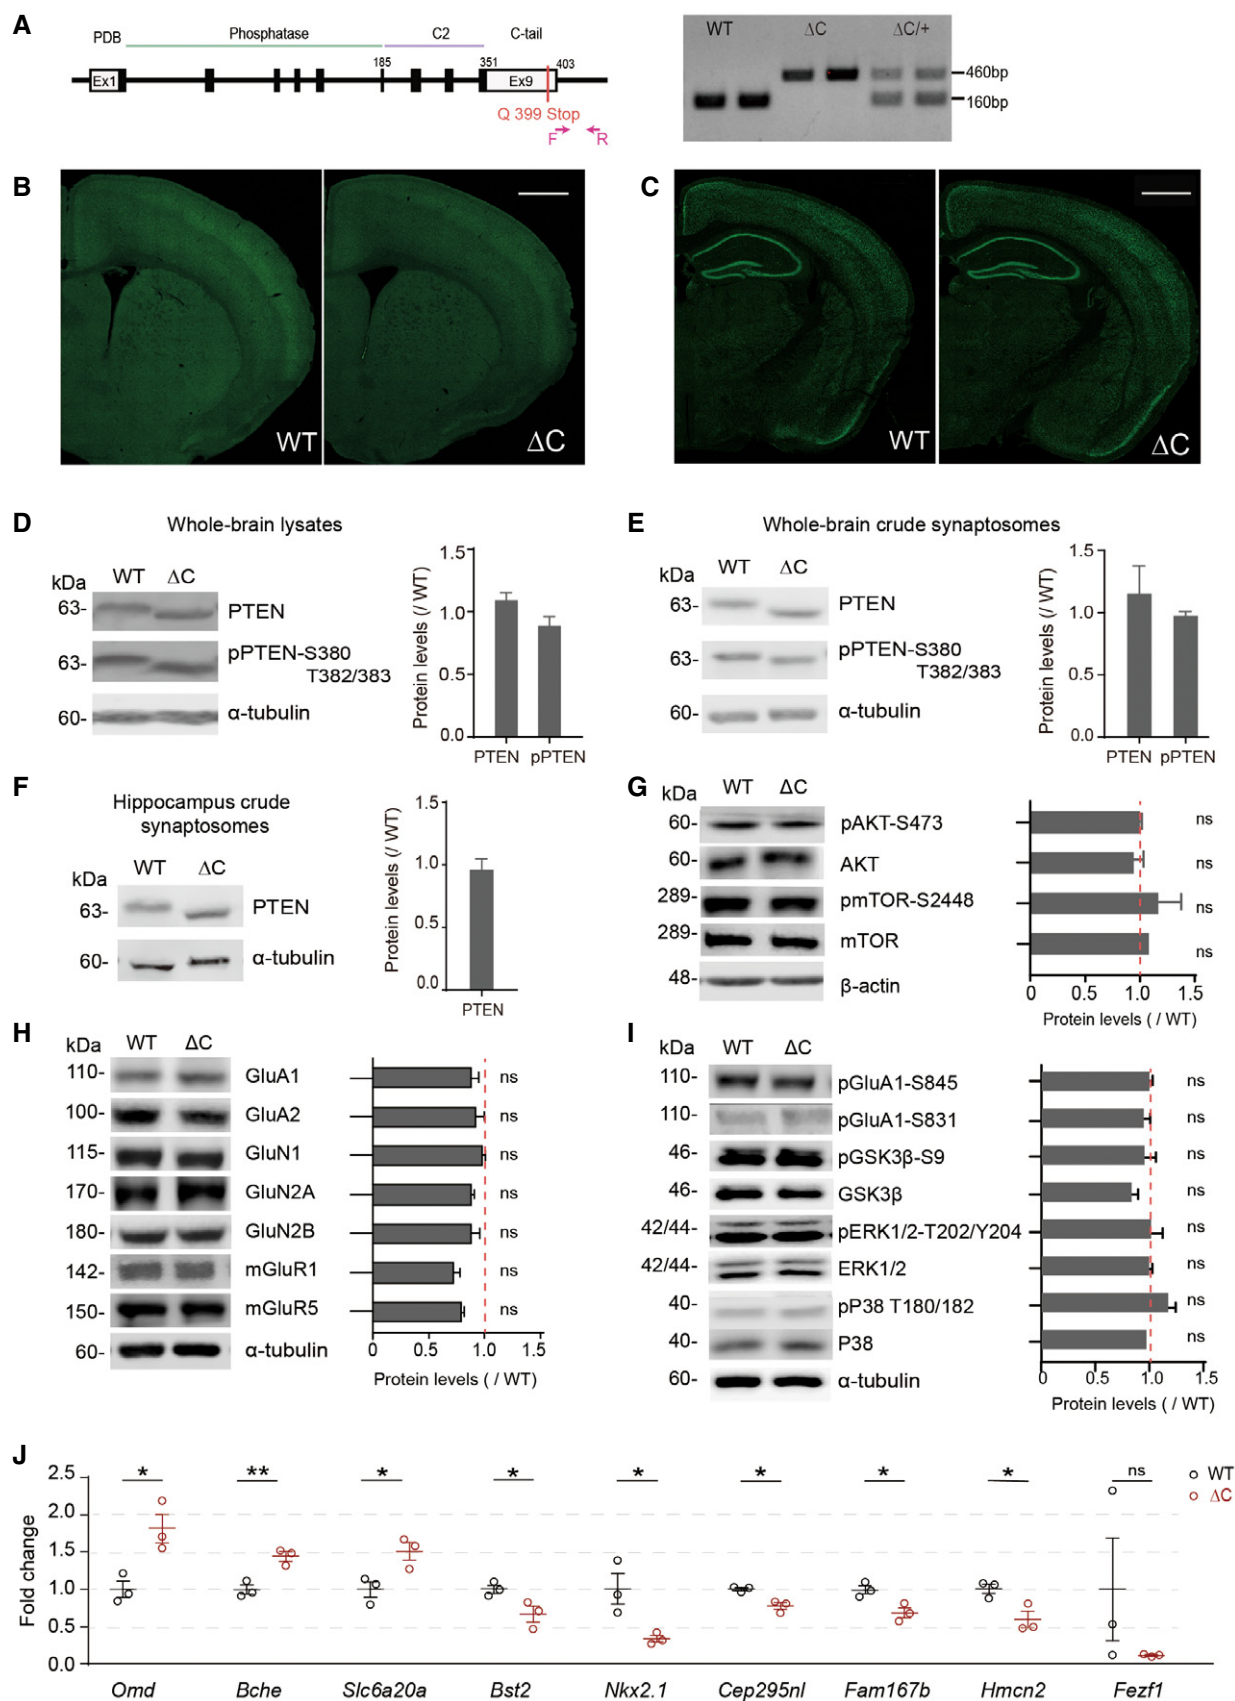

Figure EV1.

Figure EV2. Reduced mEPSC frequency, increased mIPSCs frequency, and reduced density, but normal morphology, of the PSD in hippocampal DG and CA1 regions in *Pten^{AC/AC}* mice.

- A, B Reduced frequency of mEPSCs (A) and increased frequency of mIPSCs (B) in CA1 pyramidal cells in the hippocampus of *Pten^{AC/AC}* mice (P17–21 for mEPSCs; P18–21 for mIPSCs). Data represent mean + SEM (mEPSC, $n = 15$ neurons from three mice for WT and 14 (3) for ΔC ; mIPSC, 13 (4) for WT, and 14 (4) for ΔC ; * $P < 0.05$, ns, not significant, Student's t -test and Mann–Whitney U -test; See Appendix Table S1 for details).
- C, D Reduced frequency of mEPSCs (C) and increased frequency of mIPSCs (D) in DG granule cells in the hippocampus of *Pten^{AC/AC}* mice (P18–19 for mEPSCs; P18–23 for mIPSCs). (mEPSC, $n = 17$ (3) for WT and 14 (3) for ΔC ; mIPSC, 23 (5) for WT and 19 (5) for ΔC ; * $P < 0.05$, ** $P < 0.01$, ns, not significant, Student's t -test and Mann–Whitney U -test). The error bars represent SEM.
- E, F Reduced frequency of sEPSCs (E), but normal sIPSCs (F), in CA1 pyramidal neurons in the hippocampus of *Pten^{AC/AC}* mice (P17–19 for sEPSCs; P17–21 for sIPSCs). (sEPSC, $n = 19$ (4) for WT and 17 (4) for ΔC ; sIPSC, 20 (4) for WT and 19 (4) for ΔC ; * $P < 0.05$, ns, not significant, Student's t -test and Mann–Whitney U -test). The error bars represent SEM.
- G, H Decreased density of excitatory synapses in the hippocampal CA1 and DG regions of *Pten^{AC/AC}* mice. (G), CA1 stratum radiatum; (H), DG molecular layer. Excitatory synapses are defined by sites where PSDs are in contact with presynaptic vesicles. Normal and perforated PSDs are indicated by arrows and arrowheads, respectively. ($n = 3$ mice for WT and ΔC , *** $P < 0.001$, ns, not significant, Student's t -test). Scale bar, 200 nm. The error bars represent SEM.

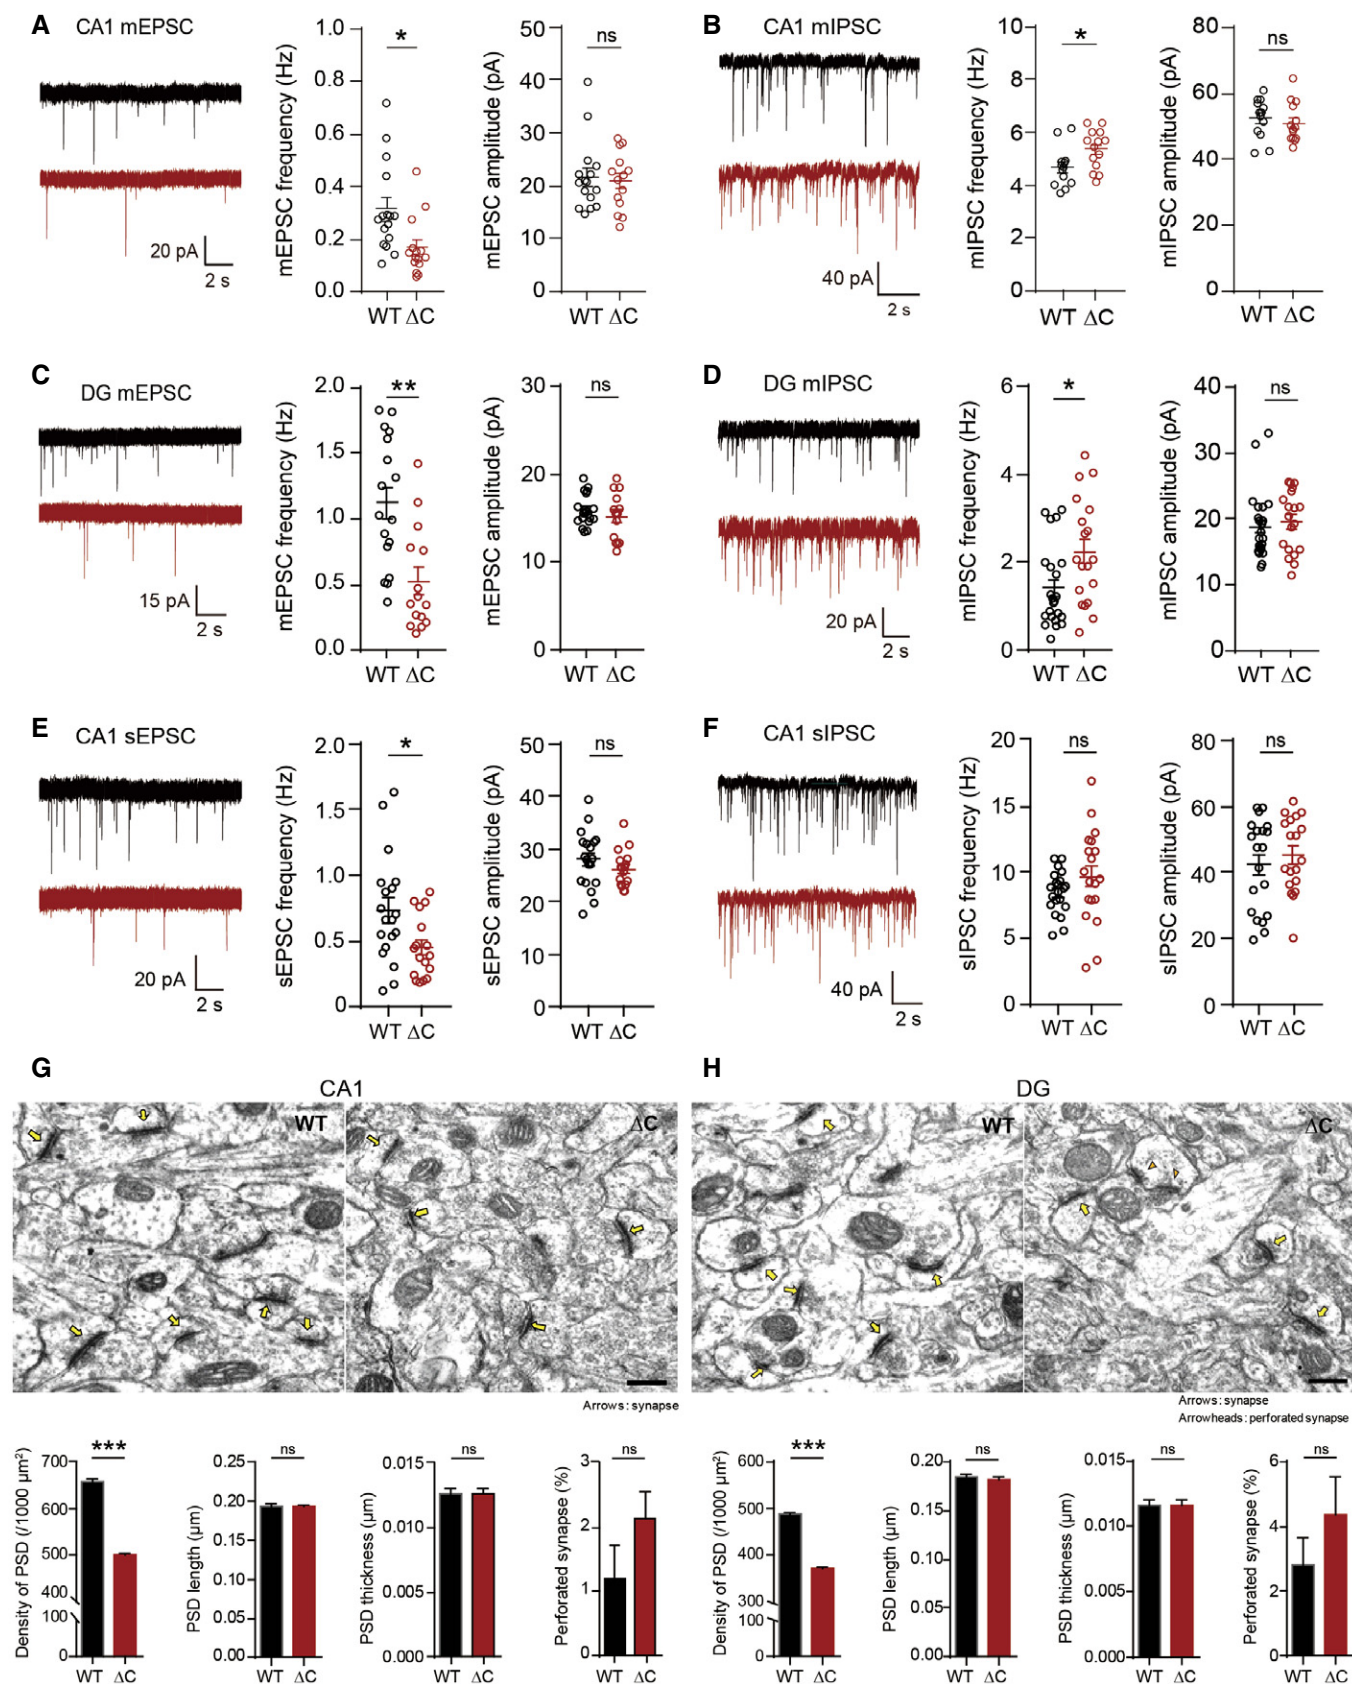

Figure EV2.

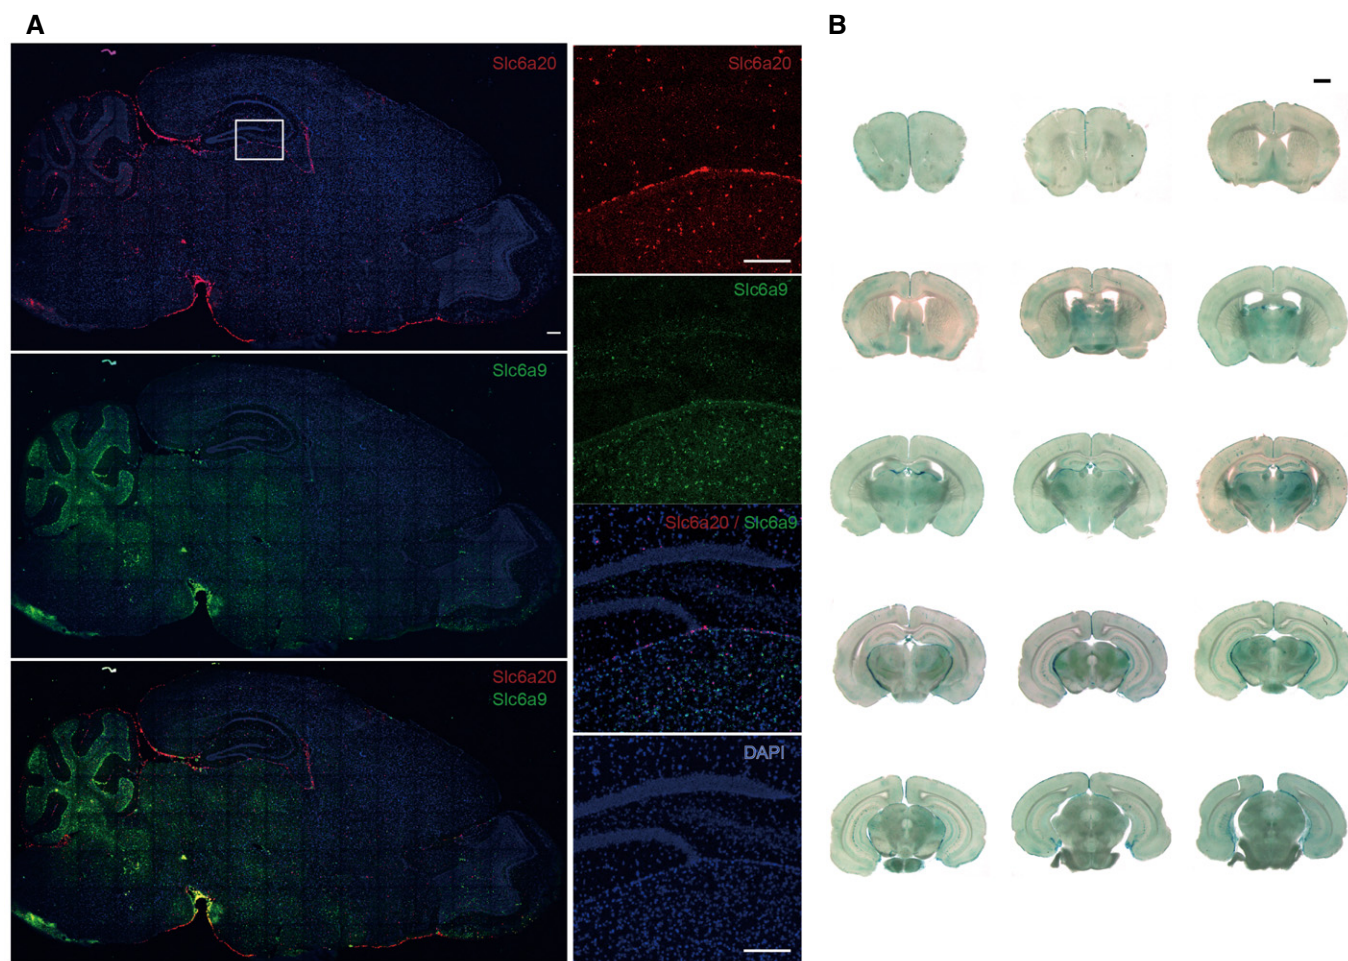

Figure EV3. Widespread expression of *Slc6a20* mRNA and SLC6A20A β-gal fusion proteins in brain regions, including the meninges.

- A Widespread expression of *Slc6a20* mRNA in various mouse brain regions (P56), including the meninges, cortex, hippocampus, choroid plexus, and thalamus, revealed by double fluorescence *in situ* hybridization (FISH). *Slc6a9* mRNA, encoding GlyT1, was also detected together with *Slc6a20* mRNA for comparison. Note that *Slc6a20* mRNA shows partial colocalization with *Slc6a9* mRNA. Scale bar, 100 μm.
- B Widespread expression of SLC6A20 β-gal fusion protein in various brain regions (P56), including the meninges, cortex, hippocampus, choroid plexus, and thalamus, as revealed by X-gal staining of brain sections from *Slc6a20a*^{+/-} mice. Scale bar, 1 mm.

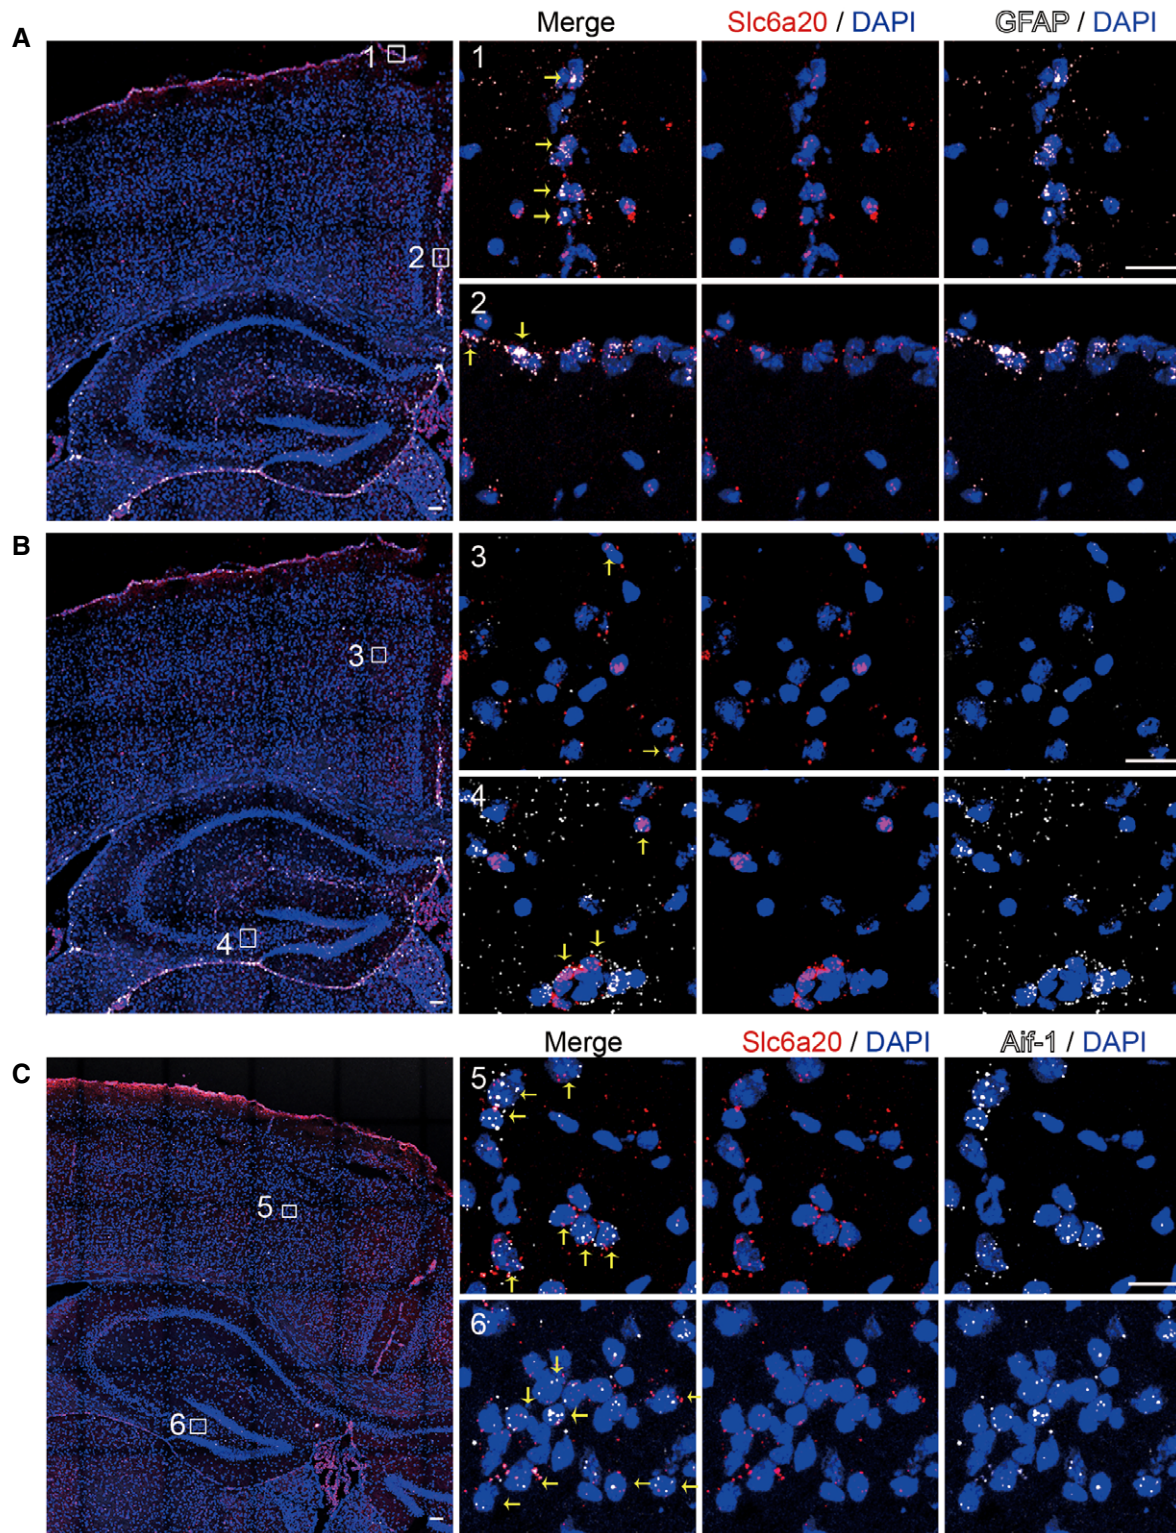

Figure EV4. Expression of *Slc6a20* mRNAs in meninges, astrocytes, and microglia.

A–C Expression of *Slc6a20* mRNA in meninges (A), astrocytes (B), and microglia (C) in the mouse brain (P56), revealed by double FISH. GFAP and Aif-1 were used as markers of astrocytes and microglia, respectively. Note that the panels A and B use the same original image to highlight different brain regions. Scale bar, 100 μ m. Colocalization of *Slc6a20* mRNA signals with cell markers are indicated by yellow arrows.

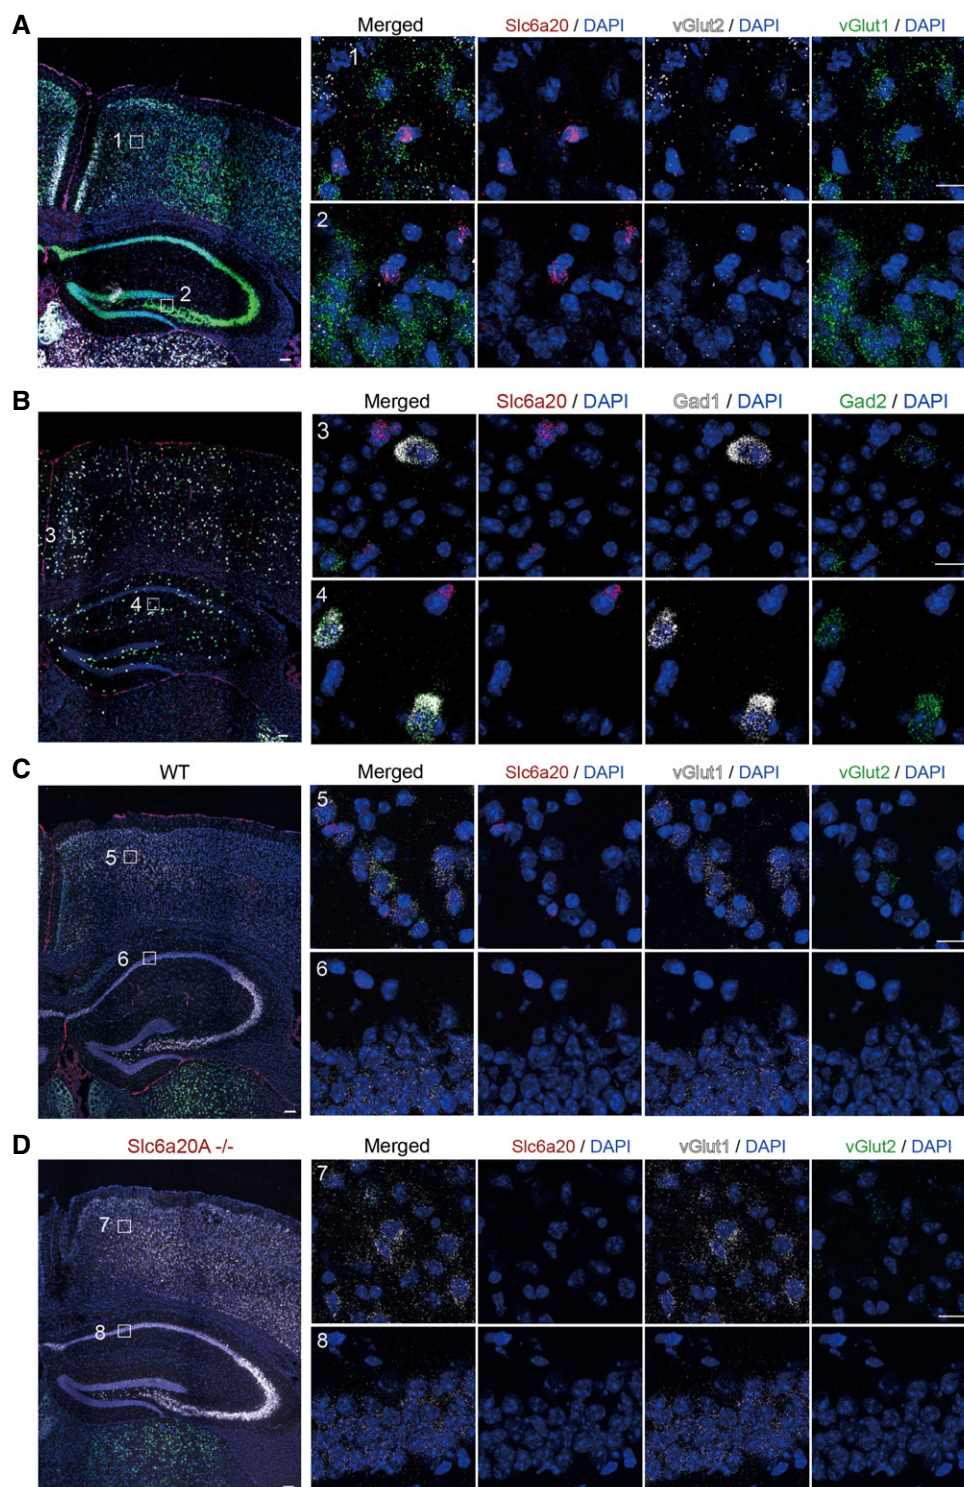

Figure EV5. Weak expression of *Slc6a20* mRNAs in excitatory and inhibitory neurons.

A, B Modest and minimal expressions of *Slc6a20* mRNAs in *vGlut1/2*-positive glutamatergic neurons (A) and *Gad1/2*-positive GABAergic neurons (B), respectively, in the mouse brain (P56), revealed by double FISH. Scale bar, 100 μ m.

C, D Demonstration of the specificity of *Slc6a20* mRNA signals by parallel double FISH experiments on WT (C) and *Slc6a20a*^{-/-} (D) mice. *vGlut1/2* and DAPI were used as controls. The residual *Slc6a20* mRNA signals in the panel (D), which are much weaker than those in the panel (C), may represent *Slc6a20b* (not *Slc6a20a*) mRNA signals. Scale bar, 100 μ m.

How the deposited data were processed for this re-analysis (not part of the article)

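RNA of tissue labelled whole brain from 3 *Pten ΔC/ΔC* (ΔC) and 3 WT male mice at postnatal day 21 was sequenced by the authors. Reads were paired-end and of 101 bp, with 1 library per mouse. According to the paper, reads were trimmed with Trimmomatic 0.35, aligned to GRCm38 with TopHat2 2.1.0, counted per gene with HTSeq and normalized with DESeq2. The annotation release, the strand setting of the counting and the DESeq2 version are not given in the sources used here. The deposited table holds 1 value per gene and mouse for 16745 genes. These signal values were made by the authors, according to the paper's methods, as HTSeq read counts divided by the DESeq2 size factor of the library. Libraries were matched to mice by the names of the columns and the sample list of Dataset EV1, and no column of per-mouse values was left unused (0 columns).

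Every value was a whole multiple of the smallest value above 0 in its library, to within 5.28e-06, so read counts were recovered by division. Recovered reads ranged from 23571543 to 32436369 per mouse. All 6 libraries had the transcripts of males, with 999 to 1897 normalized counts of the Y-linked *Ddx3y* and 2.14 to 7.14 of *Xist*. *Pten* transcripts were 6450.5 ± 1458 in ΔC mice and 5729 ± 1431 in WT mice (SD, n = 3), which does not check the mutation, since it shortens the protein. Gene symbols and coordinates came from the GENCODE vM21 annotation of GRCm38; 6 genes had no symbol.

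The main test was limma 3.58.1 (lmFit and eBayes with a trend, in R 4.3.3) on log2(value + 1), for the 14890 genes with a mean of at least 5 over the 6 libraries. P-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.1 as in the paper. Single genes were also compared by exact permutation, whose smallest p for 3 mice against 3 is 0.1. Gene lists of cell types, brain regions, transporters, ribosomes, synapses and signaling were fixed before the deposited values were opened, with the paper and the first 1996 of the 16927 genes of Dataset EV1 in view, and genes whose values had been seen there to follow the genotype or 1 mouse were left out of the meningeal and hypothalamic lists. Of 37 lists, 34 had at least 3 tested genes, a minimum set after the data had been seen, and were tested by camera with a preset correlation of 0.01; p-values were adjusted over the 34 lists, with a threshold of 0.05. The lists of cerebellum, pituitary and hindbrain Hox genes had fewer tested genes and were not analysed here. The deposited values hold 0 of the 12 cerebellum genes, 6 of the 9 pituitary genes and 10 of the 12 Hox genes. They hold 7 of the 21 hypothalamus genes, of which 5 were tested. Cerebellar tissue could therefore not be examined by its list. A preranked test without weights (fgsea 1.28.0, 10000 permutations) ranked genes by the sign of the change and limma's p, or DESeq2's p as an alternative, in place of the paper's GSEA, whose gene sets were not used here. Its permutations shuffle genes, so it takes the genes of a list as varying independently.

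Alternatives fixed in advance were pseudocounts of 0.5 and 4, no filter and a mean of at least 20, TMM and quantile normalization, array quality weights, the replicate number as a block, each library left out in turn, the mean of the hypothalamus or the meningeal list as a covariate, and, on the recovered reads, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 with and without a beta prior. In the run with a beta prior, p-values were recomputed from an empirical null, in place of fdrtool, which the paper names and which was not used here. Its standard deviation was estimated from the central 75% of the Wald statistics, a share chosen after the data had been seen, and was 0.41. Alternatives added after the data had been seen were a null estimated from all Wald statistics, this test without a filter, the mean of the cortical neuron list as a covariate, ΔC mouse 2 and WT mouse 3 left out together, and transporter lists without *Slc6a20a*. Windows of 101 bp shared between *Slc6a20a* and *Slc6a20b* were counted in the annotated transcripts.

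The tests were checked on simulated counts of 14890 genes with 200 changed genes, each with a mean of at least 50. With a dispersion of 0.01, limma recovered 86.6% of 1.5-fold and 100% of 2-fold changes. With the spread of the real libraries (median dispersion 0.0958) it recovered 0% of 2-fold and 47% of 4-fold changes and called 7 unchanged genes, while DESeq2 with a beta prior and an empirical null recovered 41.8% and 97% and called 233 unchanged genes. Genes were simulated independently of each other, the null SD was 0.848 in place of 0.41, and plain DESeq2 called 110 unchanged genes where it called 0 in the real libraries, so these numbers of unchanged genes do not carry over to the real libraries. A list of 50 genes planted with a 1.3-fold change passed camera at that spread (adjusted p = 0.00045) but not with an estimated correlation (adjusted p = 0.249), and 0 of 33 random lists passed. The simulated genes did not vary together, so this does not check camera on lists whose genes do. The estimated correlation was 0.88 in the real striatum list and 0.80 in the mitochondrial genome list. The named genes are the paper's 9 DEGs, other genes it names, the 10 genes with the smallest p among those higher, and among those lower, in all 3 ΔC mice, 4 members of each list (smallest p, highest mean) and the genes that most set apart a library. *Satb2*, *Drd1*, *Calb1*, *Ttr*, *Foxg1*, *Lhx2*, *Emx2*, *Itpr1* and the members of the transporter lists outside this rule were chosen after their values had been seen.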

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

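No gene passed the threshold under any limma setting, with edgeR or with plain DESeq2 (0 genes in each), and *Slc6a20a* was higher in ΔC mice under every setting run (log2 fold change 0.31 to 0.68; 0.44 to 0.68 with 1 library left out). Of 258 alternative values of the main results, 191 kept their side of the threshold, or lay within 1.5 times for a count. Among these, lists that passed neither way changed direction 6 times: the excitatory scaffold list was lower without ΔC mouse 1, ΔC mouse 3 or WT mouse 3 and with the meningeal covariate (adjusted p = 0.993), the hypothalamus list was higher without WT mouse 2 (0.355), and the choroid plexus list was lower with the hypothalamus covariate (0.75). DESeq2 with a beta prior and an empirical null called 201 genes, 9 of the paper's 9 among them, with a log2 fold change of 0.31 for *Slc6a20a*. In settings added after the data had been seen, a null from all Wald statistics gave 35 genes, again 9 of the 9 (*Slc6a20a* 0.31), and the test without a filter gave 173 genes, 9 of the 9 (*Slc6a20a* 0.32). All 90 changes of call among 3919 alternative values of the named genes, 172 in number, came from these settings, and 94 named genes changed direction under some setting without passing. The following values are adjusted p of lists. Without a filter, amino acid transporters gave 0.138 and the hypothalamus list 0.00449 (lower). At a mean of at least 20, all solute carriers gave 0.00667. With TMM, cytosolic ribosomal proteins gave 0.0451 (lower), and with quantile normalization 0.0219 (lower), beside 0.0492 for all solute carriers. With array quality weights, ribosome biogenesis gave 0.155, cytosolic ribosomal proteins reversed to higher (3.35e-07), the choroid plexus list gave 0.000893 (higher), ependymal cilia reversed to higher (0.0595), and 11 lists passed. The names of the mice share a first number between 1 ΔC and 1 WT mouse each, whose meaning is not given in the sources used here; 0 of 6 libraries correlated best with their own number, but the regional differences dominate these correlations, so whether the numbers pair the mice stays open. As a block they left 0 genes, gave *Slc6a20a* an unadjusted p of 0.0797 (limma) and gave 0.0479 for all solute carriers. With the meningeal covariate, cytosolic ribosomal proteins gave 9.92e-06 (lower), amino acid transporters 0.125 and the hypothalamus list 0.00372 (lower). With the cortical covariate, cytosolic ribosomal proteins gave 0.00269 (lower), all solute carriers 0.0256, the excitatory scaffold list reversed to lower (0.0256), the choroid plexus list gave 0.00233 (higher), and 12 lists passed. With ΔC mouse 2 and WT mouse 3 both left out, the excitatory scaffold list gave 0.0445 (higher), the meningeal list 0.576 and the hypothalamus list 0.0432 (lower). With an estimated correlation, ribosome biogenesis gave 0.941, amino acid transporters 0.255 and the meningeal list 0.764, and 0 lists passed. The preranked test gave 0.00138 for cytosolic ribosomal proteins (lower) and for all solute carriers (higher), 0.00739 for the excitatory scaffold list (higher) and 14 lists; ranked by DESeq2 p it gave 0.000979, 0.000979 and 0.021 for these, 0.049 for the choroid plexus list (higher) and 13 lists. With 1 library left out, adjusted p ranged from 0.000449 to 0.88 for ribosome biogenesis, from 6.58e-10 (lower) to 0.0251 (higher) for cytosolic ribosomal proteins, from 0.0334 to 0.743 for all solute carriers, from 0.0133 to 0.151 for amino acid transporters, from 6.81e-06 to 0.92 for the excitatory scaffold, from 9.58e-34 to 0.154 for the meningeal list, from 2.25e-10 to 0.90 for the choroid plexus, from 1.54e-07 to 0.712 for ependymal cilia, from 2.39e-09 to 0.905 for striatum and from 1.36e-10 to 0.743 for the mitochondrial genome, and 6 to 12 lists passed. The choroid plexus list reversed to lower without ΔC mouse 2 (0.00158) or WT mouse 1 (0.00703), and passed as higher without ΔC mouse 3 (2.25e-10) or WT mouse 3 (0.000343). The causes of these changes were not tested beyond what each left-out library shows. The hypothalamus and meningeal lists were not tested with their own mean as a covariate, which would be circular. In simulated counts at the depth of these libraries, for changed genes with a mean of at least 50, limma recovered 0% of 2-fold changes at the spread of these libraries and 100% at a dispersion of 0.01; other depths and changes in genes with fewer counts, such as *Omd*, *Fezf1*, *Fam167b* and *Cep295nl*, were not simulated.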

Differences from the paper's values

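The paper reports 9 DEGs at an adjusted p under 0.1, 3 upregulated and 6 downregulated, where limma on the deposited values gave 0 at the same threshold, with 0 in each direction. None of the alternatives set before the data were examined came within 1.5 times the paper's counts: plain DESeq2, edgeR and every limma setting gave 0, and DESeq2 with a beta prior and an empirical null gave 201 genes (73 higher and 128 lower), all 9 of the paper's genes among them. This last test was planned after the paper's description of an empirical null, but it did not use fdrtool, and the central share of the statistics that sets its null was chosen after the values were seen. Settings chosen after seeing the values, a null from all Wald statistics and the same test without a filter, gave 35 and 173 genes and dropped 0 of the paper's 9. Exploratory runs of the empirical-null test with the authors' size factors, all genes or other numbers of tests in the adjustment also called more genes than the paper and were not kept. For *Slc6a20a* the log2 fold change was 0.54, which lies within its replicate SD (0.20 on the log2 scale) of the paper's 0.36; it lay outside it with array quality weights (0.61), without ΔC mouse 3 (0.61), without WT mouse 2 (0.68) and with the hypothalamus covariate (0.58), and not under the other alternatives.

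For 8 of the 9 genes the log2 fold change lay further from 0 than the paper's by more than the replicate SD (log2 scale). This SD is the error meant below. It is the spread between mice, not the error of a gap between estimates from the same libraries. Where 1 mouse stands apart it is large, as for *Nkx2-1* (1.18), so lying within it does not make the values alike. For *Bche* the gap was larger than this SD (0.12) but smaller than the standard error of the fold change (0.19). For *Omd* it was 1.04 and the paper's value is 0.52, and for *Bst2* -0.64 and the paper's -0.43; under every alternative set before the data were examined both differed by more than the replicate SD (0.13 and 0.09), nearer 0 than the paper's with the beta prior (0.35 and -0.33) and further from 0 under the others (0.94 to 1.11 and -0.54 to -0.67). For *Bst2* the gap with all 6 libraries was close to the standard error of the fold change (0.20). For *Bche* it was 0.51 and the paper's 0.37; it lay within the error with DESeq2 with a beta prior (0.30), with array quality weights (0.38) and without ΔC mouse 2, ΔC mouse 3 or WT mouse 2, and not under the others. For *Nkx2-1* it was -1.61 and the paper's -0.29; it lay within the error with the beta prior (-0.15), without ΔC mouse 1 (-1.42), without WT mouse 2 (-0.77) and with the hypothalamus covariate (-1.33), and not under the others. For *Hmcn2* it was -1.08 and the paper's -0.36; it lay within the error with the beta prior (-0.20), array quality weights (-0.95), without ΔC mouse 1 (-0.90), without WT mouse 2 (-0.60) and with the hypothalamus covariate (-0.96), and not under the others. For *Cep295nl* (-1.94, the paper's -0.26), *Fam167b* (-1.43, the paper's -0.31) and *Fezf1* (-3.32, the paper's -0.20) only the beta prior brought the value within the error (-0.12, -0.16 and -0.09). A beta prior shrinks fold changes toward 0, but whether the paper applied one is not given in the sources used here. The mean normalized count of *Fezf1* over the 6 libraries was 22.592 both here and in the paper, while plain DESeq2 gave -5.02 and the paper -0.20. For this gene the gap therefore lies in how the fold change was estimated, not in the counts. The gaps from estimates without a prior may set unlike measures side by side, and do not by themselves show a different result.

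The first 1996 of the 16927 genes of Dataset EV1 could be compared, and DESeq2 with a beta prior gave the paper's direction for all 1996. The paper's unadjusted p is 1.26e-08 for *Omd* and 3.3e-05 for *Slc6a20a*, where plain DESeq2 on the recovered reads gave 0.00246 and 0.0118. Over the 1996 genes the Wald statistic of DESeq2 with a beta prior was a median of 0.52 times the normal quantile of the paper's p. The methods of the paper correct p by an empirical null before adjustment, a step that the legend of Fig 2A does not mention. The column headed FDR in Fig 2A holds the unadjusted p of Dataset EV1, such as 1.26e-08 for *Omd*, whose adjusted p there is 0.000369.

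The paper gives positive enrichment for the excitatory synapse and for transmembrane transport and negative enrichment for the ribosome. The lists used here are not the paper's gene sets. Their directions were the same, but in camera the postsynaptic scaffold list (adjusted p = 0.24), all solute carriers (adjusted p = 0.0626) and cytosolic ribosomal proteins (adjusted p = 0.0514) did not pass. In the preranked test all 3 passed, ranked by limma's p (adjusted p = 0.00739, 0.00138 and 0.00138) or by DESeq2's p (adjusted p = 0.021, 0.000979 and 0.000979). That test takes the genes of a list as varying independently. The estimated correlation was 0.60 in the scaffold list and 0.68 in the cytosolic list. With it, camera's adjusted p was 0.941 for both, and it was 0.255 for all solute carriers. The preranked passes therefore do not settle whether these lists differ between the genotypes.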

Other observations

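Markers of meningeal fibroblasts, the collagen-producing cells of the brain's coverings, were on balance higher in ΔC mice: 25 of 27 genes had a positive log2 fold change (mean 0.30). The genotypes overlapped, since the mean log2 value of the list was highest in WT mouse 2 (8.71). It was 8.45 to 8.65 in ΔC mice, 8.17 in WT mouse 1 and 7.83 in WT mouse 3. The genes of the list varied together (estimated correlation 0.35), so their signs are not separate evidence. *Dcn*, encoding decorin, had 650.4 ± 263 normalized counts in ΔC mice and 437 ± 72.9 in WT mice, and *Ptgds* 14665 ± 792 and 11931 ± 7027 (SD, n = 3). The list passed camera's test (adjusted p = 8.71e-09; 0.764 with an estimated correlation), and the call ended without ΔC mouse 2 (adjusted p = 0.0548) or WT mouse 3 (adjusted p = 0.154). All 17 tested transcripts of the mitochondrial genome had a positive log2 fold change (mean 0.61, adjusted p = 2.37e-08; 0.941 with an estimated correlation). Here WT mouse 2 stood apart: *mt-Co1*, a subunit of cytochrome oxidase, had 118149 normalized counts in it and 268528 to 429887 in the other 5 mice, and without it the list turned to lower and did not pass (adjusted p = 0.743). All 27 meningeal genes had a mean of at least 5 normalized counts in these libraries, and 5 of them are solute carriers that the list of all solute carriers also holds.

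Markers of the striatum were on balance lower, with a negative log2 fold change in 12 of 13 genes (mean -0.54, adjusted p = 0.0283; 0.941 with an estimated correlation). *Penk*, encoding proenkephalin, had 3313 ± 2547 and 5968 ± 3747 normalized counts, and *Ppp1r1b*, encoding DARPP-32, 4135 ± 3026 and 5821 ± 2700 (SD, n = 3). The call ended without ΔC mouse 1 (adjusted p = 0.0588), WT mouse 1 (adjusted p = 0.905) or WT mouse 2 (adjusted p = 0.88), and turned to higher without ΔC mouse 2 (adjusted p = 0.71). Genes of ependymal cilia were lower in 17 of 21 cases (mean log2 fold change -0.22, adjusted p = 0.0473; 0.941 with an estimated correlation). *Foxj1*, the regulator of motile cilia, had 233 ± 59.9 and 314 ± 145 normalized counts (SD, n = 3). This call ended without WT mouse 3 (adjusted p = 0.443) and turned to higher without ΔC mouse 3 (adjusted p = 0.712) or WT mouse 2 (adjusted p = 0.0755). It also ended with a pseudocount of 0.5 (adjusted p = 0.0507), without a filter (adjusted p = 0.0776), with the hypothalamus (adjusted p = 0.188) or cortical (adjusted p = 0.56) covariate and with ΔC mouse 2 and WT mouse 3 both left out (adjusted p = 0.0846), and the call on striatum with the hypothalamus covariate (adjusted p = 0.247). The remaining 27 lists had adjusted p from 0.0514 to 0.869. Genes of the PI3K, AKT and mTOR pathway (16 of 26 positive, adjusted p = 0.542) and targets of WNT and β-catenin (10 of 16 positive, mean log2 fold change -0.01 and median 0.03, adjusted p = 0.425) did not pass. Among genes that the paper does not discuss, *Ccr2*, a chemokine receptor, had 11.7 ± 3.69 and 3.36 ± 2.14 normalized counts (log2 fold change 1.65, unadjusted p = 0.03 from limma), and *Mgp*, encoding matrix Gla protein, 726 ± 4.24 and 555 ± 73.8 (log2 fold change 0.39, unadjusted p = 0.041 from limma), neither past adjustment (SD, n = 3).

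In the paragraphs that follow, the tests of the regional, library size and genotype explanations, of the libraries without WT mouse 2 and of *Bst2* were chosen only after the result was seen. ΔC mouse 2 and WT mouse 3 held few transcripts of the telencephalon, the part of the brain with cortex and striatum. Library size is excluded, since ΔC mouse 2 had 29219992 recovered reads, more than the 25841200 of the smallest of the other 4, and so is genotype, since both genotypes hold such a library (cortical list at 6.745 in WT mouse 3 and 7.628 in ΔC mouse 2). A different share of brain regions in the tissue of these 2 libraries stays open as a candidate explanation: the striatum list lay 2.646 or more below the lowest of the other 4 on the log2 scale, but it is part of the pattern as described and so does not test the explanation. The telencephalic transcripts *Foxg1*, *Lhx2* and *Emx2* had 7.94, 19.4 and 1.77 normalized counts in ΔC mouse 2 and 0 in WT mouse 3. In the other 4 mice they had 1202 to 1980, 1260 to 1752 and 177 to 321. *Itpr1* went the other way, with 80212 and 76509 compared with 10119 to 15692. These genes were chosen after their values had been seen, so they describe the pattern and do not test the explanation. As all mice are described as whole brain, no biological explanation beyond genotype was tested.

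The 6 genes that the paper calls downregulated were highest in WT libraries, and 4 of them in WT mouse 2, with *Trh*, *Arhgap36* and *Magel2*, which are expressed in the hypothalamus. More hypothalamic tissue in WT mouse 2 cannot be told apart from genotype: the median log2 fold change of the 6 genes was -1.107 without it and -1.521 with all libraries, but the paper had called these genes as lower on the same libraries, so that a difference was to be expected with any one library left out. Without WT mouse 2 *Nkx2-1* went from -1.61 to -0.77, *Hmcn2* from -1.08 to -0.60, *Fezf1* from -3.32 to -2.09 and *Cep295nl* from -1.94 to -1.46, while *Fam167b* (-1.43 and -1.44) did not follow this mouse. Different shares of hypothalamic tissue over all 6 libraries cannot be told apart from genotype: with the hypothalamus list as a covariate the median was -1.373, but only 5 genes of that list were tested and genes seen to follow WT mouse 2 had been left out of it. *Bst2* did not follow WT mouse 2 either (-0.6443 without it, -0.6353 with it), but it was called on the same libraries and did not pass adjustment here, so for this gene too genotype stays open without a test. The paper also measured its DEGs by RT-qPCR and reports that most of them were borne out. Its text does not name the exception, and those data were not examined here.

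*Slc6a20a*, *Omd* and *Bche* were higher in all 3 ΔC mice. The values argue against more choroid plexus in ΔC mice, without excluding it. The means of its list were close, at 6.13 ± 2.10 in ΔC mice and 6.03 ± 1.94 in WT mice (SD, n = 3). The covariate could therefore hardly move a fold change, and the median of the 3 genes was 0.5379 with it and 0.5391 without. ΔC mouse 3, with the lowest choroid plexus mean (3.93), had more *Slc6a20a* than any WT mouse. WT mouse 3, with a mean of 7.93, had the least *Slc6a20a*. More meningeal tissue cannot be told apart from genotype: with the meningeal list as a covariate the median was 0.5188, and *Slc6a20a* itself went from 0.54 to 0.38. A median that stayed this high had been set in advance as evidence against the meninges, but the list had left out *Omd*, *Bche*, *Slc6a20a*, *Mgp* and other genes whose values had been seen, so it excludes nothing. Genotype stays open as the other explanation. For *Slc6a20a* the paper also reports an increase by RT-qPCR, more SLC6A20 protein in the hippocampus and more β-catenin binding at the promoter. Those data were not examined here.

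The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 0 genes and 7 lists. At least 7 lists passed in all 10 splits, so the number of list calls does not set the real split apart. The highest other counts were 617 genes, for ΔC mice 1 and 3 with WT mouse 1 against the rest, which points to a structure of the samples, and 15 lists.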
